# Small-molecule-catalysed deamination enables transcriptome-wide profiling of *N*^6^-methyladenosine in RNA

**DOI:** 10.1038/s41557-025-01801-3

**Published:** 2025-04-17

**Authors:** Pingluan Wang, Chang Ye, Michelle Zhao, Bochen Jiang, Chuan He

## Abstract

The deamination reaction is important to both fundamental organic chemistry and biochemistry. Traditional chemical methods of deamination rely on the use of aryldiazonium salts under harsh acidic conditions, which limits the application scope for most biological substrates. Here we present an N-nitrosation strategy for deamination under mild conditions that DNA and RNA biological macromolecules can tolerate. Cooperative catalysis combining a carbonyl organocatalyst with a Lewis acid catalyst facilitates the formation of a carbon–nitro intermediate from a primary amine, which, on rearrangement into *N*-nitrosamine, leads to the selective deamination of unsubstituted canonical DNA/RNA bases under mild conditions. We used this approach to deaminate adenine into hypoxanthine, read as guanine by reverse transcriptases or DNA polymerases, while *N*^6^-methyladenosine sites resist deamination and remain identified as adenine. This reactivity enables a chemically mild, low-input detection method for sequencing of adenosine methylation at base resolution, named chemical cooperative catalysis-assisted *N*^6^-methyladenosine sequencing.

Chemical modifications in RNA and DNA play crucial roles in a wide range of biological processes, including transcription regulation, RNA degradation, protein translation and immune modulation^1–6^. These modifications have been quantitatively mapped at single-base resolution by new sequencing methods^7–14^, with nucleobase deamination being a highly effective strategy for the selective mapping of 5-methylcytosine in DNA^9,10^ and *N*^6^-methyladenosine (m^6^A) in RNA^12,13^.

In nitrite ion-based RNA sequencing methods^13,15–18^, adenosine (A) or cytidine (C) is deaminated through stepwise nitrosation and diazotization under acidic conditions (Fig. 1a). NO-seq and NT-seq are simple, cost-effective chemical methods, but their low conversion efficiencies and harsh acid treatment can compromise detection accuracy and RNA integrity through degradation^15,17^. Recently, Wang and co-workers reported the chemical-based approach of GLORI for m^6^A sequencing, which uses a glyoxal protecting group on guanosine (G) to substantially enhance deamination efficiency and selectivity for A in mammalian transcriptomes^13,18^. Despite being a major step forward, this method is still limited by RNA degradation under relatively harsh reaction conditions and reverse transcription stopping caused by incomplete glyoxal deprotection, necessitating a high input of RNA.

We sought to overcome the limitations of all previous nitrite ion-mediated nucleobase deamination approaches by designing a mild chemical deamination reaction that operates close to neutral pH, notably preserving RNA and improving the signal-to-noise ratio. While inspired by the evolved TadA-assisted *N*^6^-methyladenosine sequencing (eTAM-seq)^12^, GLORI^13^ and the chemoselective deamination of unmethylated adenines in general^15–17^, we were also intrigued by a report from Keeper and Roller in 1973 on the carbonyl-catalysed N-nitrosation ofsecondary amines using nitrite ions under neutral and basic media^19^. Adopting their strategy, we additionally employed a Lewis acid to facilitate N-nitrosation of the initial primary amine (Fig. 1b). We report here the development of a chemical sequencing method that mediates selective A-to-inosine (I) deamination in RNA to map m^6^A at base resolution under mild conditions (Fig. 1c). As the deamination is facilitated by cooperative catalysis using a carbonyl and Lewis acid as catalysts, we termed it chemical cooperative catalysis-assisted m^6^A sequencing (CAM-seq). CAM-seq promises a sensitive and robust mapping ofm^6^A with extensive coverage by avoiding harsh acidic treatment of RNA, allowing for more comprehensive quantification of m^6^A sites using a low input of sample.

## Results

### General deamination of substrates under mild conditions

When applying the conditions of carbonyl-catalysed N-nitrosation to nucleobase deamination, we envisioned that a Lewis acid catalyst could enhance the reactivity between the carbonyl organocatalyst and the heteroaromatic amine of nucleobases. Through preliminary deamination screenings of various Lewis acids and carbonyl compounds using cytidine as the substrate, we identified the optimal reaction conditions for the deamination process (Supplementary Tables 1–3.

On assessing the deamination compatibility of A, C and G nucleobase analogues with our selected co-catalyst conditions, we found that glyoxal with boron trifluoride diethyl etherate (BF_3_·OEt_2_) facilitated the highly efficient deamination of a broad range of nucleobase substrates (Fig. 2a–c and Supplementary Fig. 2). Switching from a dicarbonyl organocatalyst to furfural, a monocarbonyl organocatalyst, substantially increased the yield of guanosine analogue deamination. We hypothesize that this occurs because guanosine-like products at position 6 can cyclize with glyoxal, forming a guanosine–glyoxal adduct(Supplementary Figs. 1a,b)^20^.

Reactions with m^6^A and *N*^4^-methylcytidine (m^4^C) were shown to stop at the nitrosylated intermediate stage, with no detection of deaminated inosine or uracil products (Fig. 2d), consistent with previous experiments that used nitrite to drive nucleobase deamination^17^; a highly efficient and selective conversion of A or C but not m^6^A or m^4^C under mild conditions would present a robust method to map these methylated bases. We noted that the rate of conversion of m^6^A to its *N*-nitroso intermediate was lower than that of A, which contradicts previous observations^16^ and suggests a different mechanism behind the N-nitrosation step.

### Elucidation of the reaction mechanism

We first followed the reaction by ^15^N nuclear magnetic resonance (NMR) spectroscopy, which revealed very poor condensation of [^15^*N*^6^]adenosine with glyoxal in the absence of the Lewis acid even after 2 h of heating at 50 °C (Fig. 3a, middle). Addition of BF_3_·OEt_2_ rapidly catalysed the conversion of ^15^N-labelled adenosine to the intermediate **Int 3** within half an hour (Fig. 3a, bottom).

Two-dimensional ^1^H–^15^N HMBC spectroscopy was used to monitor the Lewis acid-catalysed condensation with higher ^15^N sensitivity (Supplementary Figs. 4a–c)^21,22^. This technique was also used to monitor the reaction steps from the imine intermediate (Supplementary Fig. 5a). In the presence of Na^15^NO_2_, the [^15^N]imine signal disappeared, indicating its transformation to an aliphatic nitro-substituted intermediate and subsequent rearrangement to the N-nitrosation adduct (Supplementary Fig. 5b). When unlabelled adenosine was used, a clear, single signal from ^15^NO_2_ was observed (Supplementary Figs. 1c and 5c). These results confirm the pathway through the imine intermediate.

Building on these observations and previous studies of carbonyl-catalysed N-nitrosation, we proposed the reaction pathway depicted in Fig. 3b. Initially, the carbonyl catalyst and starting substrate condense to form a hemiaminal (**Int 1**), a process accelerated by the Lewis acid. Following dehydration to the imine intermediate **Int 4**, the nitrite ion interacts with the imine’s lowest unoccupied molecular orbital to form the C–O–N–O intermediate **Int 5**. This intermediate rearranges to form an N–NO bond, culminating in the formation of nitrosamine **Int 7** and the release of the organocatalyst and Lewis acid. ^11^B NMR experiments^23^ suggested that the Lewis acid could interact with both the carbonyl co-catalyst and the imine intermediate (Supplementary Fig. 3), as shown in **Int 3**–**Int 5**. Inosine (**16**) emerges after diazotization and deamination under slightly acidic conditions.

### Selective conditions for adenine deamination in DNA and RNA

Our group has previously developed various enzyme-assisted methods for mapping m^6^A modifications at single-base resolution, including selective allyl chemical labelling and sequencing (SAC-seq)^11,24^ and eTAM-seq^12^. However, we recognized the potential of a highly efficient, selective chemical deamination reaction as a cost-efficient alternative for m^6^A mapping, such as CAM-seq, involving carbonyl and Lewis acid co-catalysts under mild conditions. To make CAM-seq specific to m^6^A, we further explored the conditions to optimize its selectivity for adenine over cytosine and guanine in oligonucleotides, as well as the rate of deamination.

We tested different Lewis acids by measuring the mutation ratio at adenine sites in an oligonucleotide. In contrast to the general deamination conditions, we found that boric acid exhibited the highest efficiency in enhancing reactivity (Fig. 4a and Supplementary Fig. 6a). With boric acid, dicarbonyl compounds achieved more efficient deamination than monocarbonyl compounds (Fig. 4b and Supplementary Fig. 6b). Using a liquid chromatography–tandem mass spectrometry (LC–MS/MS) assay, both trifluoropyruvic aldehyde and glyoxal demonstrated selectivity for adenine over cytosine (Fig. 4c and Supplementary Fig. 6c), but due to the notable DNA/RNA degradation caused by trifluoropyruvic aldehyde, glyoxal was selected for further study. This preference was similarly observed in RNA oligonucleotides (Supplementary Fig. 7a), confirming that dicarbonyl compounds are more reactive than monocarbonyl compounds.

We further evaluated these reactions using matrix-assisted laser desorption ionization time of flight mass spectrometry (MALDI–TOFMS)^25^. Complete deamination of A sites to inosines was observed in both DNA and RNA, whereas m^6^A sites remained unchanged (Fig. 4d,e). After optimizing the deamination conditions (Fig. 4f–k), glyoxal remained the most selective organocatalyst, as confirmed by the deep sequencing of a 35-base RNA oligonucleotide (Supplementary Fig. 7a).

Our optimized catalyst combination proved very robust across various temperatures and pH values, maintaining complete deamination at A sites with slightly reduced deamination at C and G sites as the temperature or pH was decreased (Supplementary Fig. 8a,b). These optimized conditions offer a deamination reaction under nearly neutral conditions, minimizing the degradation of biomacromolecules. Ammonium nitrites showed less deamination at C sites than sodium nitrite (Supplementary Fig. 8c), indicating the potential for even more selective conditions for adenosine deamination in RNA, although further optimization is required.

### Optimized conditions for m^6^A mapping (CAM-seq)

We noticed that, despite the effectiveness of glyoxal as an organocatalyst, its tendency to form adducts with guanine, followed by incomplete deprotection, could cause reverse transcriptase to stop during reverse transcription (known as RT stops). This is a limitation faced by GLORI in which glyoxal is used as a protecting group for G to minimize G-to-X conversions and ensure a selective deamination of adenosine. Therefore, we decided to use kethoxal as a protecting moiety due to its highly selective yet reversible reaction with G^25,26^. Glyoxal-caged RNA oligonucleotides showed a higher rate of RT stops, with 75% RT stops at the first caged G compared with 40% for the first kethoxal-caged G in RNA oligonucleotides (Fig. 5a,b). Kinetic studies of the DNA oligonucleotide template revealed that kethoxal displayed a caging and decaging rate 32 times greater than that of glyoxal under neutral conditions (Fig. 5c–f). Stability of the kethoxal protecting group could be enhanced under slightly acidic pHs, while a slightly basic pH facilitated easier removal (Supplementary Figs. 9j–l). Most importantly, glyoxal showed no ability to displace kethoxal from the fully caged kethoxal–guanine complex in competitive assays (Fig. 5g), which reinforced our preference for kethoxal as the protecting group for guanine during CAM-seq.

The acidic conditions used in previous nitrite deamination methods can cause notable RNA degradation^13,15–17^. We found that operating CAM-seq at a neutral to slightly acidic pH substantially reduced RNA degradation. While the optimized conditions caused a small amount of degradation when using long, full-length messenger RNA (Fig. 5h), negligible degradation was observed using 200-nucleotide mRNA fragments as input RNA (Fig. 5i).

Despite CAM-seq reagents achieving nearly 100% conversion efficiency in LC–MS/MS assays, ~1% of A sites remained unchanged in sequencing data. We reasoned that RT reactions may also yield false positives. Partial pairing of inosine with 2′-deoxythymidine (dT) could lead to the misinterpretion of m^6^A as unmodified A, and RT stops at inosine sites could create bias in quantification^27,28^. To address potential RT-induced artefacts, we examined 11 different reverse transcriptases and 3 different dNTP ratios, that is, 2′-deoxythymidine triphosphate (dTTP) to 2′-deoxycytidine triphosphate (dCTP) ratios of 1:1, 1:40 and 1:400. CAM-seq processing of 10 ng polyA-tailed RNA from HEK293T cells spiked in with m^6^A-modified RNA oligonucleotide (Supplementary Note I) revealed varying propensities of reverse transcriptases to incorporate dT during RT reactions (Fig. 5j and Supplementary Figs. 10–12). Considering that the conversion ratio and RT efficiency could be affected by local sequence context, representing the overall performance with a single oligonucleotide sequence may be overly simplistic. We therefore calculated the unconverted ratio of all A sites in the human transcriptome for each condition to better estimate the signal-to-noise ratio (Supplementary Fig. 12). GAC motifs, which are highly enriched for m^6^A modifications, served as a positive control, while UAG motifs, less enriched, were used as a negative control. Comparing signal-to-noise ratios led us to select condition RevertAid RT with a 1:40 dTTP/dCTP ratio for its ~fourfold decrease in background noise, with the signal from GAC motifs reduced by less than one-fifth. Under these optimized RT conditions, the background noise from unmodified A sites was less than 0.5% (Supplementary Fig. 12).

### Comprehensive m^6^A mapping in human transcriptome

The progression of m^6^A sequencing technologies has evolved over the past 10 years with notable advances in resolution^29–31^ and quantification^30,31^. The latest techniques^11–13^ combine single-base accuracy with quantification but still face some challenges in bias. The lessened effectiveness of SAC-seq for AAC motifs^11^ can potentially produce false negatives, while eTAM-seq^12^ and GLORI-seq^13^ encounter a background noise of 1–2% that escalates to >10% in highly structured regions such as ribosomal RNA (Supplementary Fig. 13). To attain a thorough grasp of the m^6^A landscape across the transcriptome, a method with much lower background noise devoid of false negatives is essential. Our optimized CAM-seq protocol selectively converts adenosine sites into inosine; after RT, inosine is paired with dCTP and read as an A-to-G mutation, while m^6^A reads as A after PCR (Supplementary Fig. 14). The optimized protocol also dramatically reduces RNA degradation and background noise, enabling its application to low input samples. Thus, CAM-seq was used to map m^6^A throughout the transcriptome in both human and plant samples using 10 ng polyA-enriched RNA.

Using the optimized RT conditions (RevertAid RT, 1:40 dTTP/dCTP ratio) for the human HEK293T cell line, we identified 282,281 highly confident m^6^A sites (*P* < 0.001). Of these, 235,173 and 180,056 sites exhibited modification ratios greater than 5% and 10%, respectively (Supplementary Fig. 15a,b). The GAC motif emerged as the most enriched, with 152,292 sites (54% of confident sites) within the HEK293T transcriptome (Fig. 6a), followed by the AAC motif (underlined A indicates modified site), which accounted for 76,475 sites (27%). Notably, YAC (CAC/UAC) and RAU (GAU/AAU) motifs, which differ by only one nucleotide from the RAC motif, also showed a degree of m^6^A modification. Other motifs, such as UAA/UAG/UAU, showed relatively rare m^6^A modifications. For example, of all the detected m^6^A sites, only 0.054% were in UAG motifs. m^6^A-enriched motifs such as GAC, but not m^6^A-rare motifs such as UAG, exhibited a distinct enrichment signal at the 3′-UTR region near the stop codon in the human transcriptome (Fig. 6a and Supplementary Fig. 15c,d), further confirming that CAM-seq provides high-quality m^6^A mapping across the entire transcriptome. We also calculated the ratio of UAG to GAC as a measure of the signal-to-noise level and for comparison with other methods.

This study presents the most comprehensive dataset for m^6^A detection in the human transcriptome so far (Fig. 6b). The signal-to-noise level of CAM-seq, calculated on the basis of the ratio of m^6^A on the UAG motif to m^6^A on the GAC motif, is approximately 0.05%, which is ten times lower than published results obtained in the same HEK293T cell line using the other two deamination-based methods, eTAM-seq and GLORI-seq. Enzyme-based methods, such as MAZTER-seq, m^6^A-miCLIP-seq, DART-seq and SAC-seq, exhibit motif bias, failing to detect all m^6^A sites. These results align with the observation in previous studies that a notable proportion of sites show an overestimation of m^6^A levels (Fig. 6c), probably due to incomplete deamination. Before the development of m^6^A sequencing methods, liquid chromatography–mass spectrometry (LC–MS) determined that approximately 30% of m^6^A sites were located in AAC motifs^32^; however, it has been challenging to validate this observation using high-throughput sequencing data due to the potential for false positives and false negatives. The ability of CAM-seq to uncover low-ratio motifs and eliminate false positives provides a more accurate alignment with LC–MS observations. By leveraging the CAM-seq data, we calculated the overall motif composition by sum of the (m^6^A ratio × site coverage of m^6^A sites on the AAC motif) over the sum of the (m^6^A ratio × site coverage of all m^6^A sites), deriving values of 25.4%, 20.5% and 28.1% for eTAM-seq, GLORI-seq and CAM-seq, respectively (Fig. 6d). These results suggest that CAM-seq can accurately uncover the absolute modification profile of a given sample, more accurately aligning with LC–MS observations and providing a reliable representation of the m^6^A landscape.

### Cross-species study uncovers motif-dependent m^6^A variation

Motivated by this observation, we investigated whether this m^6^A modification profile at the motif level is consistent across animal and plant species. *Arabidopsis* and maize RNA samples were extracted and sequencing libraries were prepared using the optimized RT condition (RevertAid RT, 1:40 dTTP/dCTP ratio). 

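The maize data come from CAM-seq of polyadenylated RNA from shoots of 7-day-old seedlings of the inbred line B73, whose genome is the maize reference, in 3 replicates. CAM-seq deaminates unmodified A to inosine, which is read as G, while m6A resists the reaction and is read as A. The authors trimmed the reads, aligned them with hisat2-3n to the assembly Zm-B73-REFERENCE-NAM-5.0, and removed reads with many mismatches or many unconverted A. Their deposited table gives for each site the depth, which is the number of reads covering the A, the number of reads in which it stayed unconverted, and a p-value. These read counts are pooled over the 3 replicates, so no spread between replicates can be given for any maize value, and the depth of each replicate was not analysed here. The p-value was recomputed for each of the 148276 listed sites and equals the one-sided upper tail of a binomial distribution with a background rate of 0.01, without adjustment for the number of sites. Sites were kept at a depth over 20, and the m6A level of a site was taken as its unconverted reads divided by its depth. The kept sites have a median depth of 81 reads, with quartiles of 42 and 182 and a maximum of 135092. In total 37385912 reads were summed over these sites, of which 7618984 were unconverted. Shares of sites are given with 95% Wilson intervals, and means and scores with 95% percentile intervals from 1000 bootstrap draws of genome blocks of 1000000 bp. The authors extracted a random sequence at the start of read 1 as a unique molecular barcode, but their methods text names no step that removes duplicate reads with it, and whether the counts are free of duplicates was not established. The intervals given here cover counting error and the sampling of sites only. The depth also sets the lowest level that can pass. At 21 reads a site needs 4 unconverted reads, a level of 19.0%, while at 1000 reads it needs 22, a level of 2.20%.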

With a stringent cut-off *P* value of <0.001, we detected 111,121 and 141,990 m^6^A sites in *Arabidopsis* (Supplementary Fig. 16a,b) and maize (Supplementary Fig. 17a,b) samples, respectively. 

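In the pooled maize reads, 146359 sites had a depth over 20 and a p-value under 0.001, all of them listed by the authors. They lie in 16269 annotated genes, with a median of 8 sites per gene, and 11831 of the sites (8.08%) carry no gene name. The plus strand holds 74669 sites and the minus strand 71690. On chromosomes 1 to 10 there are 146053 sites, and 306 lie on unplaced scaffolds. The median m6A level is 22.9%, with quartiles of 11.1% and 50%. A level over 5% was found at 137425 sites, over 10% at 114613 and over 50% at 36335. Of the other thresholds tried, a depth of at least 50 changed the number of sites most, to 101104.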

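Among the 16 three-letter motifs of the maize sites, AAC holds 24.3% of the sites (95% Wilson interval 24.1% to 24.6%) and GAC 16.8% (16.6% to 17.0%). UAC follows closely with 16.3% (16.1% to 16.5%). The number of GAC sites exceeds that of UAC by 763 (two-sided exact binomial test against equal numbers, p = 5.3e-04), but at a depth of at least 50 the order is the opposite, with 16407 GAC and 16993 UAC sites (same test, p = 0.0014), so the order of these motifs depends on the depth required. AAU holds 13.1% and GAU 11.9%, and CAC 7.34%. None of the remaining motifs holds more than the 2.67% of UAU. The mean m6A level is 45.3% at AAC sites (bootstrap interval 45.0% to 45.7%) and 42.2% at GAC sites (41.8% to 42.6%), against 29.6% at UAC sites (29.3% to 29.9%).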

Similar to the human transcriptome, RAC motifs were the motifs most prevalently enriched with m^6^A in these plants. However, RAC motifs constitute only 40% of all m^6^A sites in plants, compared with about 85% in human samples. 

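AAC and GAC together hold 60198 of the maize sites, or 41.1% (95% Wilson interval 40.9% to 41.4%; block bootstrap 40.8% to 41.5%). This share depends on the level. Among sites with a level of at most 5%, RAC motifs make up 19.7%, and among sites with a level over 90% they make up 80.8%. It also falls with depth, from 46.9% at sites with 21 to 42 reads to 35.4% at sites with 183 reads or more. When each site was weighted by its level and coverage, which counts methylated reads in place of sites, the RAC share was 54.3%, the largest change under any of the settings tried.

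**Figure D1:**
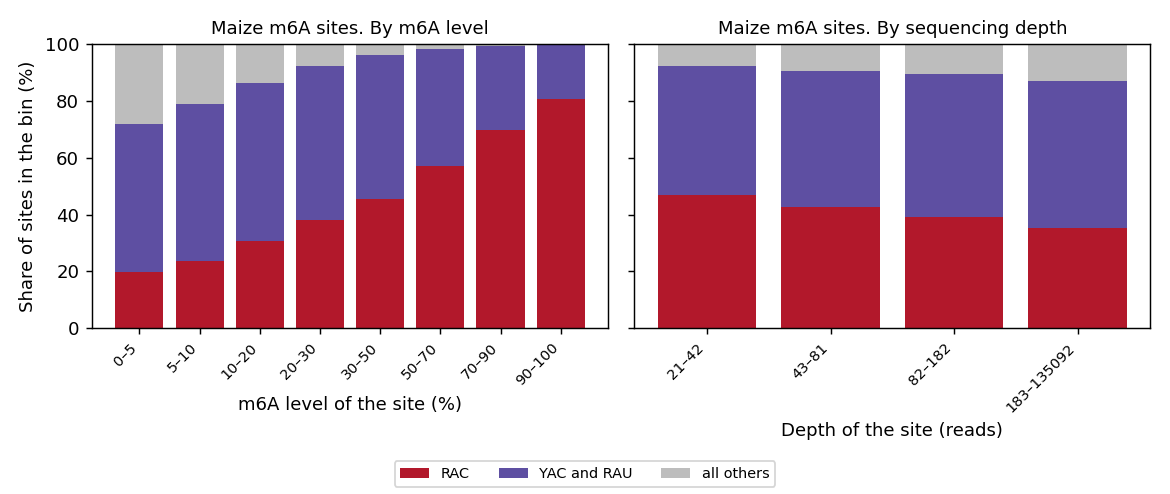
Share of maize m6A sites (vertical axis, percent of the sites in each bin) in RAC motifs, in YAC and RAU motifs and in all other motifs, by m6A level in percent (left) and by sequencing depth in reads, in 4 bins with about as many sites each (right). The RAC share rises from 19.7% to 80.8% over the levels and falls from 46.9% to 35.4% over the depths.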

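In maize, 35611 sites are in AAC and 24587 in GAC, a difference of 11024 sites (block bootstrap interval 10418 to 11645). Equal numbers are excluded by a two-sided exact binomial test with a log10 p of -443, in which sites are treated as independent. The test takes no account of how many covered A stand in AAC and in GAC. In the flanks of the sites A makes up 25.2% of the bases and G 21.4%, so the test does not measure a preference for AAC. Counted by gene, 7910 genes have more AAC than GAC sites and 4241 have more GAC than AAC sites, of 14458 genes with a site in either motif. The mean level at AAC sites is higher than at GAC sites by 3.09 percentage points (block bootstrap interval 2.61 to 3.59). With the level computed from the summed reads of each motif, it is 29.99% for AAC and 28.75% for GAC, a smaller difference. The most deeply covered AAC site lies at position 153471597 of chromosome 7, on the minus strand, at transcript position 601 of the gene Zm00001eb320890 and within the RefSeq gene LOC100281248 (153471519 to 153472596). Its context in the transcript, with the site in the middle, is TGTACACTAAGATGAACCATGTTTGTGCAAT. Of 94788 reads 1457 were unconverted, a level of 1.54% (95% Wilson interval 1.46% to 1.62%). The most deeply covered GAC site lies at position 253820242 of chromosome 1, on the plus strand, at transcript position 1109 of Zm00001eb049640 and within LOC103643653 (253819035 to 253820312), in the context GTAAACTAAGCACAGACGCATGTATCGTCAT. It had 826 unconverted reads of 53880, a level of 1.53% (1.43% to 1.64%). The same context is listed at 2 positions, so its reads can come from either copy.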

Interestingly, the AAC motif is the most abundant in *Arabidopsis* and maize, in contrast to the GAC motif in humans. Motifs that differ by one nucleotide, such as YAC and RAU, account for ~50% of the sites in plants, whereas they represent only ~10% in humans. This variation in m^6^A motif enrichment between plants and humans raises questions about whether m^6^A regulation is less stringent in the plant kingdom. 

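The YAC motifs hold 34566 maize sites (23.6%; 95% Wilson interval 23.4% to 23.8%) and the RAU motifs 36647 (25.0%; 24.8% to 25.3%). Together they make up 48.7% of the sites (48.4% to 48.9%). Their mean levels are 27.9% for YAC and 27.2% for RAU, below the 44.1% of the RAC sites. Weighted by methylated reads, the YAC and RAU share falls to 41.5% (block bootstrap interval 40.5% to 42.6%), below the RAC share under the same weighting. At levels over 50%, 66.2% of the sites are in RAC and 32.7% in YAC and RAU motifs.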

On further investigation, the frequency of one m^6^A-rare motif (UAG) was found to be 0.043% and 0.051% in *Arabidopsis* and maize, respectively. These observations suggest that m^6^A writers in plants may exhibit a wider motif spectrum, but are still tightly regulated, similarly to humans (Fig. 6e–g).

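UAG holds 71 of the maize sites, or 0.0485% (95% Wilson interval 0.0385% to 0.0612%). The mean level of these sites is 9.19% (block bootstrap interval 8.05% to 10.6%), and they carry 0.0141% of the unconverted reads. The UAG site with the highest coverage lies at position 91827212 of chromosome 10, on the minus strand, at transcript position 907 of Zm00001eb418040, outside the RefSeq genes, in the context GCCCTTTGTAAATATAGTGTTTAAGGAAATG. It had 55 unconverted reads of 2139, a level of 2.57% (95% Wilson interval 1.98% to 3.33%). With the sites restricted to levels over 10%, the UAG share was 0.0218%, with p-values under 1e-04 it was 0.0354%, and with a depth of at least 50 it was 0.0564%.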

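Outside RAC, YAC and RAU, the other 10 motifs hold 10.2% of the maize sites (95% Wilson interval 10.0% to 10.3%) and 4.16% of the unconverted reads, with a mean level of 13.9%. The largest parts are YAU with 4.28% of the sites and RAG with 3.90%, while YAG holds 0.174%. The motifs with A at position +1 hold 1.83% of the sites. From the share of the motifs that differ from RAC by 1 base and the rarity of UAG, the paper proposes that plant writers accept a wider set of motifs and are still tightly regulated.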

The frequencies of m^6^A sites within all three-letter motifs were analysed against their average modification level, revealing an overall positive correlation. This means that motifs with higher abundances tend to have higher m^6^A modification levels (Fig. 6h). 

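For maize, the frequency of each of the 16 motifs was taken as its share of all sites and set against the mean level of its sites. Across motifs, which are not independent replicates, Pearson's r was 0.969 and Spearman's rho 0.959, each with a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Without AAC and GAC, the motifs farthest from the median frequency, r was 0.956 and rho 0.938 over 14 motifs, with the same p. With the frequency taken as sites per covered A of the motif, using numbers of covered A read from Supplementary Fig. 17a, r was 0.949 and rho 0.938; this setting was chosen after seeing the data. The legend of Fig. 6h does not state which frequency it plots, so no slope is given here. With the level computed from the summed reads of each motif in place of the mean over sites, rho was 0.938. All these levels come from called sites only, and the depth sets the lowest level that can be called. The permutations do not allow for this, so how much of the correlation comes from the calling of sites was not tested.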

Interestingly, the plant samples exhibited a nearly identical trend, while the data for humans showed a smaller slope. This indicates that the m^6^A modification in human samples is more evenly distributed than in plants, where the m^6^A modification is more concentrated at specific sites. 

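For maize, sites fall in 251 five-letter motifs, and the number of sites was set against the mean level within each of the 16 three-letter motifs. These means are again over called sites only, with the same limit on the correlations. Spearman's rho across five-letter motifs was positive in 14 of the 16, and in 8 of these the permutation p stayed under 0.05 after Benjamini-Hochberg adjustment over the 16 tests. Within UAC the coefficient was 0.579 (permutation test, adjusted p = 0.0404). It was negative within GAA (-0.534, adjusted p = 0.0627) and UAA (-0.482, adjusted p = 0.0968), where the permutation tests did not pass the threshold. In the AAC motif, AAACU has the most sites (4691) and a mean level of 52.6%, and CAACG the fewest (513) and a mean level of 28.1%. Within GAC, the motif with the most sites is UGACU (3134 sites, mean level 43.9%) and that with the fewest is CGACG (254 sites, 23.9%). GUACU and CUACG are the extremes of UAC, with 3481 sites at a mean level of 31.4% and 248 sites at 25.4%. GAAUU holds 3952 sites at 35.9% and CAAUC 70 sites at 14.3%, while GGAUU holds 3547 sites at 37.7% and CGAUC 36 sites at 12.8%. GGACU, with 2240 sites, has a mean level of 44.0% (standard error over sites 0.624), and CGACU, with 841 sites, one of 32.4% (standard error 0.846). The difference of 11.6 percentage points has a two-sided permutation p of 2e-05 across sites, computed as 2 times the one-sided p.

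**Figure D2:**
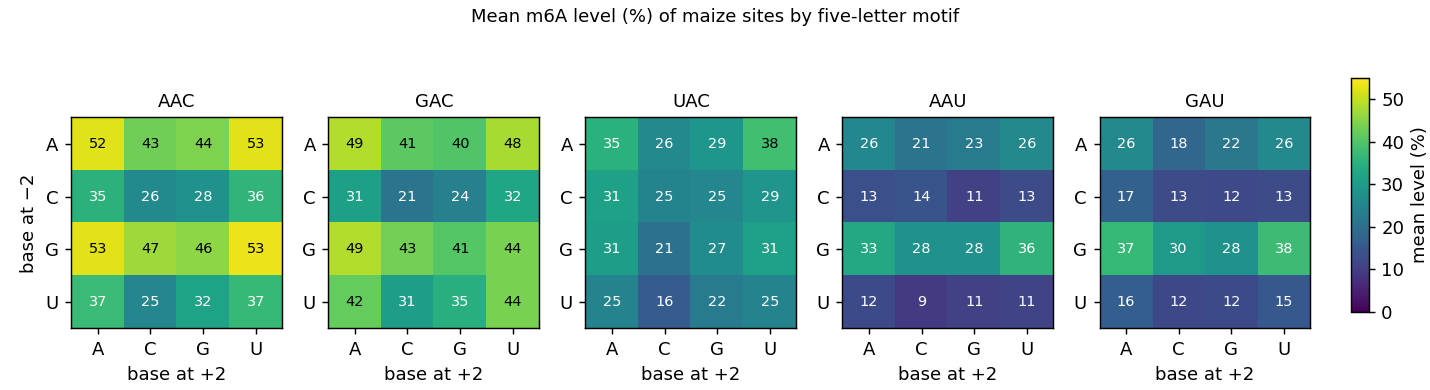
Mean m6A level in percent of the maize sites of each five-letter motif, for the three-letter motifs AAC, GAC, UAC, AAU and GAU, with the base at position -2 in rows and the base at position +2 in columns. Color and printed value, rounded to whole percent, give the mean level, which is 52.6% for AAACU and 12.8% for CGAUC. It is highest for GAACU (53.3%) and lowest for UAAUC (9.28%).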

The analysis of five-letter motifs showed similar trends (Supplementary Figs. 15b–17b). For example, GGACT and CGACT both belong to the GAC motif, but 34,261 versus 30 modified sites were detected, with modification levels of 38% versus 7%, respectively. This suggests that the flanking bases at positions −2 and +2, in addition to those at positions −1 and +1, play important roles in regulating m^6^A deposition in humans. To unravel the rules governing m^6^A deposition at the motif level, we developed an importance score for each nucleotide at positions around the m^6^A site. The importance score represents the relative contribution of each position within the motifs, ranging from nucleotides −10 to +10 flanking the m^6^A site, based on the level of m^6^A methylation of each motif through the calculation of entropy (see Methods). The modification level is considered in this calculation rather than just the relative motif frequency. Consistent with previous studies, the modification level in the human transcriptome is significantly influenced by the cytosine (C) base at position +1 (Fig. 6i). In addition, the guanine (G) base at positions −2 and −1 and uracil (U) at position +2 notably affect the modification level of m^6^A motifs. Surprisingly, positions −4, −3, +3 and +4 also contribute to the m^6^A level: adenine (A) at position −4 and uracil (U) at position +4 are associated with a higher m^6^A modification level, whereas positions −3 and +3 show no clear nucleotide preference. Distal sites more than four nucleotides away do not significantly impact the m^6^A level.

Similar analyses of *Arabidopsis* (Fig. 6j) and maize (Fig. 6k) samples revealed that, despite the evolutionary diversity of these two plants, the rules for m^6^A deposition are relatively conserved. In contrast to human samples, only cytosine (C) at position +1 showed a significant importance score in these plants. 

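For maize, the importance score was computed from the pooled sites with the formula of the supplementary methods, which sums a score of each motif. The level of each site was taken as that score, since the main text bases it on the methylation level of each motif. After the A itself, the largest total score is at position +1, with 1.30 (95% block bootstrap interval 1.29 to 1.31). Position -1 follows with 0.306 (0.301 to 0.311) and position -2 with 0.260 (0.254 to 0.266). The total at +1 is 4.26 times that at -1 (4.17 to 4.33). At distances of 5 nt or more, the positions from which the expected base shares are taken, no total exceeds 0.00430. With every site weighted equally, the total at +1 was 0.954, the setting that moved it most. From the maize scores and those of *Arabidopsis*, which were not analysed here, the paper concludes that the rules of m6A deposition are relatively conserved between these plants.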

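At position +1 in maize, C has a score of 1.17 (95% block bootstrap interval 1.16 to 1.17), A one of 0.0806 (0.0780 to 0.0832) and G one of 0.0553 (0.0535 to 0.0571). The score of U is 0 by construction, because the lowest base of each position is set to 0. C makes up 75.0% of the level-weighted bases at +1 and U 22.4%, against expected shares of 17.9% and 35.5%. G makes up 2.01% and A 0.586%, against expected shares of 21.4% and 25.2%. Both are thus depleted, and their scores above 0 come from the subtraction of the lowest base, not from a preference.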

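In maize, A at position -1 has an importance score of 0.168 (95% block bootstrap interval 0.164 to 0.172) and G one of 0.112 (0.109 to 0.114), a difference of 0.0564 (0.0523 to 0.0607). The difference kept its sign under each of the settings tried and was smallest, at 0.0202, with every site weighted equally. At position -2 the score of G is 0.149 (0.145 to 0.153) and that of A 0.0871 (0.0852 to 0.0894). A minus G at -2 is -0.0620 (-0.0658 to -0.0582), and its interval leaves out 0. Level-weighted, G makes up 41.0% of the bases at -2 and A 34.1%, against expected shares of 21.4% and 25.2%.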

Adenine (A) at position −1 plays a more crucial role than guanine (G) at the same position, while adenine (A) and guanine (G) at position −2 demonstrate comparable levels of importance. Interestingly, although position +2 contributes to m^6^A deposition, its total importance score is as low as that of position +4. Moreover, positions +2 and +3 also do not exhibit a preference for any specific nucleotide, although uracil (U) at position +4 contributes more to the m^6^A level, in alignment with the observations in human samples.

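The maize total score is 0.0782 at position +2 (95% block bootstrap interval 0.0750 to 0.0813) and 0.0558 at position +4 (0.0529 to 0.0587). The total at +2 exceeds that at +4 by 0.0224 (0.0179 to 0.0268). This difference kept its sign under each of the settings tried and was smallest, at 0.00659, with the sites weighted by unconverted reads. Both totals are below those of positions -1 and -2.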

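At position +2 in maize, U has a score of 0.0356 (95% block bootstrap interval 0.0339 to 0.0373) and A one of 0.0351 (0.0335 to 0.0368), a difference smaller than its interval. C has 0.00746 and G, the lowest base, 0. At position +3 the total over the 4 bases is 0.00292. U at position +4 has a score of 0.0467 (0.0441 to 0.0494), while the next base, G, has 0.00515, and the difference of 0.0416 (0.0389 to 0.0442) exceeds the error of the bootstrap.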

### Saturated profiling links transcription rate to m^6^A level

Despite extensive research into the role of motif patterns in regulating m^6^A levels, the variability in the degree of methylation among identical motifs remains unexplained. Over the past decade, several studies have identified factors that regulate the level of m^6^A site modification, such as the proximity to the stop codon, internal exon length, last exon localization and the presence of the exon junction complex. We refer to these influencing factors as regional variance, which can be demonstrated through global-scale statistical analyses, even in noisy and sparse datasets (Fig. 7a). For instance, by comparing the modification levels of sites within the −20 to +180 region near the stop codon with those outside this region, we observed that the regional distribution significantly impacts most A motifs (Fig. 7b).

Another variance exists at the gene level. Even when identical regions are considered, with all other features such as the distance to the stop codon being constant, notable differences in levels of m^6^A methylation are observed between genes (Fig. 7a). Previous challenges in studying this variance arose due to the absence of methods capable of generating a saturated map of m^6^A modifications, making the confirmation of m^6^A sites across genes uncertain. Using the saturated m^6^A dataset in this Article (Supplementary Figs. 18a,b), we can now accurately quantify the modification of all A sites with sufficient sequencing coverage. Our analysis revealed that gene-level factors significantly affect m^6^A variance (Fig. 7c), prompting an investigation into how genes influence m^6^A levels.

We observed a generally negative association between gene expression level and average m^6^A level (Fig. 7d). However, analysis of the density of the genes showed that the data points for the genes could be roughly separated into two clusters. This observation led us to speculate that the average m^6^A level of different genes might follow a bimodal distribution, but that was not the case (Supplementary Fig. 19c). We further reasoned that the level of modification of m^6^A could be influenced by motif pattern, regional distribution and the length of exons, and that variance of these factors might obscure comparison of m^6^A differences at the gene level. Consequently, the maximum modification level of a gene, indicative of its maximum capacity for m^6^A modification, might be a better parameter for distinguishing genes. When distinguishing genes by their maximum modification level, we found that all m^6^A-modified genes in the human transcriptome could be divided into two distinct groups (Fig. 7e,f): one with generally low modification across all m^6^A sites and the other with the potential for highly modified sites. Thus, we attempted to classify these genes into two groups based on whether the maximum modification level is below or above 50% (group 1 and group 2, respectively). Both groups showed a notable negative correlation between gene expression level and m^6^A level (Fig. 7g,h). We propose two possibilities to explain this observation: (1) genes with high m^6^A modification levels tend to be degraded, leading to a systematic drop in the expression level, and (2) genes with high expression levels show high transcription rates, and within cells, a higher transcription rate may contribute to a lower probability of methylation. Comparison of non-m^6^A-modified genes, group 1 genes and group 2 genes revealed that group 2 genes, with a higher capacity for m^6^A modification, showed higher expression levels than group 1, and group 1 genes showed higher expression levels than non-m^6^A genes (Fig. 7i). These observations suggest that m^6^A-mediated degradation may not be the primary factor in this trend, while the transcription rate might play an important role.

## Discussion

We have reported here a nucleoside deamination reaction involving cooperative catalysis with a carbonyl organocatalyst and Lewis acid. We have shown that this catalytic reaction proceeds through N-nitrosation, diazotization and denitrogenation. Our mechanistic studies revealed that boric acid acts as a Lewis acid during deamination, implying a role beyond that of a protective additive for guanine, as previously reported^13^. The harsh acidic reaction conditions of previous deamination procedures have limited their application in RNA modification sequencing^14,16^. We have shown here that the use of a boric acid buffer to adjust the pH to nearly neutral is crucial to maximize the conversion of adenine and minimize RNA degradation under the mild deamination conditions.

We selected kethoxal as the reactive and reversible protecting group for guanosine, avoiding harsh deprotection and reverse transcription stalling due to incomplete deprotection. Combined with optimal RT conditions, we have developed CAM-seq, a transcriptome-wide m^6^A sequencing method that has lower input RNA requirements, a shorter reaction time, streamlined procedure and reduced costs compared with other sequencing methods. CAM-seq can identify approximately 200,000 m^6^A sites using as little as 10 ng of input mRNA with background noise as low as 0.5%.

Saturated m^6^A profiling throughout the transcriptome using CAM-seq advances analyses from semi-quantitative to nearly quantitative, moving from limited profiling to comprehensive profiling. While previous methods such as meRIP-seq, m^6^A-REF-seq, m^6^A-SAC-seq, eTAM-seq and GLORI-seq provided valuable insights, they were limited to semi-quantitative analysis or limited profiling, although m^6^A-SAC-seq^11,24^ and related chemical approaches^14^ could directly read out m^6^A and retain sequence complexity. Our CAM-seq method, with its remarkably low background noise, facilitates systematic quantification of m^6^A sites in most regions within most transcripts, enabling unbiased comparisons at the gene level. Using this sequencing method, we systematically explored m^6^A variance at different layers: motif dependency, region variance and gene level. Consistent with previous studies, we found that m^6^A modifications are enriched at RAC motifs and near stop codons. Beyond this, we quantitatively compared the m^6^A distribution among different motifs in human and plant samples and found that YAC (CAC/UAC) and RAU (GAU/AAU) motifs, which differ by only one nucleotide from the RAC motif, also show enriched m^6^A modification, especially in plant samples. More importantly, our results suggest that the transcription rate is a potential determinant of m^6^A levels. Specifically, genes with high transcription rates tend to have lower m^6^A levels, possibly due to a limited availability of the m^6^A deposition complex or dynamic association of the methyltransferase complex with transcription machineries within the cell.

Overall, CAM-seq represents a important advance in RNA modification mapping, providing a robust, efficient and truly quantitative method for comprehensive m^6^A sequencing. Furthermore, it will enhance our understanding of m^6^A dynamics in various biological contexts with quantitative and saturated data.

### Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at https://doi.org/10.1038/s41557-025-01801-3.

## Methods

### General procedure for deamination

A 4-ml screw-cap vial was charged with the substrate nucleobase (0.1 mmol, 1.0 equiv.) and solvent mixture. The organocatalyst (0.03 mmol, 0.3 equiv.) and Lewis acid catalyst (0.03 mmol, 0.3 equiv.) were then added in one portion at room temperature, followed by sodium nitrite (3.0 equiv.). The reaction vial was sealed and incubated at 37 °C for 12 h. The crude reaction mixture was then concentrated under reduced pressure (in vacuo) and purified by flash column chromatography on silica gel to obtain the product.

### General procedure for MALDI–TOF MS analysis

A 1.0 μl aliquot of a 100 μM synthetic DNA oligonucleotide (5′-CTCAGC-3′) was mixed with 6.0 μl nuclease-free water. Next, 2.0 μl of 5× reaction buffer (0.5 M sodium cacodylate, 50 mM MgCl_2_, pH 7.0) and 1.0 μl of 1.0 M N_3_-kethoxal (dissolved in DMSO) were added, and the mixture was incubated at 37 °C for 10 min. A solution containing 20 μl of 8.8 M glyoxal and 5 μl of 10× PBS buffer was then added, followed by 15 μl H_3_BO_3_ and 10 μl nuclease-free water at ambient temperature. This reaction mixture was then incubated at 50 °C for 30 min. Subsequently, 40 μl of a deamination buffer (comprising 10 μl saturated sodium nitrite solution, 10 μl of 5× HEPES buffer (0.5 M, pH 6.0) and 20 μl nuclease-free water) was added and mixed thoroughve cycles, after which the reaction was held at 4 °C until the next step. The DNA was precipitated with ethanol, reconstituted in 5.0 μl nuclease-free water and used directly for MALDI–TOF MS analysis. For the MALDI–TOF MS analysis, a matrix solution was prepared by mixing 2′,4′,6′-trihydroxyacetophenone (10 mg ml^−1^ in 50% CH_3_CN–H_2_O) and ammonium citrate (50 mg ml^−1^ in H_2_O) in a ratio of 8:1 (v/v). A 1.0 μl aliquot of the purified reaction product was combined with 1.0 μl of the matrix, spotted onto the MALDI–TOF sample plate, allowed to dry and analysed using a Bruker Ultraflextreme MALDI–TOF/TOF mass spectrometer.

### General procedure for triple quad analysis

First, 1.0 μl of a 100 μM solution of synthetic 60-base DNA oligonucleotide was mixed with 6.0 μl nuclease-free water, 2.0 μl 5× reaction buffer (0.5 M sodium cacodylate, 50 mM MgCl_2_, pH 7.0) and 1.0 μl of 1.0 M N_3_-kethoxal (DMSO solution). The mixture was then incubated at 37 °C for 10 min. Next, 20 μl of 8.8 M glyoxal solution and 5 μl of 10× PBS were added to the reaction mixture, followed by 15 μl H_3_BO_3_ and 10 μl nuclease-free water under ambient conditions. The reaction mixture was then incubated at 50 °C for 30 min. Finally, 40 μl of a deamination buffer (comprising 10 μl saturated sodium nitrite solution, 10 μl of 5× HEPES buffer (0.5 M, pH 6.0) and 20 μl nuclease-free water) was added and the solution mixed well. The reaction mixture was heated at 37 °C for 5 min and then at 18 °C for 30 min for six cycles, and then held indefinitely at 4 °C until further purification. DNA was precipitated from the solution using ethanol and reconstituted in 50 μl nuclease-free water. Untreated deaminated oligonucleotides (50–150 ng) were diluted in 17 μl nuclease-free H_2_O and denatured at 95 °C for 5 min, then immediately chilled on ice for 2 min. Next, 1 μl nuclease P1 (1 U μl^−1^, Wako, 145–08221) and 2 μl of 100 mM NH_4_OAc solution were added to the reaction mixture and incubated at 42 °C for 2–4 h (or overnight). Then, 1 U of FastAP thermosensitive alkaline phosphatase and 2.7 μl of 10× FastAP buffer (Thermo Scientific, EF0651) were added, followed by incubation at 37 °C for 2–4 h (or overnight). Digested oligonucleotides were diluted to 60 μl with nuclease-free H_2_O and filtered through a 0.22 μm filter (Millipore, SLGVR04NL). Samples were analysed directly in a SCIEX Triple Quad 6500+ LC–MS/MS system. For each analysis, 10 μl of sample was injected and the nucleosides were separated by reversed-phase ultra-high pressure liquid chromatography on a C18 column (Agilent, 927,700–092), followed by detection by MS. Nucleosides were quantified using nucleoside precursor ion to base ion mass transitions of *m*/*z* 253.1 to 135.0 for dI and *m*/*z* 252.1 to 136.0 for dA. The nucleoside concentration was quantified using the calibration curves obtained from nucleoside standards measured under the same conditions. The final ratios of dI/dA and I/A were calculated by subtracting the background (mock control) generated by digestion enzymes.

### Cell culture

HEK293T cells were obtained from the American Type Culture Collection. The cells were maintained at 37 °C under 5% CO_2_ in a Heracell VIOS 160i incubator (Thermo Scientific). All cell lines were cultured in DMEM (GIBCO, 11995), supplemented with 10% (v/v) fetal bovine serum and 1% penicillin–streptomycin (GIBCO).

### Plant material collection

The Col-0 accession of *Arabidopsis thaliana* and maize inbred line B73 (*Zea mays*) were used in this Article. *Arabidopsis* plants were grown at 22 °C with 16 h of light per 24 h. The seedlings were collected after growing on 1/2 Murashige and Skoog medium plates for 7 days. Maize inbred line B73 seeds were germinated at 28 °C with 14 h of light per 24 h. The shoots of 7-day-old maize plants were collected. The collected tissues were flash-frozen in liquid nitrogen, ground using a mortar and pestle, and stored at −80 °C until further use.

### PolyA-tailed RNA isolation

Total RNA was extracted from cells or plant tissue using TRIzol reagent (Ambion by Life Technologies) and Direct-zol RNA miniprep kit (Zymo Research) following the manufacturer’s protocol. After RNA extraction, two rounds of poly(A) enrichment were conducted using DynaBeads mRNA direct purification kit (Thermo Fisher Scientific) following the manufacturer’s protocol with some modifications. Accordingly, 200 μl Dynabeads were washed with 200 μl lysis/binding buffer and then mixed with 100 μg total RNA in 300 μl lysis/binding buffer. The samples were then incubated on the roller mixer at room temperature for 20 min. The beads were washed twice with washing buffer A and once with washing buffer B in the kit. The beads were resuspended in 50 μl of 10 mM Tris–HCl (pH 7), incubated at 70 °C for 3 min for washing and then eluted with 10 μl buffer. The eluate was subjected to a second round of poly(A) enrichment following the same procedure.

### General procedure for library preparation

Wild-type HEK293T cells and plant tissues were collected in three biological replicates. PolyA+ RNA was extracted from total RNA and 10–20 ng of the RNA was fragmented using RNA fragmentation reagents (NEB, E6150S) at 94 °C for 2 min, followed by purification with the RNA Clean and Concentrator kit (Zymo Research). After chemical treatment, 3′-end repair was performed on both the ‘input’ and ‘treated’ samples using T4 polynucleotide kinase (PNK, NEB, M0201S). RNA was combined with 2 μl of 10× T4 PNK reaction buffer (NEB, B0201S) and 3 μl T4 PNK, diluted to a final volume of 20 μl and incubated at 37 °C for 60 min. The mixture was then purified using the RNA Clean and Concentrator kit (Zymo Research) and eluted with 10 μl RNase-free water. For 3′-adapter ligation, 10 μl of 3′-repaired RNA fragments were incubated with 1 μl of 20 μM RNA 3′-adapter (/5rApp/AGATCGGAAGAGCGTCGTG/3Bio/) at 70 °C for 2 min and immedi ately placed on ice. The reaction was supplemented with 2.5 μl of 10× T4 RNA ligase reaction buffer (NEB, M0373L), 7.5 μl poly(ethylene glycol) 8000 (PEG8000; 50%), 1 μl SUPERase·In RNase Inhibitor and 1 μl T4 RNA ligase 2 truncated KQ (NEB, M0373L). The mixture was incubated at 25 °C for 2 h, followed by incubation overnight at 16 °C for 12 h. The reaction mixture was diluted to a final volume of 47 μl with nuclease-free water and excess adapters were removed by adding 2 μl 5′-deadenylase (NEB, M0331S) and incubating at 30 °C for 30 min, followed by the addition of 1 μl RecJf (NEB, M0264L) for single-stranded DNA digestion at 37 °C for 30 min. The 3′-end-ligated RNA was purified using the RNA Clean and Concentrator kit (Zymo Research) and eluted with 10 μl RNase-free water. The ‘input’ and ‘treated’ samples were both mixed with 1 μl of 2.0 μM RT primer (5′-ACACGACGCTCTTCCGATCT-3′), heated at 65 °C for 2 min and immediately placed on ice. To this mixture, 1 μl of 5× RT buffer, 3.05 μl dNTP solution mix, 1 μl RNaseOUT recombinant ribonuclease inhibitor (Thermo Scientific, 10777019) and 1 μl RevertAid H Minus reverse transcriptase (Thermo Scientific, EP0452) were added. The mixture was thoroughly mixed and incubated at 42 °C for 1 h, followed by the addition of 1 μl RNase H (NEB, M0297L) and incubation at 37 °C for 20 min. The reaction mixture was then heated at 70 °C for 5 min and the resulting complementary DNA was purified using the DNA Clean and Concentrator kit (Zymo Research). The purified cDNA was mixed with 2.0 μl of 10 μM cDNA adapter (5′- /5Phos/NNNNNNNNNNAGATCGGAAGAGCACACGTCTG/3SpC3/−3′), heated at 70 °C for 2 min and immediately placed on ice. To this mixture, 5 μl of 10× T4 RNA ligase reaction buffer, 0.5 μl of 25 mM ATP, 25 μl PEG8000 (50%), 1.25 μl of 40 mM Co(NH_3_)_6_Cl_3_ solution, 3.75 μl DMSO and 1 μl T4 RNA ligase 1 (high concentration, NEB, M0437M) were added. The reaction mixture was then thoroughly mixed and incubated at 25 °C for 12 h, followed by purification using the DNA Clean and Concentrator kit (Zymo Research), eluting with 20 μl RNase-free water. The eluted cDNA (20 μl) was stored at −80 °C, and 8 μl was used for each 15-cycle PCR amplification. PCR was performed using NEBNext Multiplex Oligos for Illumina (96 unique dual index primer pairs, New England BioLabs, E6440S). The resulting libraries were purified on a 3.5% low-melting-point agarose gel and sequenced on an Illumina NovaSeq 6000 device with a single-end 100-base pair read length. For a more detailed description of the process, see Supplementary Note II.

## Data availability

Sequencing data have been deposited in the Gene Expression Omnibus (GEO) with the following accession numbers: GSE268871 for the human samples, GSE268872 for the maize samples and GSE268873 for the *Arabidopsis* samples. All other data are available in the paper or the Supplementary Information. Source data are provided with this paper.

## Code availability

Reads mapping and m^6^A sites detection scripts are available at GitHub via https://github.com/y9c/m6A-CAMseq (ref. 33).

## Supplementary Material

SI

**Supplementary information** The online version contains supplementary material available at https://doi.org/10.1038/s41557-025-01801-3.

## Figures and Tables

**Fig. 1|:**
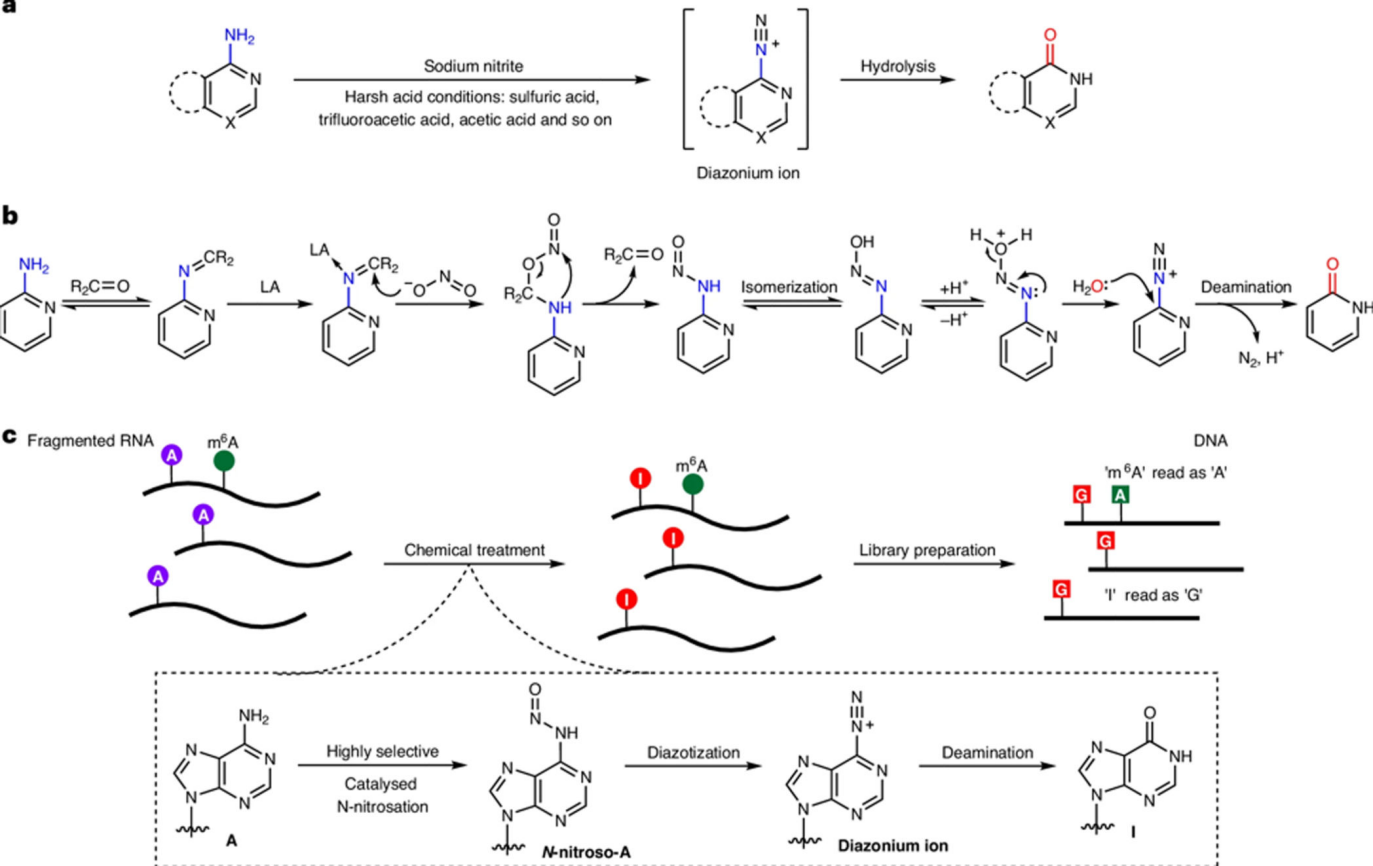
Cooperative deamination of primary amines catalysed by a carbonyl organocatalyst and Lewis acid. **a**, Nitrite ions mediate deamination through a sequential process of nitrosation and diazotization under harsh acidic conditions. **b**, This work and GLORI-seq^13^: cooperative deamination catalyzed by a carbonyl organocatalyst and Lewis acid (LA). **c**, Schematic of the m^6^A-CAM-seq method for whole transcriptome m^6^A sequencing. RNA samples were fragmented and treated under optimized conditions, followed by purification and sequencing library preparation.

**Fig. 2|:**
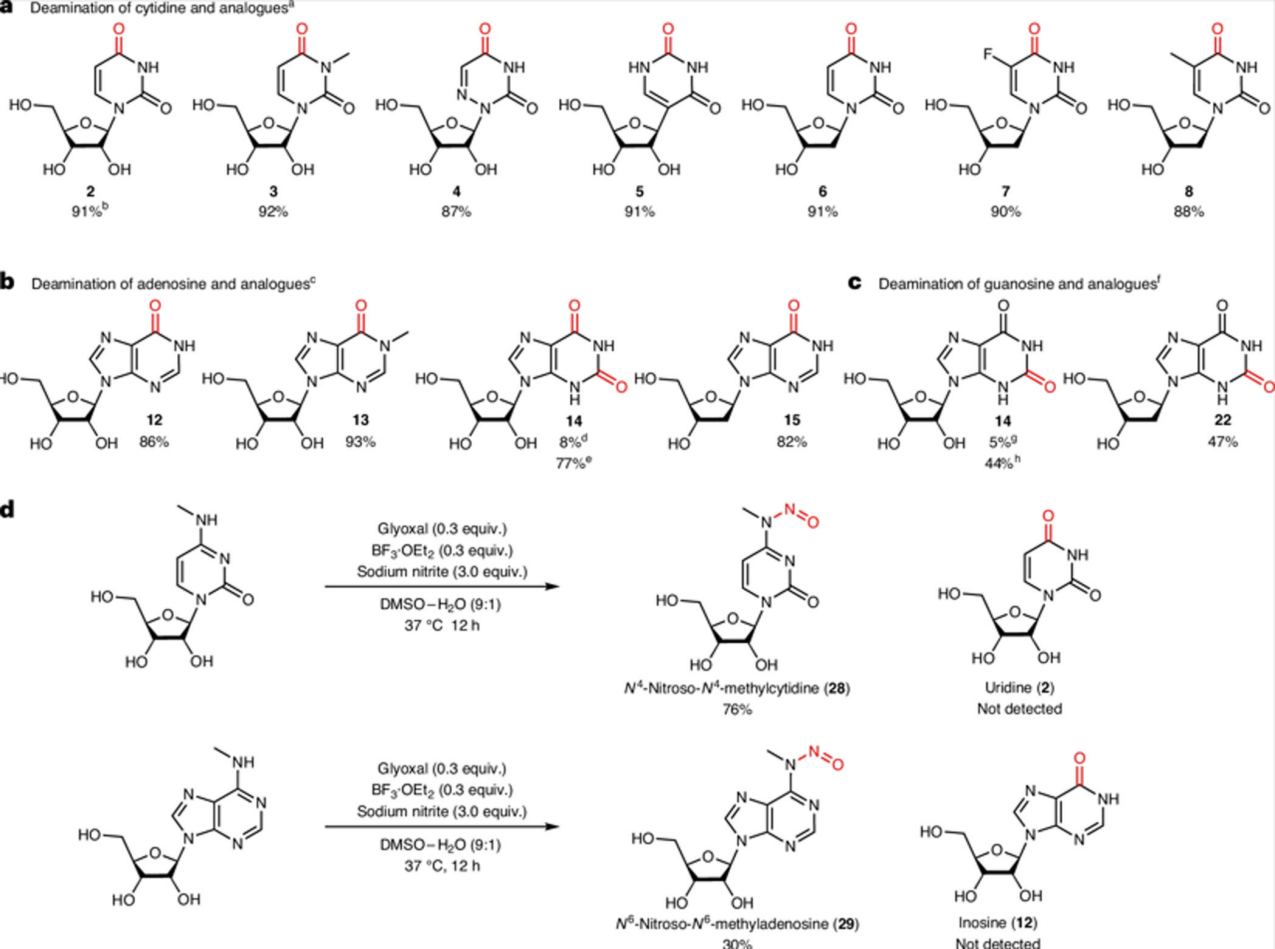
Deamination of nucleobases catalysed by a organocatalyst combined with a Lewis acid. **a**–**c**, Substrate scope of the deamination reaction with cytidine (**a**), adenosine (**b**) and guanosine (**c**) and their analogues (products and yields are shown). ^a^Deamination conditions A for cytidine and analogues: glyoxal (0.3 equiv.), BF_3_·OEt_2_ (0.3 equiv.), nitrite ion (3.0 equiv.) in dimethylsulfoxide (DMSO)–H_2_O (9:1) at 37 °C for 12 h. ^b^Isolated yield. ^c^Deamination conditions B for adenosine and analogues: glyoxal (0.3 equiv.), BF_3_·OEt_2_ (0.3 equiv.), nitrite ion (3.0 equiv.) in DMSO–H_2_O (9:1) at 37 °C for 12 h. ^d^2-Aminoadenosine was used as the starting material. ^e^Isoguanosine was used as the starting material. ^f^Deamination conditions C for guanosine and analogues: furfural (1.0 equiv.), BF_3_·OEt_2_ (1.0 equiv.), nitrite ion (3.0 equiv.) in DMSO–H_2_O (9:1) at 50 °C for 12 h. ^g^Guanosine deamination using conditions A. ^h^Guanosine deamination using conditions C. **d**, Reactions of methylated nucleosides under the optimized catalytic conditions. See Supplementary Materials for details.

**Fig. 3|:**
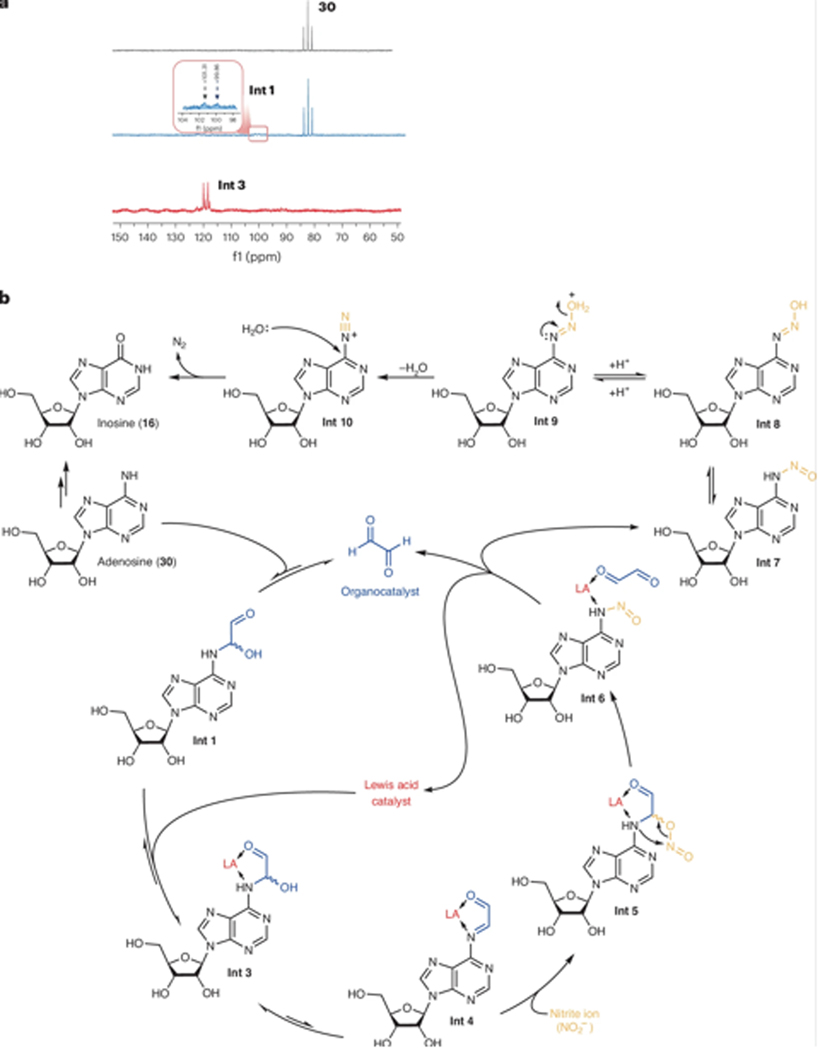
Mechanistic investigations and catalytic cycle. **a**, One-dimensional ^15^N NMR spectra of the deamination of [^15^N^6^]adenosine. ^15^N NMR spectra of [^15^N^6^] adenosine (top), the condensation product formed between [^15^N^6^]adenosine and the organocatalyst (middle) and the condensation product formed between [^15^N^6^]adenosine and the organocatalyst under Lewis acid catalysis (bottom). Inset: expansion of the ^15^N NMR spectrum around 100 ppm for **Int 1**. **b**, Proposed catalytic cycle for the deamination reaction.

**Fig. 4|:**
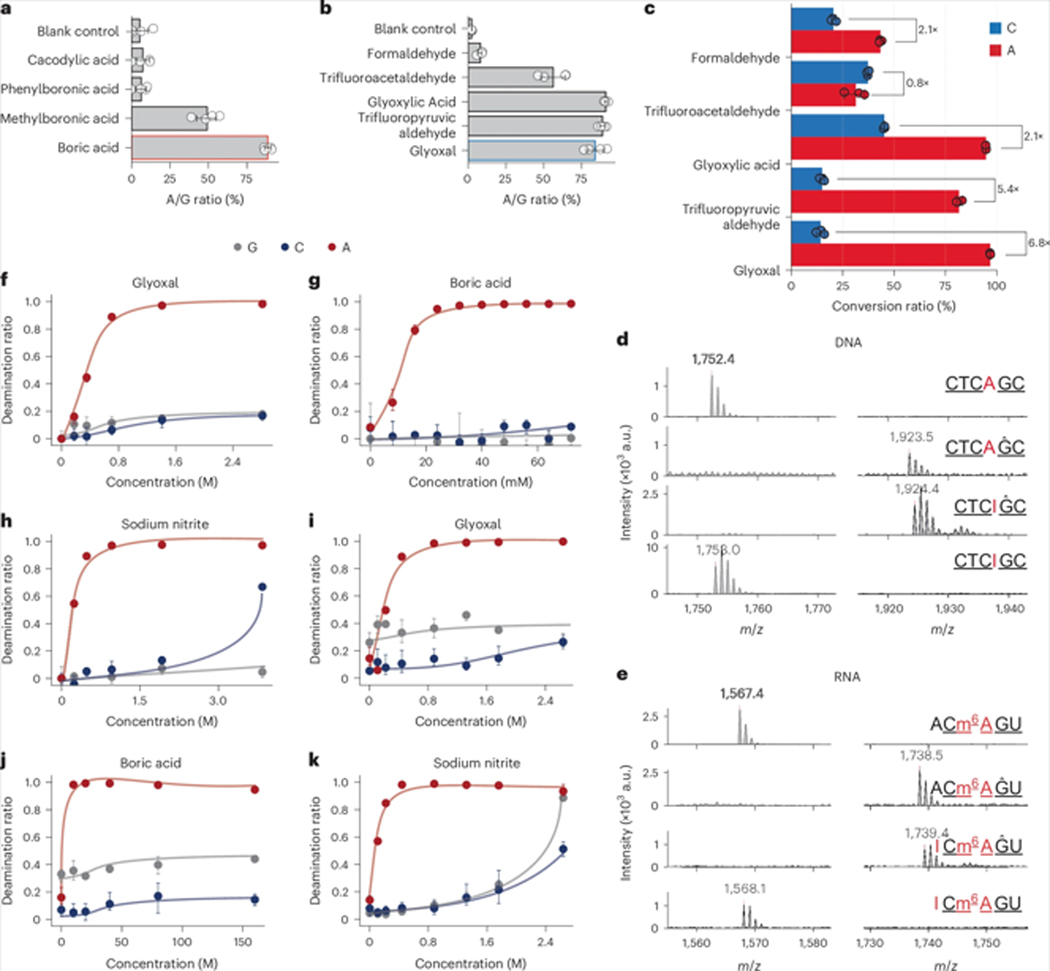
Optimization of deamination in oligonucleotides. **a,b**, The mutation ratio at adenine sites in an oligonucleotide for various Lewis acid catalysts (**a**) and carbonyl organocatalysts (**b**). The boric acid (red outline) and glyoxal (blue outline) catalysts were selected for further optimization. The error bars represent the 95% confidence interval (*n* = 4 technical replicates). **c**, Comparison of the catalytic efficiency of the deamination of A and C with various carbonyl organocatalysts. Dicarbonyl catalysts led to higher conversions on A sites than on C sites. The error bars represent the 95% confidence interval (*n* = 3 technical replicates), and the relative fold change of A conversion to C conversion is labeled. **d**, A 6-base DNA oligonucleotide CTCAGC under the optimized conditions shows high reactivity in both G protection and A deamination. **e**, A 5-base m^6^A RNA oligonucleotide probe (ACm^6^AGU) was used to demonstrate the selectivity between A and m^6^A under conditions similar to those used in **d**. Protected G sites are indicated by ^ and deaminated A sites are underlined. a.u., arbitrary units. **f**–**h**, Optimization of glyoxal (**f**), boric acid (**g**) and nitrite (**h**) concentrations for the deamination reaction of a DNA oligonucleotide, monitored via nucleotide composition analysis using LC–MS/MS (*n* = 3 biological replicates). The data are presented as the mean with 95% confidence intervals. Increased concentrations of glyoxal and boric acid did not affect the selectivity between A and G/C; however, higher nitrite concentrations substantially increased the conversion of C. **i**–**k**, Optimization of glyoxal (**i**), boric acid (**j**) and nitrite (**k**) concentrations for the deamination reaction of an RNA oligomer, monitored via nucleotide composition analysis using LC–MS/MS (*n* = 3 biological replicates). The data are presented as the mean with 95% confidence intervals. Increased concentrations of glyoxal and boric acid did not affect the selectivity between A and G/C; however, higher nitrite concentrations substantially increased the conversion of C.

**Fig. 5|:**
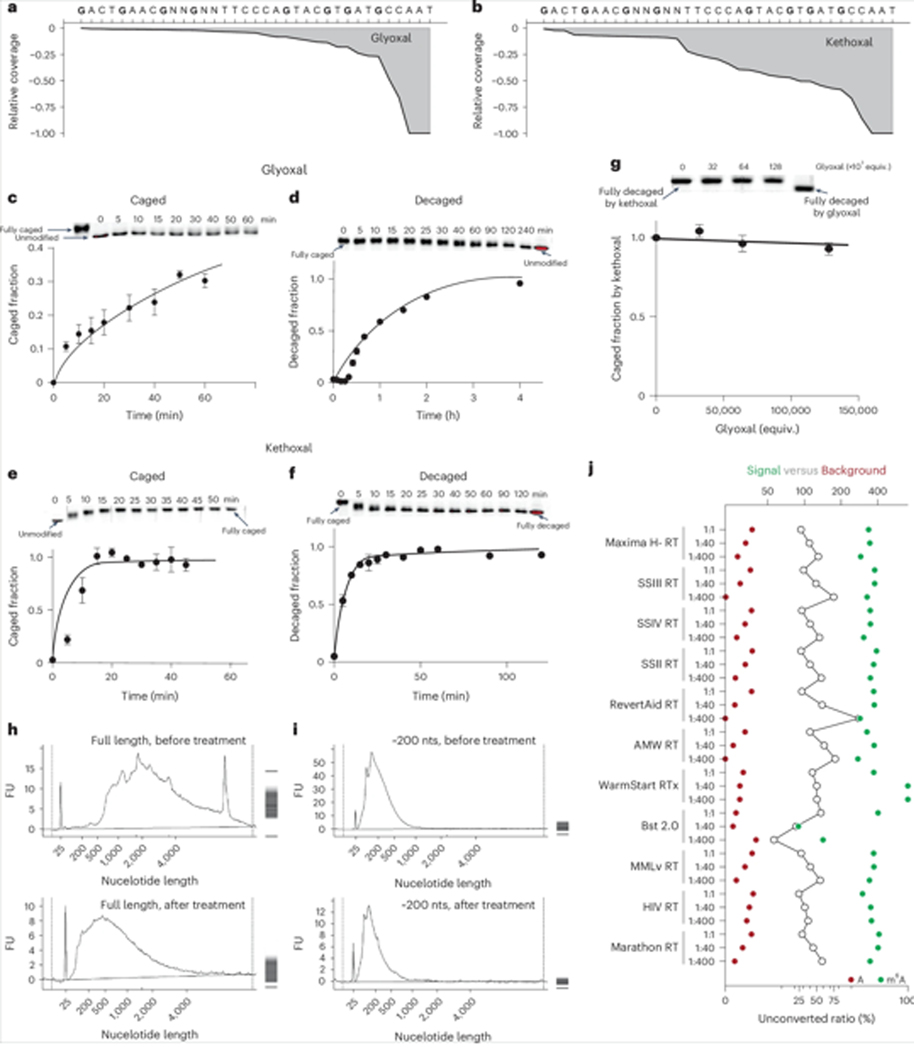
Optimization of the CAM-seq protocol. **a**, RT stopping was tested on an RNA oligonucleotide probe with G sites protected by glyoxal. The RT stop ratio reached approximately 75% at the first glyoxal-protected G site. **b**, A kethoxal-protected RNA oligonucleotide probe was used to demonstrate the RT stop ratio under conditions similar to those in **a**. The RT stop ratio reached only 40% at the first kethoxal-protected G site. **c**–**f**, Comparison of the caging (**c**,**e**) and decaging (**d**,**f**) kinetics of a DNA oligonucleotide using glyoxal (**c**,**d**) and kethoxal (**e**,**f**) under neutral conditions. The oligonucleotide was separated using PAGE gel, and the caged/decaged fraction was estimated from intensity. Data are presented as the mean with 95% confidence interval. **g**, Competition for the kethoxal fully caged DNA oligonucleotide by glyoxal under neutral conditions. The oligonucleotide was separated using PAGE gel, and the caged/decaged fraction was estimated from intensity. Data are presented as the mean with 95% confidence interval. **h**,**i**, RNA degradation assay using both full-length RNA (**h**) and 200-nucleotide fragmented RNA (**i**). The nucleotide length (nt) is shown on x-axis, and the RNA concentration measured by fluorescence units (FU) is shown on the y-axis. The gel image from the fragment analyzer is shown on the right. Following chemical treatment, full-length mRNA shows partial degradation to a 500-nt fragment, while fragmented RNA does not show notable degradation. **j**, Optimization of the reverse transcriptase condition was achieved through spike-in oligonucleotide sequencing data. Eleven reverse transcriptases and three dTTP/dCTP ratios (1:1, 1:40 and 1:400) were assayed. A stand-out condition (RevertAid RT at a 1:40 ratio) exhibited a background noise level below 0.36%. Open circles represent the signal-to-background ratio.

**Fig. 6|:**
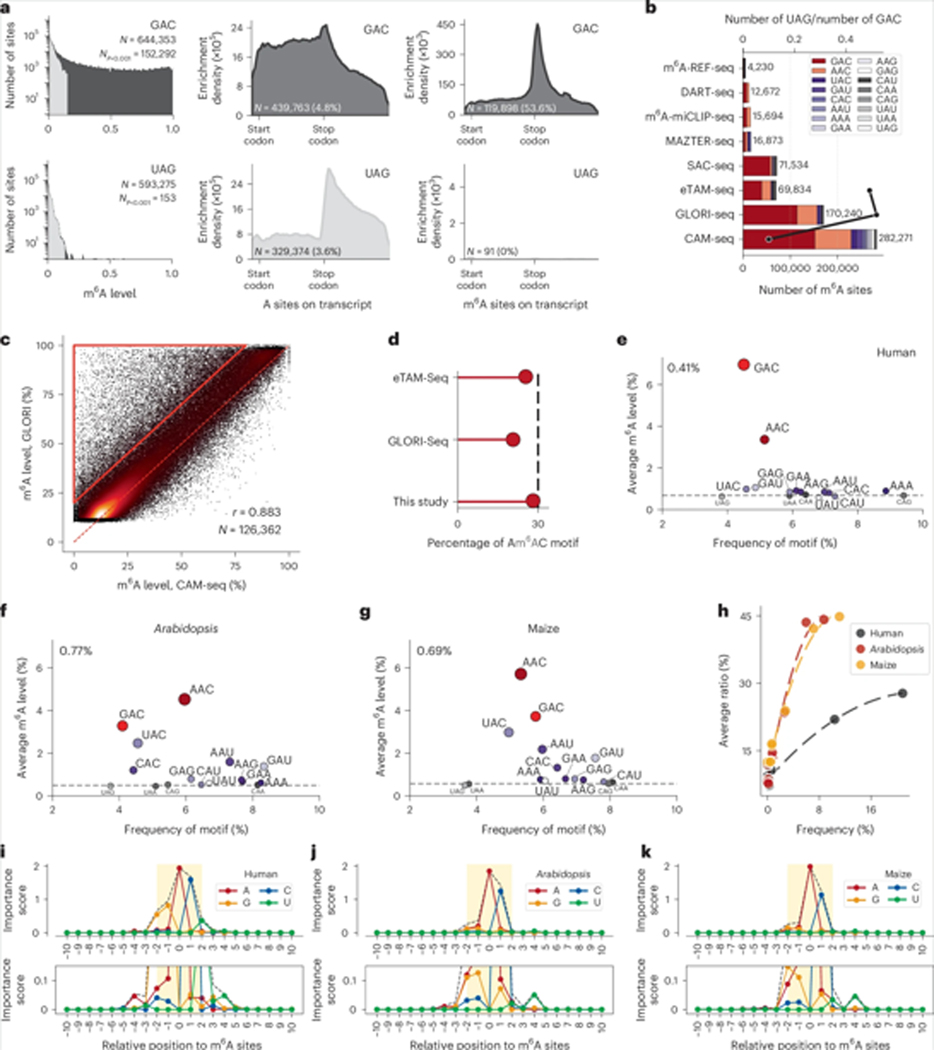
Accurate quantification of m^6^A modification reveals m^6^A deposition at the motif level. **a**, Distribution of m^6^A modification levels for all A sites (coverage > 20), focusing on GAC and UAG motifs as examples. Left: sites with *P* < 0.001 are marked in black and non-significant sites are marked in grey. The total number of A sites (*N*) and filtered m^6^A sites (*N*_*P* < 0.001_) are indicated. **b**, Comparison of detected m^6^A sites and estimated background noise for multiple methods. The bars show the total number of m^6^A sites, with GAC and AAC motifs in shades of red and other motifs in shades of purple. The black line indicates the UAG/GAC ratio, used as an estimate of the upper bound for false positives. **c**, Correlation between CAM-seq and GLORI-seq m^6^A levels for 126,362 overlapping sites (*r* = 0.883). Red dashed line mark the equal levels. The area marked by the red triangle highlights sites where GLORI-seq overestimates m^6^A levels. **d**, Fraction of AAC motifs among all m^6^A sites observed in three deamination-based methods, calculated as the sum of (m^6^A ratio × coverage) for AAC sites over the sum of (m^6^A ratio × coverage) for all sites. **e**, Average methylation level versus relative motif frequency across all A sites (no filter) for human samples. GAC and AAC motifs (red) stand out above the background. The overall m^6^A level is indicated as 0.41%. **f**,**g**, Average methylation level versus relative motif frequency across all A sites for *Arabidopsis* (**f**) and maize (**g**). The overall m^6^A levels are indicated as 0.77% and 0.69%, respectively. **e**–**g**, the dotted-dashed lines indicate the background noise, defined by the rarely methylated motifs (UAG/UAA/CAG/CAA). **h**, Relationship between motif frequency and average methylation level for the 16 three-letter motifs passing filters in human, *Arabidopsis* and maize. **i**–**k**, Nucleotide importance scores at each position relative to m^6^A sites in human (**i**), *Arabidopsis* (**j**) and maize (**k**). The dashed black lines show the total importance at each position.

**Fig. 7|:**
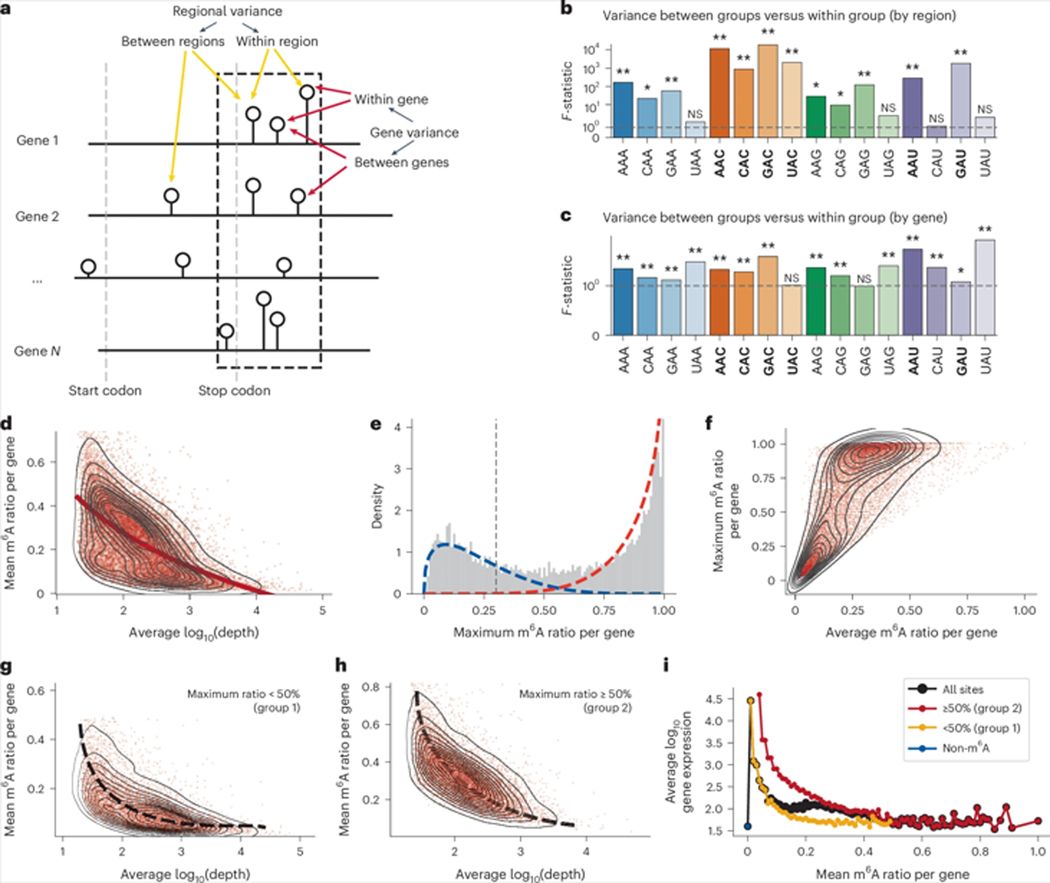
Factors affecting m^6^A variation. **a**, Illustration showing how the regional and gene distribution of A sites may affect the variance of the m^6^A modification level in genes. **b**, The region from −20 to +180 nucleotides near the stop codon is identified as an m^6^A deposition hotspot based on metagene analysis. All A sites are divided into two categories: those within this window and those outside. The variance of m^6^A sites between and within these regions was compared, followed by a one-way analysis of variance test. The *F*-statistic represents the ratio of the variance between groups to the variance within groups, with the *P* value indicating the significance of this comparison (**P < 10^−10^, *P < 10^−2^, NS, not significant). The dashed lines indicate an *F*-statistic of 1. Major m^6^A motifs in the human transcriptome are highlighted in bold. **c**, Corresponding data for the variance between genes and within a single gene. Only A sites in the −20 to +180 hotspot region were analysed as other regions were minimally modified (**P < 10^−10^, *P < 10^−2^, NS, not significant). **d**, Relationship between log_10_ gene expression and average m^6^A level, shown as a contour plot with a dotted trend line. **e**, Distribution of the maximum m^6^A modification level of all the genes. The fitting curve for low methylation and high methylation groups are marked by a blue and red dashed line, respectively. **f**, Correlation between the average and maximum m^6^A modification levels within genes. **g**,**h**, log_10_ gene expression level versus the average m^6^A level for lowly modified genes only (**g**) and highly modified genes only (**h**). **i**, Overall relationship between m^6^A level and gene expression for all genes (black), genes without m^6^A modification (blue), low-m^6^A-modified genes (yellow) and high-m^6^A-modified genes (red).

# Supplementary material for: Small-molecule-catalysed deamination enables transcriptome-wide profiling of N6-methyladenosine in RNA
**Source:** Nat Chem. Author manuscript; Available in PMC 2025 Aug 13.
**Supplement:** SI

# Small-molecule-catalysed deamination enables transcriptome-wide profiling of *N*<sup>6</sup>-methyladenosine in RNA

---

In the format provided by the  
authors and unedited

## **Supplementary Materials**

The file includes:

*Materials and Methods*

*Supplementary Figures 1-18*

*Supplementary Tables 1-3*

*Supplementary Notes I & II*

*Reference*

## Materials and Methods

### Caging and Decaging Kinetics

To visualize and quantify the caging and decaging kinetics, a custom-designed DNA oligonucleotide was purchased from Integrated DNA Technologies (IDT), containing a 5' 6-FAM (Fluorescein) label at the 5' terminus with the sequence 5'-FAM-TGCCAAGACTGTTGAGGAAGATGAGAGAAT-3'. For all assays, the oligo was separated using a 20% PAGE gel and imaged with an iBright 1500 using a 488 nm excitation laser. Fiji (ImageJ) was utilized to calculate the densitometric intensity of each reaction, normalizing it with respect to the fully caged or fully decaged DNA band to estimate percent conversion.

***Glyoxal Fully Caging Assays.*** 0.2 nmol of the test DNA strand was mixed with 14.5  $\mu$ L of an 8.8 M glyoxal solution (Sigma Aldrich) and 50  $\mu$ L DMSO. Adopted from a previous protocol<sup>1</sup>, reactions were brought to a final volume of 100  $\mu$ L with nuclease-free water and incubated at 50 °C for 60 minutes. The reaction was precipitated from solution using ethanol and reconstituted in 50  $\mu$ L of nuclease-free water.

***Caging Kinetics Assays.*** Triplicates of 0.1 nmol of the test DNA strand were mixed with 1.0  $\mu$ L of a 1.0 M carbonyl compounds solution and 10  $\mu$ L of 5 $\times$  sodium cacodylate buffer (pH = 7.0). The reactions were brought to a final volume of 50  $\mu$ L with nuclease-free water, and incubated at 37 °C for 0, 5, 10, 20, 30, 40, 50, and 60 minutes. At each time point, the reaction was precipitated from solution using ethanol and reconstituted in 50  $\mu$ L of nuclease-free water. An aliquot of 3  $\mu$ L of the purified reaction was mixed with 2 $\times$  RNA loading dye (New England Biolabs) and analyzed via PAGE. Caging half-times were estimated based on pseudo-first-order rate kinetics using a nonlinear curve fit in GraphPad Prism.

***Glyoxal Fully Caging Assays.*** Triplicates of 0.1 nmol of the test DNA strand were mixed with glyoxal solution ( $10^3$ ,  $2 \times 10^3$ ,  $4 \times 10^3$ ,  $8 \times 10^3$ ,  $16 \times 10^3$ ,  $32 \times 10^3$ ,  $64 \times 10^3$ ,  $128 \times 10^3$  equiv.) and 10  $\mu$ L of 5  $\times$  sodium cacodylate buffer (pH = 7.0). Reactions were brought to a final volume of 50  $\mu$ L with nuclease-free water and incubated at 37 °C for 20 minutes. The reactions were precipitated from solution using ethanol and reconstituted in 50  $\mu$ L of nuclease-free water. An aliquot of 3  $\mu$ L of each purified reaction was mixed with 2 $\times$  RNA loading dye (New England Biolabs) and analyzed via PAGE. Caging half-times were estimated based on pseudo-first-order rate kinetics using a nonlinear curve fit in GraphPad Prism.

***pH value Caging Kinetic Assays.*** Triplicates of 0.1 nmol of the test DNA strand were mixed with 1.0  $\mu$ L of an 8.8 M glyoxal solution or 1.0  $\mu$ L of a 1.0 M glyoxal solution and 10  $\mu$ L 5 $\times$  sodium cacodylate buffer (pH = 5.5, 6.0, 6.5, 7.0, 7.5, 8.0, 8.5, 9.0). Reactions were brought to a final volume of 50  $\mu$ L with nuclease-free water and incubated at 37 °C for 20 minutes. Reactions were precipitated from solution using ethanol and reconstituted in 50  $\mu$ L of nuclease-free water. An aliquot of 3  $\mu$ L of each purified reaction was mixed with 2 $\times$  RNA loading dye (New England Biolabs) and analyzed via PAGE. Caging half-times were estimated based on pseudo-first-order rate kinetics using a nonlinear curve fit in GraphPad Prism.

**Decaging Kinetic Assays.** Triplicates of 20 pmol of a fully caged test DNA strand were incubated in a final volume of 50  $\mu$ L of phosphate buffered saline (137 mM NaCl, 2.7 mM KCl, 8 mM Na<sub>2</sub>HPO<sub>4</sub>, and 2 mM KH<sub>2</sub>PO<sub>4</sub>) adjusted to pH 6.5, 7.0, or 7.5 where appropriate. Samples were incubated at 70 °C in a thermal cycler. A 3  $\mu$ L aliquot was taken at the indicated time points and mixed with 2 $\times$  RNA loading dye (New England Biolabs) and analyzed via PAGE. Decaging half-times were estimated based on pseudo-first-order rate kinetics using a nonlinear curve fit in GraphPad Prism.

## NMR

More details on [Supplementary Note I](#)

## Sanger Sequencing

The 60 nucleotide (nt) DNA oligo was treated with deamination reagents. Following treatment, the DNA was purified using the DNA Clean & Concentrate kit (Zymo Research). Primers complementary to the 5' and 3' flanking regions of the oligo were used for 10 rounds of PCR amplification. The resulting PCR product was then subjected to Sanger sequencing using reverse primers.

## Spike-in Probe Synthesis

Spike-in probes were synthesized and pooled according to a previously published protocol<sup>2</sup>. Sequences for spike-in probes are listed in Supplementary Table 7. Probes 1–8 were mixed in a ratio (weight: weight, w: w) of 20%, 15%, 10%, 5%, 5%, 10%, 15% and 20%, respectively. The final probe mixture consists of five sets of UMI-labeled RNA oligos of 0/25/50/75/100% m<sup>6</sup>A.

## Sequencing library preparation

More details: [Supplementary Note II](#)

## Sequencing data analysis

Sequencing adapters were trimmed from the 3' ends of both read 1 and read 2 using the Cutadapt tool. Low-quality and short reads were filtered out by applying “-q 20 -max-n 0 -m 20” arguments. 10 nt of a random sequence in the 5' end of read 1 were extracted as a unique molecular barcode for each sequence. The processed reads were then mapped to the human (GRCh38), *Arabidopsis* (TAIR10) and maize (Zm-B73-REFERENCE-NAM-5.0) genomes accordingly using the hisat2-3n tool. Further details can be found at: <https://github.com/y9c/m6A-CAMseq>.

## Statistical methods of m<sup>6</sup>A sites detection

Reads mapped using hisat2-3n were filtered using the criteria: “[XM] \* 20 <= (qlen - sclen) && [Zf] <= 3 && 3 \* [Zf] <= [Zf] + [Yf]”. This ensured the removal of reads with more than 5% mismatched aligned bases and excluded clustered reads where either more than 3 unconverted A sites were detected or over one-third of the A sites were unconverted. Then, the probability (*p*) of random errors was calculated at various sequencing depths and numbers of unconverted events

using the binomial distribution. 

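The maize table that the authors deposited lists p-values up to 9.99e-04 and depths from 20 reads, with 1917 sites at a depth of exactly 20. A threshold of 1e-04 keeps 132729 of the sites with a depth over 20, or 90.7%, and the main text names a threshold of 0.001. Maize values beside the main text use 0.001, with 1e-04 as an alternative.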

Only sites with a sequencing depth greater than 20 and a  $p$ -value less than  $10^{-4}$  were considered significantly methylated and retained for further analysis.

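For maize, the expected shares from the flanks of the pooled sites are 25.2% A, 17.9% C, 21.4% G and 35.5% U. Replacing them with an equal share of 0.25 for each base lowered the total score at position +1 from 1.30 to 1.05 and raised A minus G at position -1 to 0.0995.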

**Position importance score of m<sup>6</sup>A motifs.** Firstly, the expected frequencies of each nucleotide were calculated using sequences in the -10 to -5 window and +5 to +10 window around the m<sup>6</sup>A sites. Since different species show different nucleotide frequencies on the gene, especially at the 3' UTR region, normalization of the expected nucleotide frequency ensures a fair interspecies comparison. If  $B = \{A, C, G, T\}$  is the set of nucleotides, then for each  $b \in B$ , the adjusted expected frequency is  $f_b$ , and  $\sum_{b \in B} E_b = 1$ . Let  $s_i$  represent the score associated with motif  $i$ . For a certain position  $j$ , the total score of a given nucleotide  $b$  is the sum of  $s_i$  for all motifs where position  $j$  is nucleotide  $b$ , noted as  $T_{\{b,j\}}$ .  $T_{\{b,j\}}$  is then normalized to the relative total score for 4 nucleotides at this position, respectively, noted as  $N_{\{b,j\}}$ . Then entropy is used to measure the importance of each nucleotide at position  $j$ .

$$E_{\{b,j\}} = N_{\{b,j\}} \log_2 \left( \frac{N_{\{b,j\}}}{f_b} \right)$$

Finally, these importance scores are normalized to calculate a final contribution score for each position. This is done by first adjusting the importance scores by subtracting the minimum importance score at that position from all scores, and then normalizing these adjusted scores so that their sum equals the sum of the original importance scores at that position. The formula for the final contribution score of a position  $j$  is:

$$I_{\{b,j\}} = \frac{E_{b,j} - \min(E_{.,j})}{\sum (E_{.,j} - \min(E_{.,j}))} \cdot \sum E_{.,j}$$

This algorithm ensures that the final scores represent the relative importance or contribution of each position within the motifs, factoring in both the distribution of nucleotides and their associated scores.

## Supplementary Figures

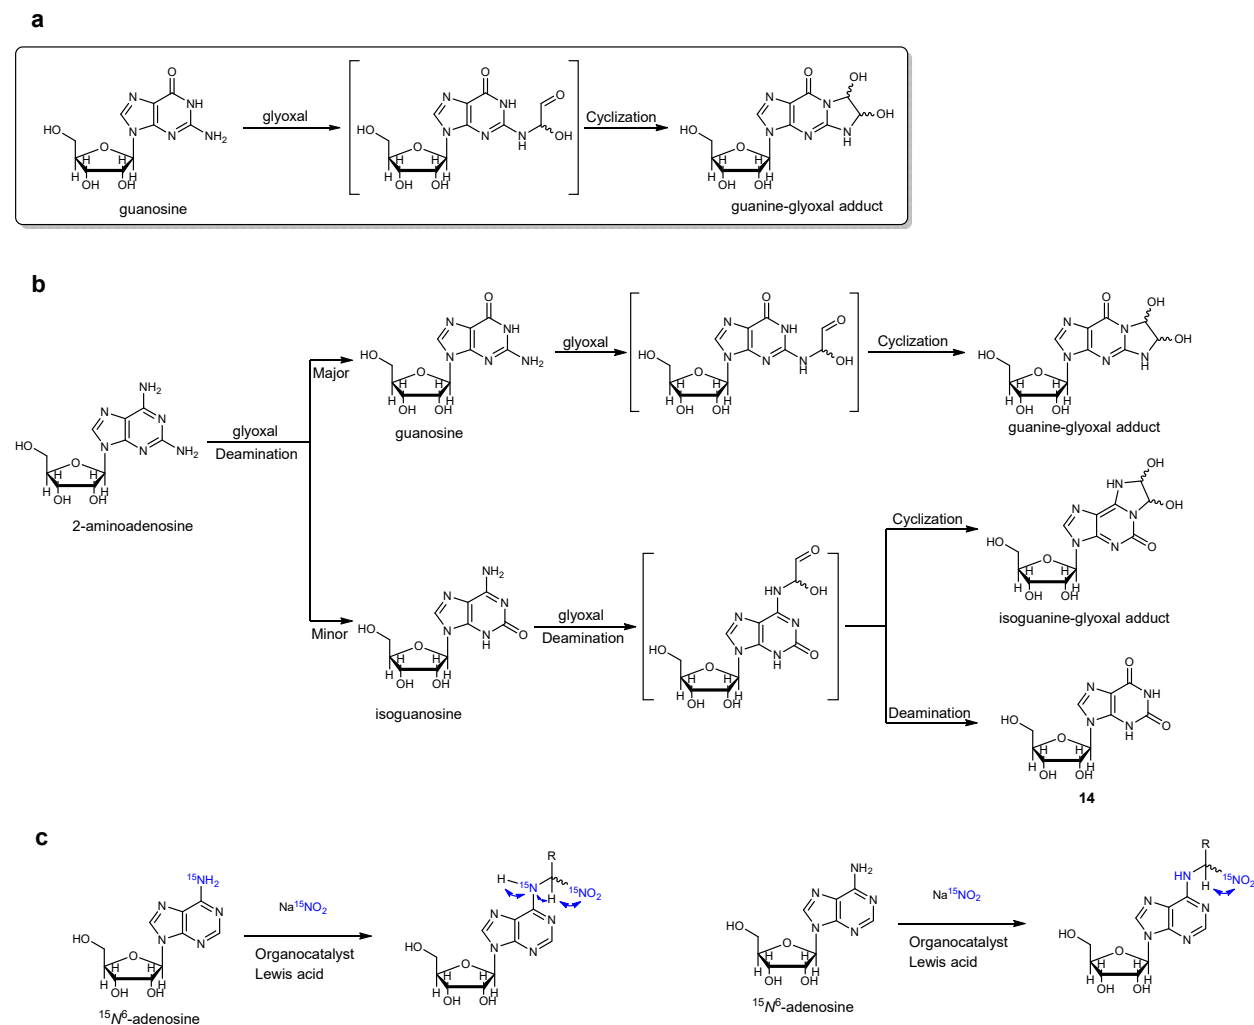

**Supplementary Figure 1 | Side products of deamination reaction a**, Formation of the major side product, a guanine-glyoxal adduct, which can inhibit the deamination of guanosine. **b**, Side products of 2-aminoadenosine deamination. Deamination of 2-aminoadenosine at the 2-position occurs more rapidly than at the 6-position. The majority of initial deamination events form guanosine, which then produces the guanosine-glyoxal adduct, inhibiting further deamination. A minority of initial deamination events result in isoguanine, leading to the formation of the isoguanine-glyoxal adduct and subsequent deamination product **14**. **c**,  $^{15}\text{N}$ -labeled adenosine reacting with  $^{15}\text{N}$ -labeled sodium nitrite results in a double  $^1\text{H}$ - $^{15}\text{N}$  HMBC signals (left). In contrast, normal adenosine reacting with  $^{15}\text{N}$ -labeled sodium nitrite produces only a single  $^1\text{H}$ - $^{15}\text{N}$  HMBC signal (right).

## Deamination of cytidine and analogs

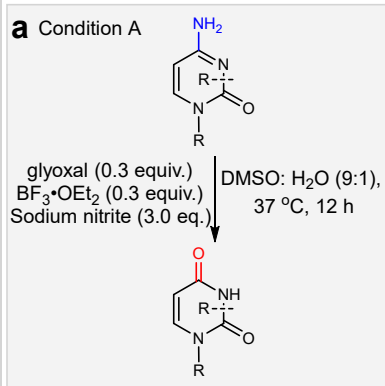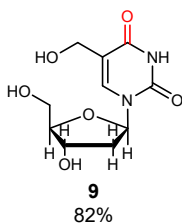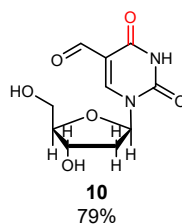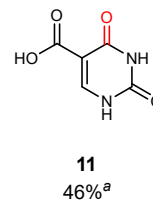

## Deamination of adenosine and analogs

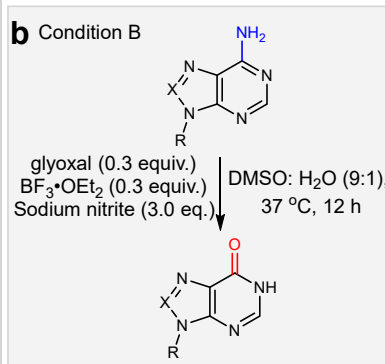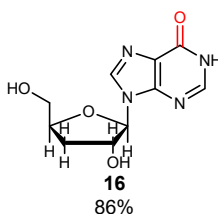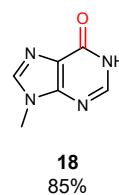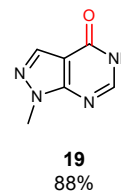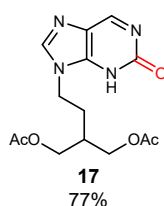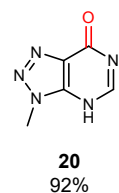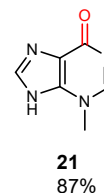

## Deamination of guanosine and analogs

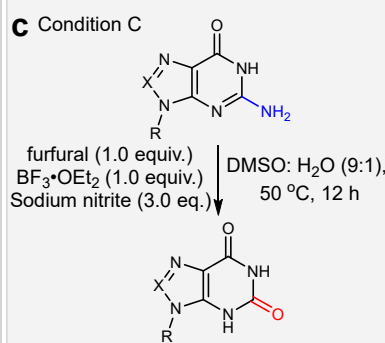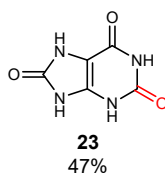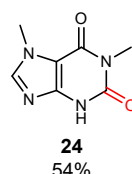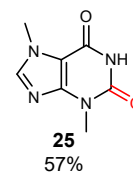

**Supplementary Figure 2 | Deamination of nucleobases analogs catalyzed by organocatalyst combined with Lewis acid.** **a**, Substrate scope of deamination reaction with cytidine analogues. **b**, Substrate scope of deamination reaction with adenosine analogues. **c**, Substrate scope of deamination reaction with guanosine analogues using 1.0 equiv. furfural as the organocatalyst. <sup>a</sup>The decarboxylation products after deamination have not been included.

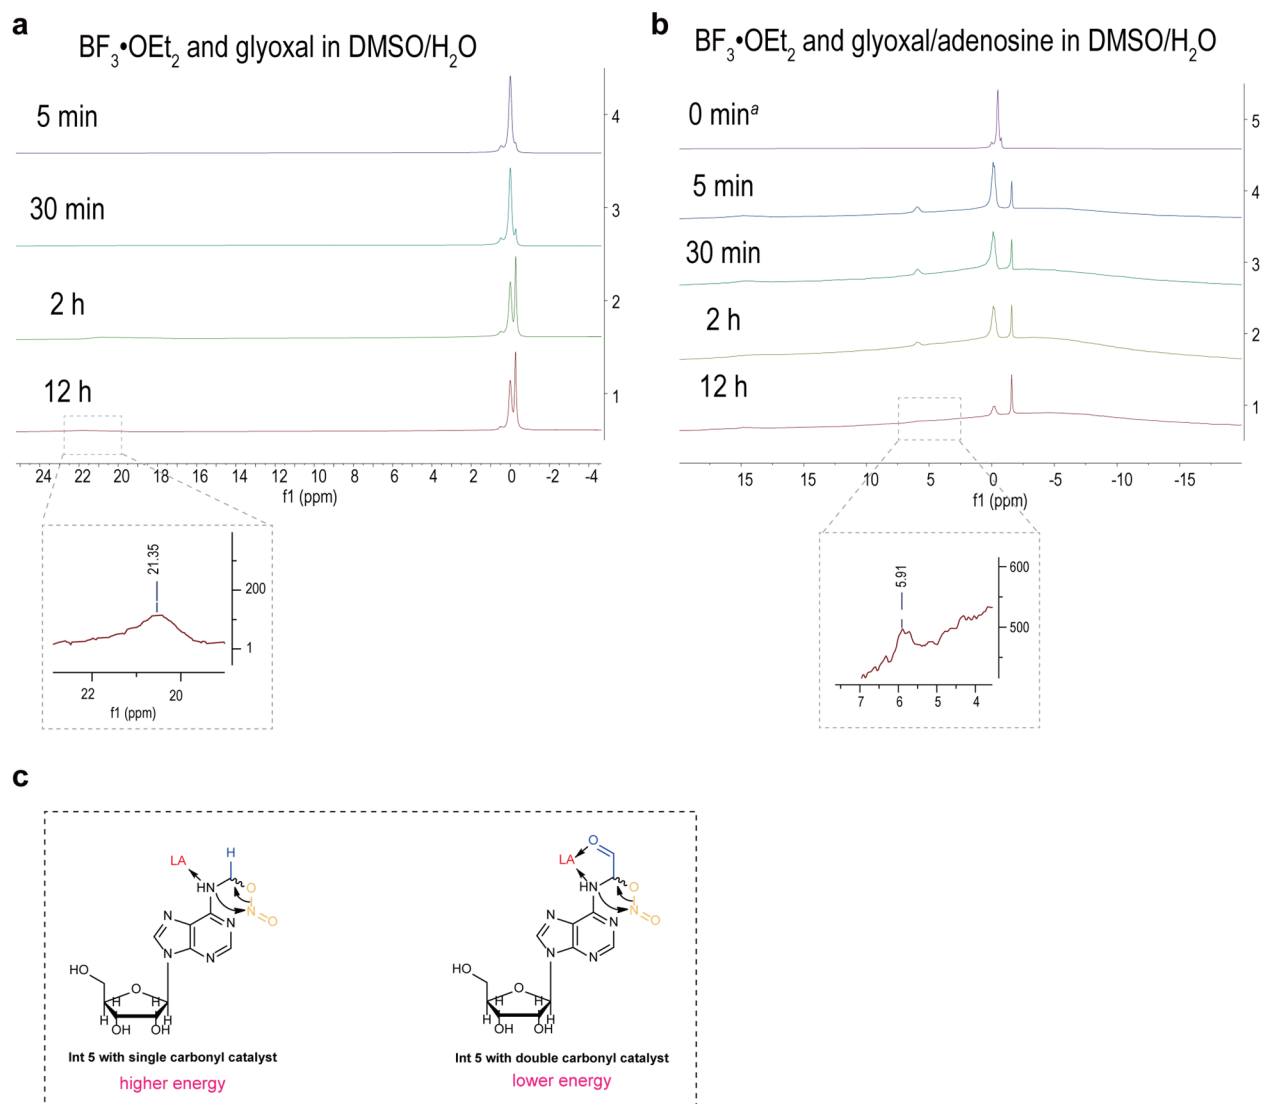

**Supplementary Figure 3 | NMR experiments demonstrate X (O, N) → Lewis Acid (LA) interaction.** a,  $^{11}\text{B}$  NMR experiments demonstrating the interaction between Lewis Acid and organocatalyst. b,  $^{11}\text{B}$  NMR experiments demonstrating the interaction between Lewis Acid and adenosine / organocatalyst / imine intermediate. <sup>a</sup>0 min refers to  $^{11}\text{B}$  NMR spectrum of  $\text{BF}_3 \cdot \text{OEt}_3$  and glyoxal adduct before the addition of adenosine. c, Proposed model demonstrating that the bicarbonyl catalyst shows enhanced catalytic efficiency compared to the single carbonyl catalyst.

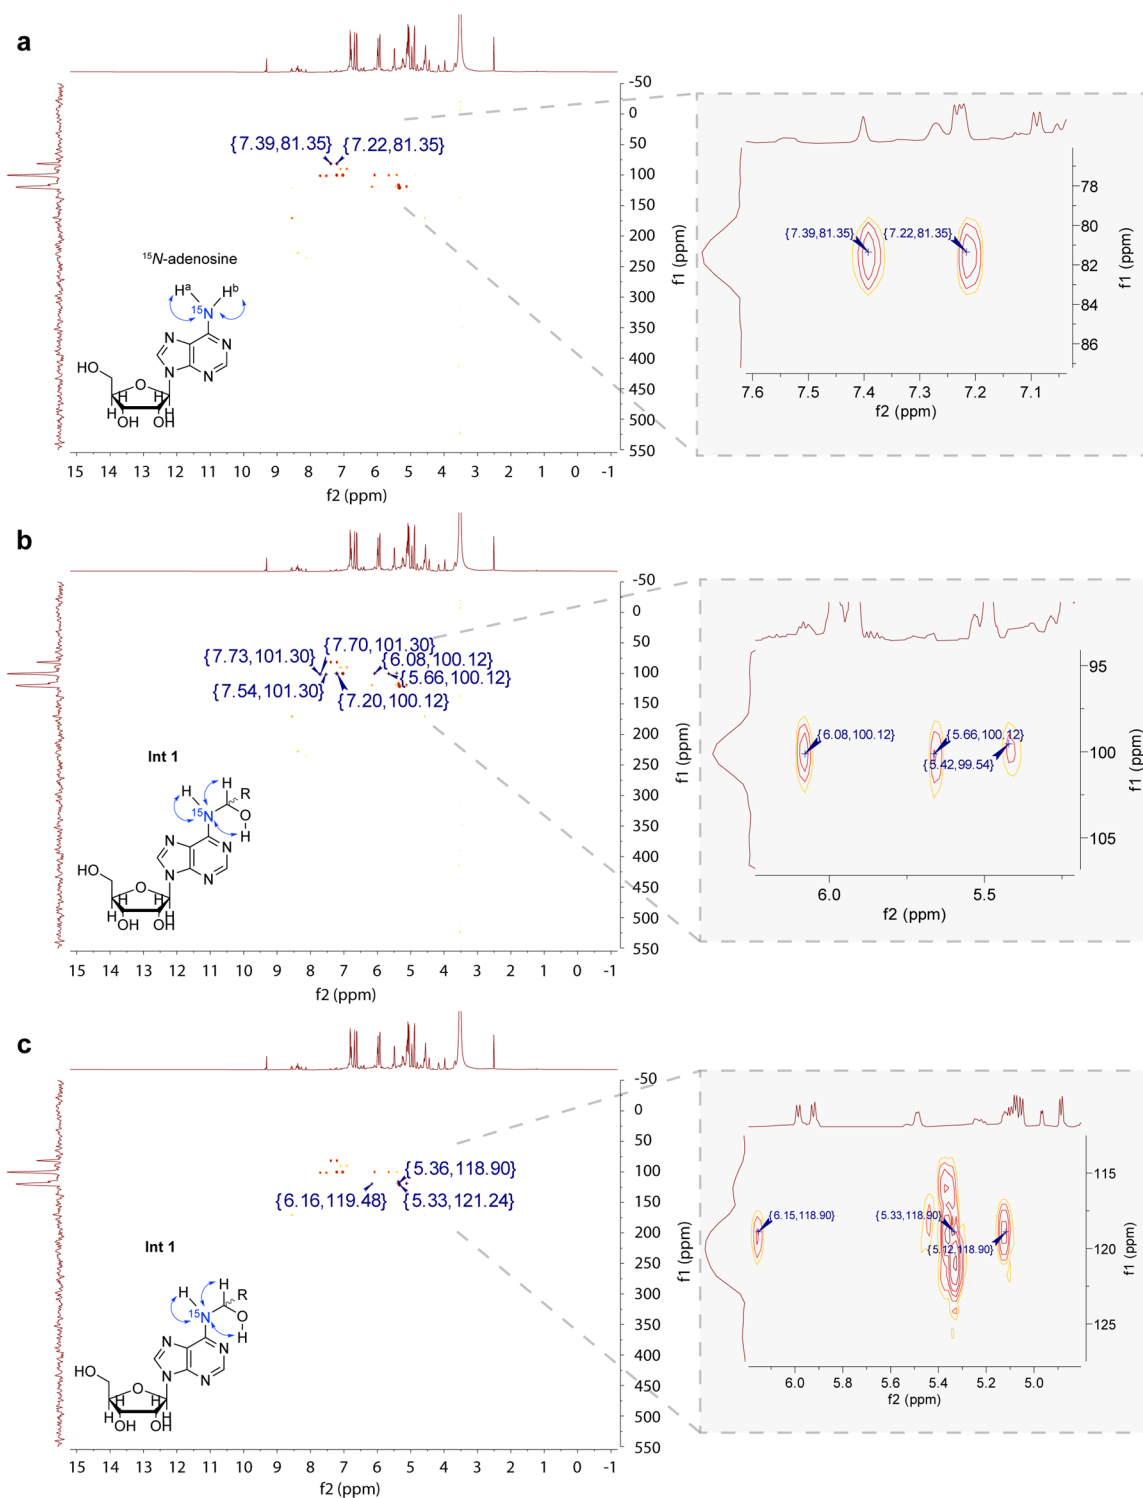

**Supplementary Figure 4 | 2D  $^1\text{H}$ - $^{15}\text{N}$  HMBC spectra of  $^{15}\text{N}^6$ -adenosine condensation with glyoxal in  $\text{DMSO-d}_6/\text{D}_2\text{O}$  at room temperature. **a**,  $^1\text{H}$ - $^{15}\text{N}$  HMBC analysis of starting materials residues during the condensation of  $^{15}\text{N}^6$ -adenosine and glyoxal without Lewis acid catalysis. **b**,  $^1\text{H}$ - $^{15}\text{N}$  HMBC analysis of the condensation intermediate. **c**,  $^1\text{H}$ - $^{15}\text{N}$  HMBC analysis of potential stereoisomeric condensation intermediates.**

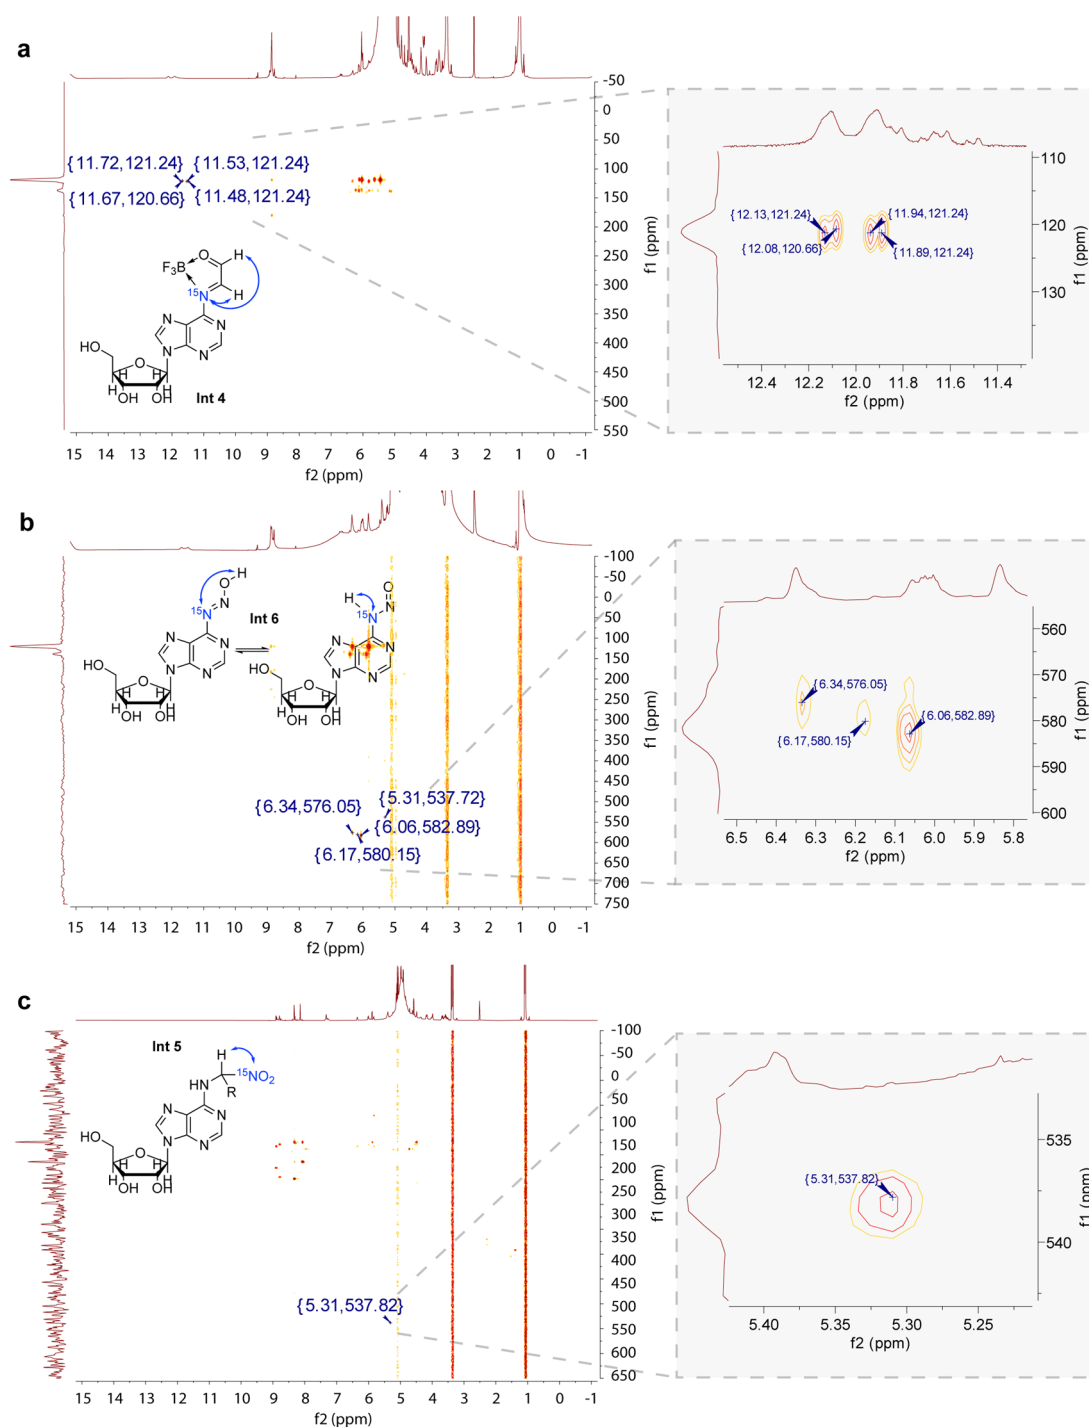

**Supplementary Figure 5 | Mechanism study.** **a**,  $^1\text{H}$ - $^{15}\text{N}$  HMBC experiments investigating the condensation of  $^{15}\text{N}^6$ -adenosine and glyoxal under Lewis acid catalysis. **b**,  $^1\text{H}$ - $^{15}\text{N}$  HMBC experiments investigating the deamination of the  $^{15}\text{N}^6$ -adenosine with  $\text{Na}^{15}\text{NO}_2$  solution. The imine intermediates vanished immediately after the addition of nitrite ions to the reaction system, indicating a rapid reaction rate. Subsequent reactions are dependent on the formation of the imine intermediates. **c**,  $^1\text{H}$ - $^{15}\text{N}$  HMBC experiments of the deamination of adenosine with  $\text{Na}^{15}\text{NO}_2$  solution.

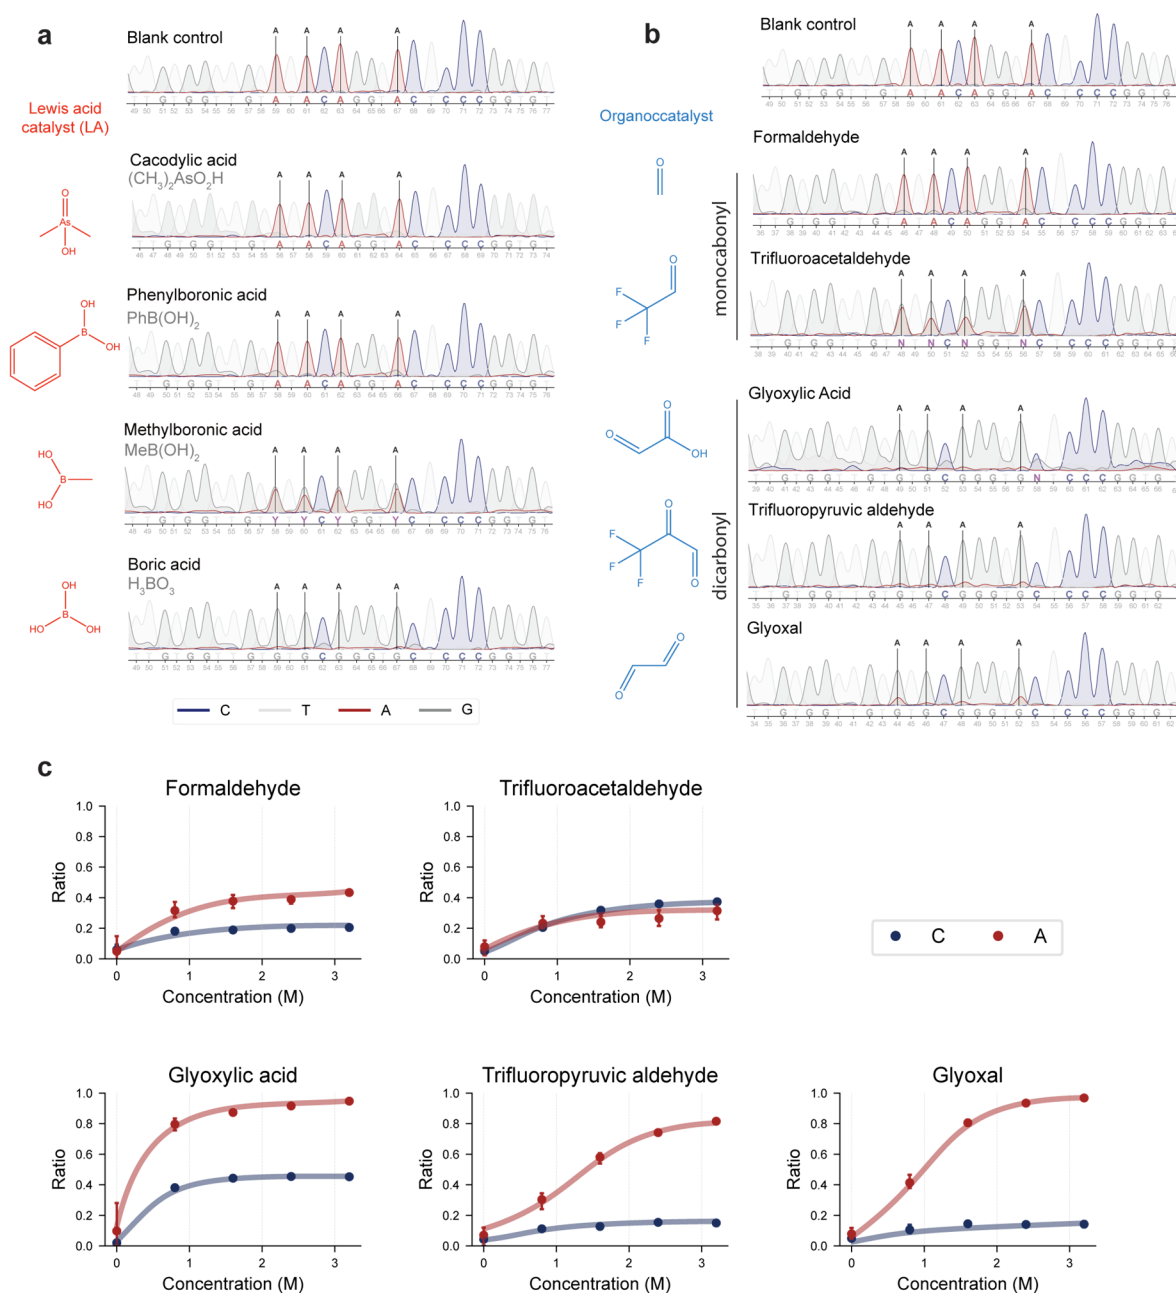

**Supplementary Figure 6 | Optimization of CAM-seq reaction using DNA oligo.** **a**, The effect of different Lewis acid catalyst on the A-to-G mutation ratio as shown by Sanger sequencing. Methyl and phenyl groups decrease the capability of accepting an electron pair, thereby reducing catalyst efficiency. Four A sites within this region were marked by vertical lines. **b**, The effect of various carbonyl organocatalysts on the A-to-G mutation ratio as shown by Sanger sequencing. **c**, LC-MS/MS results showing the conversion ratio and selectivity of A under various carbonyl organocatalyst conditions. Dicarbonyl organocatalysts (glyoxal, trifluoropyruvic aldehyde, and glyoxylic acid) exhibit higher selectivity in converting A over C compared to monocarbonyl organocatalysts (formaldehyde, trifluoroacetaldehyde). Data are presented as mean with 95% confidence interval ( $n = 3$  biological replicates).

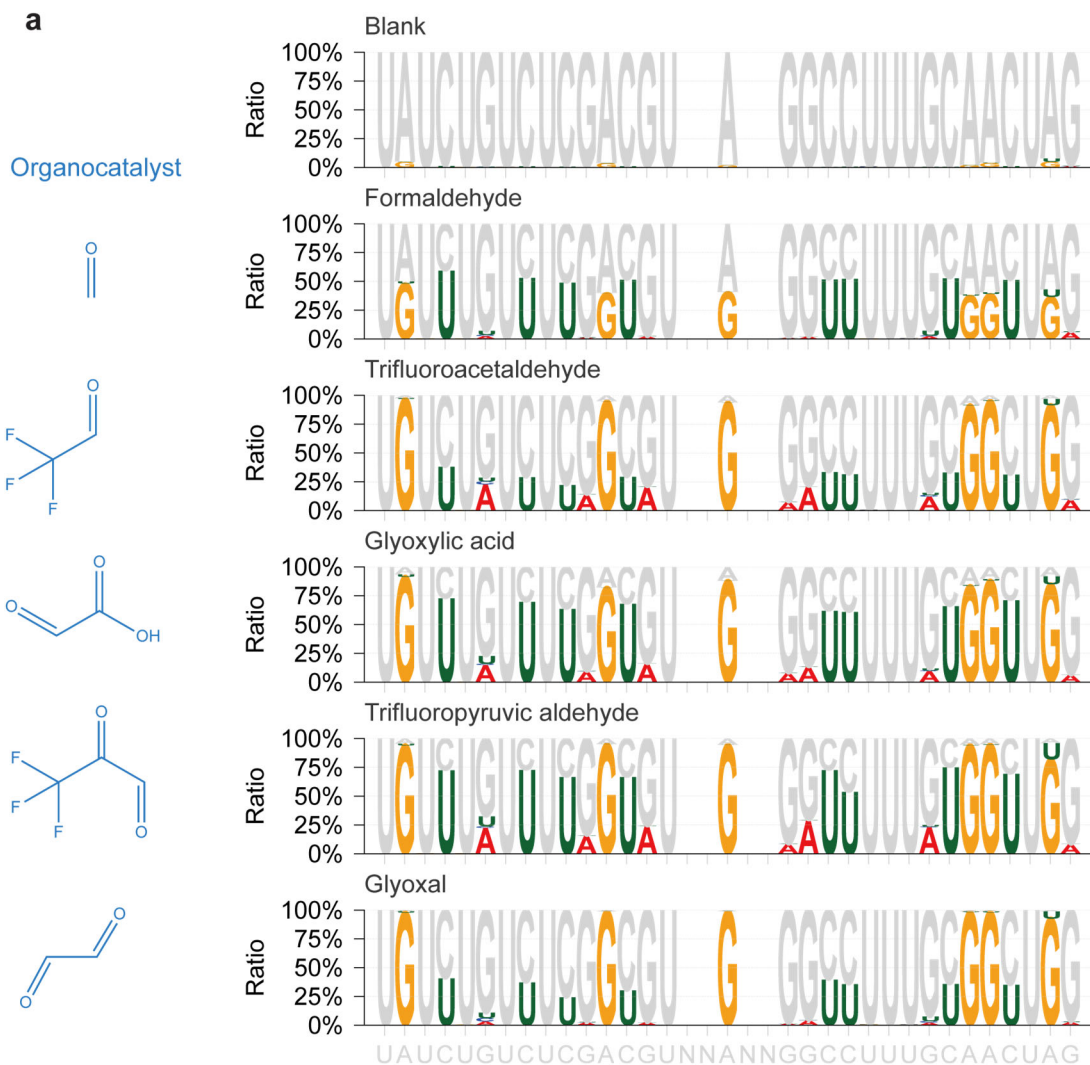

**Supplementary Figure 7 | Optimization of A-to-I mutation ratio via a 35-mer RNA probe. a,** The mutation ratio of all the nucleotides on a 35-mer RNA probe upon the treatment of various carbonyl organocatalysts. The monocarbonyl catalyst achieved a higher deamination ratio at C sites compared to A sites, demonstrating its potential in C/m<sup>4</sup>C detection. The dicarbonyl organocatalyst exhibits greater selectivity in converting A over C, aligning with the LC-MS/MS results.

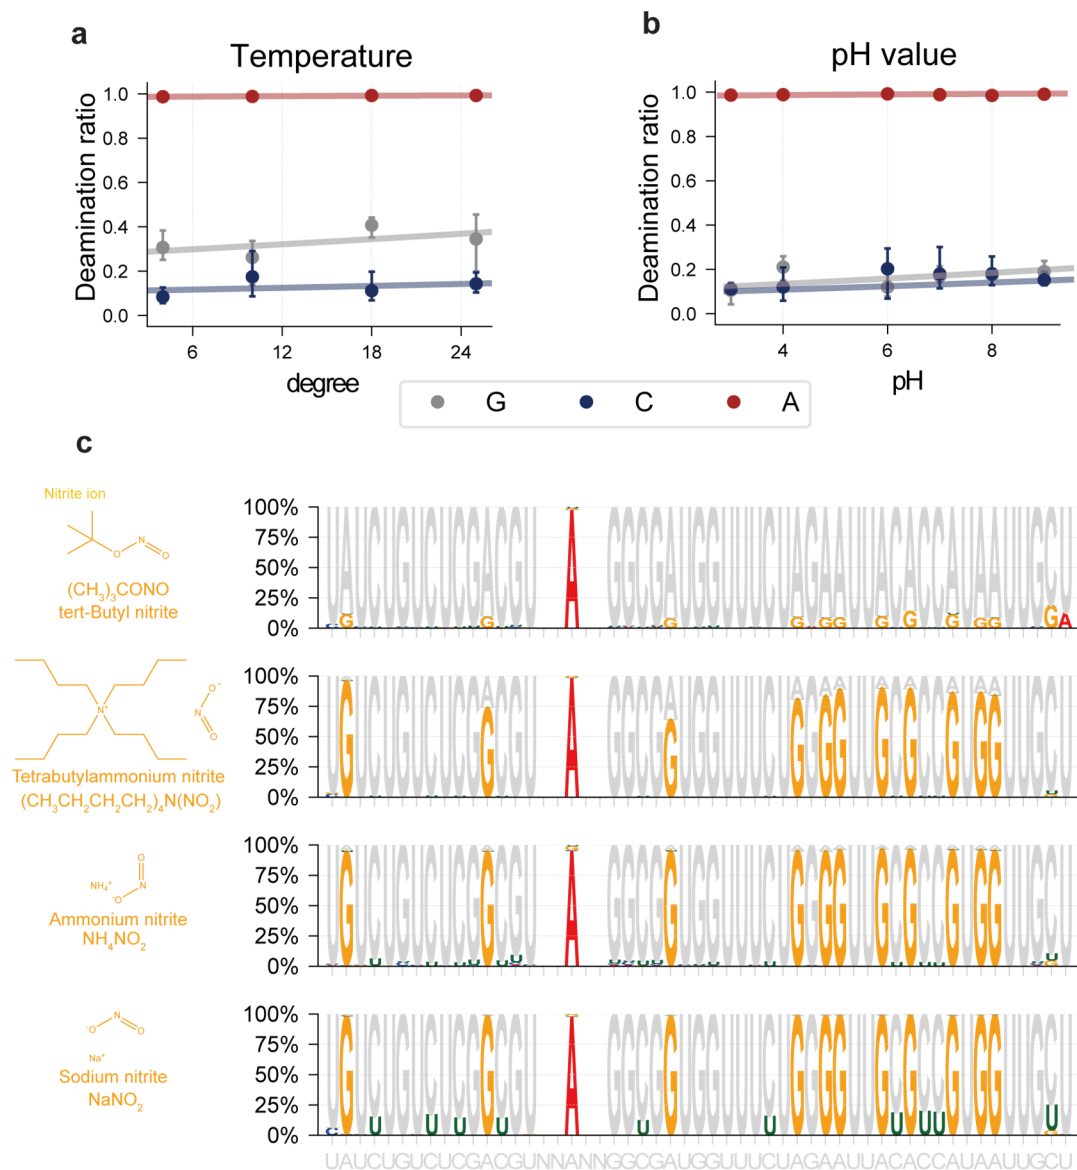

**Supplementary Figure 8 | Optimization of deamination conversion conditions via oligos.** **a**, Different ramping temperatures were tested during the deamination reaction, with the conversion ratio of A remaining unchanged from 4°C to 25°C. Data are presented as mean with 95% confidence interval (n = 3 biological replicates). **b**, Different buffers with varying pH values have been used during the deamination step. The conversion of A remaining unchanged from 3 to 9. Data are presented as mean with 95% confidence interval (n = 3 biological replicates). **c**, Different nitrite salts were tested under optimal deamination conditions. Ammonium nitrite and sodium nitrite showed the greatest conversion ratios, with ammonium nitrite exhibiting a lower deamination ratio at C sites, while sodium nitrite achieved a higher conversion ratio at A sites.

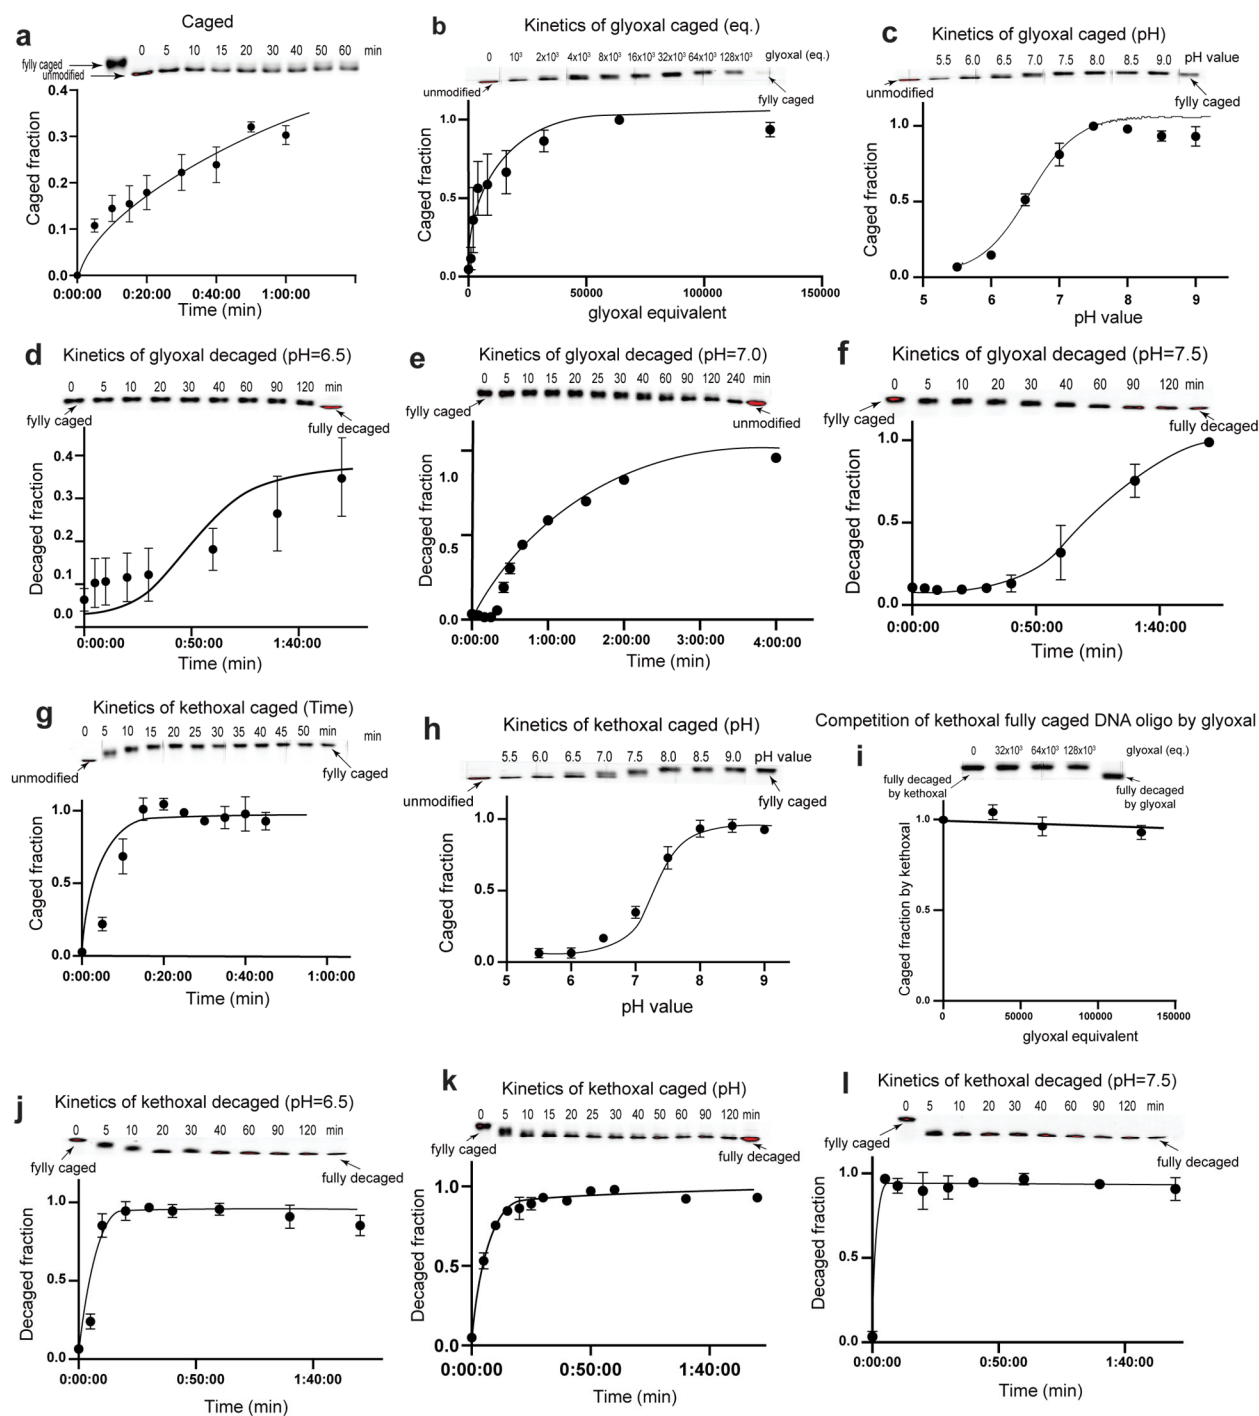

**Supplementary Figure 9 | Protection and deprotection reaction of guanine on a FAM labeled oligo.** **a-c**, Glyoxal caging assays of a FAM labeled DNA oligo. **a**, Caging kinetics were monitored by treating 100 pmol of a FAM-labeled DNA substrate with 1.0  $\mu$ mol glyoxal ( $10^3$  equiv.) in  $1\times$  sodium cacodylate buffer at 37  $^{\circ}$ C. At the indicated time points, reactions were analyzed using 20% denaturing PAGE. **b**, Caging kinetics were monitored by treating 100 pmol of a FAM-labeled DNA substrate with glyoxal ( $10^3$ ,  $2\times 10^3$ ,  $4\times 10^3$ ,  $8\times 10^3$ ,  $16\times 10^3$ ,  $32\times 10^3$ ,  $64\times 10^3$ ,  $128\times 10^3$  equiv.) in  $1\times$  PBS buffer at 37  $^{\circ}$ C for 20min and analyzed by using 20% denaturing PAGE. **c**, Caging kinetics

were monitored by treating 100 pmol of a FAM-labeled DNA substrate with 0.2M glyoxal in different PBS buffers (pH = 5.5, 6.0, 6.5, 7.0, 7.5, 8.0, 8.5, 9.0.) at 37 °C for 20min and analyzed using 20% denaturing PAGE. **d-e**, Kinetic assays for decaging glyoxal from a fully caged DNA oligo. **d**, Representative images of the decaging of glyoxal under pH = 6.5 reaction buffer with 20% PAGE analysis. 20 pmol of a fully glyoxal-caged DNA strand was incubated at 70 °C and pH = 6.5 at the indicated times and immediately loaded onto a 20% polyacrylamide gel. Densitometric quantification of caging was measured as a function of time. **e**, Representative images of the decaging of glyoxal under pH = 7.0 reaction buffer with 20% PAGE analysis. 20 pmol of a glyoxal fully caged DNA strand was incubated at 70 °C and pH = 7.0 for the indicated times and immediately loaded onto a 20% polyacrylamide gel. Densitometric quantification of caging was measured as a function of time. **f**, Representative images of the decaging of glyoxal under pH = 7.5 reaction buffer with 20% PAGE analysis. 20 pmol of a glyoxal fully caged DNA strand was incubated at 70 °C and pH = 7.5 for the indicated times and immediately loaded onto a 20% polyacrylamide gel. Densitometric quantification of caging was measured as a function of time. **g-h**, Kethoxal caging assays of a FAM labeled DNA oligo. **g**, Caging kinetics were monitored by treating 100 pmol of a FAM-labeled DNA substrate with 1.0  $\mu$ mol glyoxal ( $10^3$  equiv.) in  $1\times$  sodium cacodylate buffer at 37 °C. Reactions were analyzed using 20% denaturing PAGE at the indicated time points. **h**, Caging kinetics were monitored by treating 100 pmol of a FAM-labeled DNA substrate with 0.2M glyoxal in different PBS buffers (pH = 5.5, 6.0, 6.5, 7.0, 7.5, 8.0, 8.5, 9.0.) at 37 °C for 20min and analyzed using 20% denaturing PAGE. **i**, Testing of fully kethoxal-caged DNA oligo by glyoxal under neutral condition. 20 pmol of a kethoxal fully caged DNA strand was incubated with glyoxal ( $32\times 10^3$ ,  $64\times 10^3$ ,  $128\times 10^3$  equiv.) in  $1\times$  PBS buffer at 37 °C for 20min and analyzed by using 20% denaturing PAGE. **j-l**, Decaging assays of a fully kethoxal-caged DNA oligo. **j**, Representative images of the decaging of kethoxal under pH = 6.5 reaction buffer with 20% PAGE analysis. 20 pmol of a fully glyoxal-caged DNA strand was incubated at 70 °C and pH = 6.5 for the indicated times and immediately loaded onto a 20% polyacrylamide gel. Densitometric quantification of caging was measured as a function of time. **k**, Representative images of the decaging of kethoxal under pH = 7.0 reaction buffer with 20% PAGE analysis. 20 pmol of a fully glyoxal-caged DNA strand was incubated at 70 °C and pH = 7.0 for the indicated times and immediately loaded onto a 20% polyacrylamide gel. Densitometric quantification of caging was measured as a function of time. **l**, Representative images of the decaging of kethoxal under pH = 7.5 reaction buffer with 20% PAGE analysis. 20 pmol of a fully glyoxal-caged DNA strand was incubated at 70 °C and pH = 7.5 for the indicated times and immediately loaded onto a 20% polyacrylamide gel. Densitometric quantification of caging was measured as a function of time.

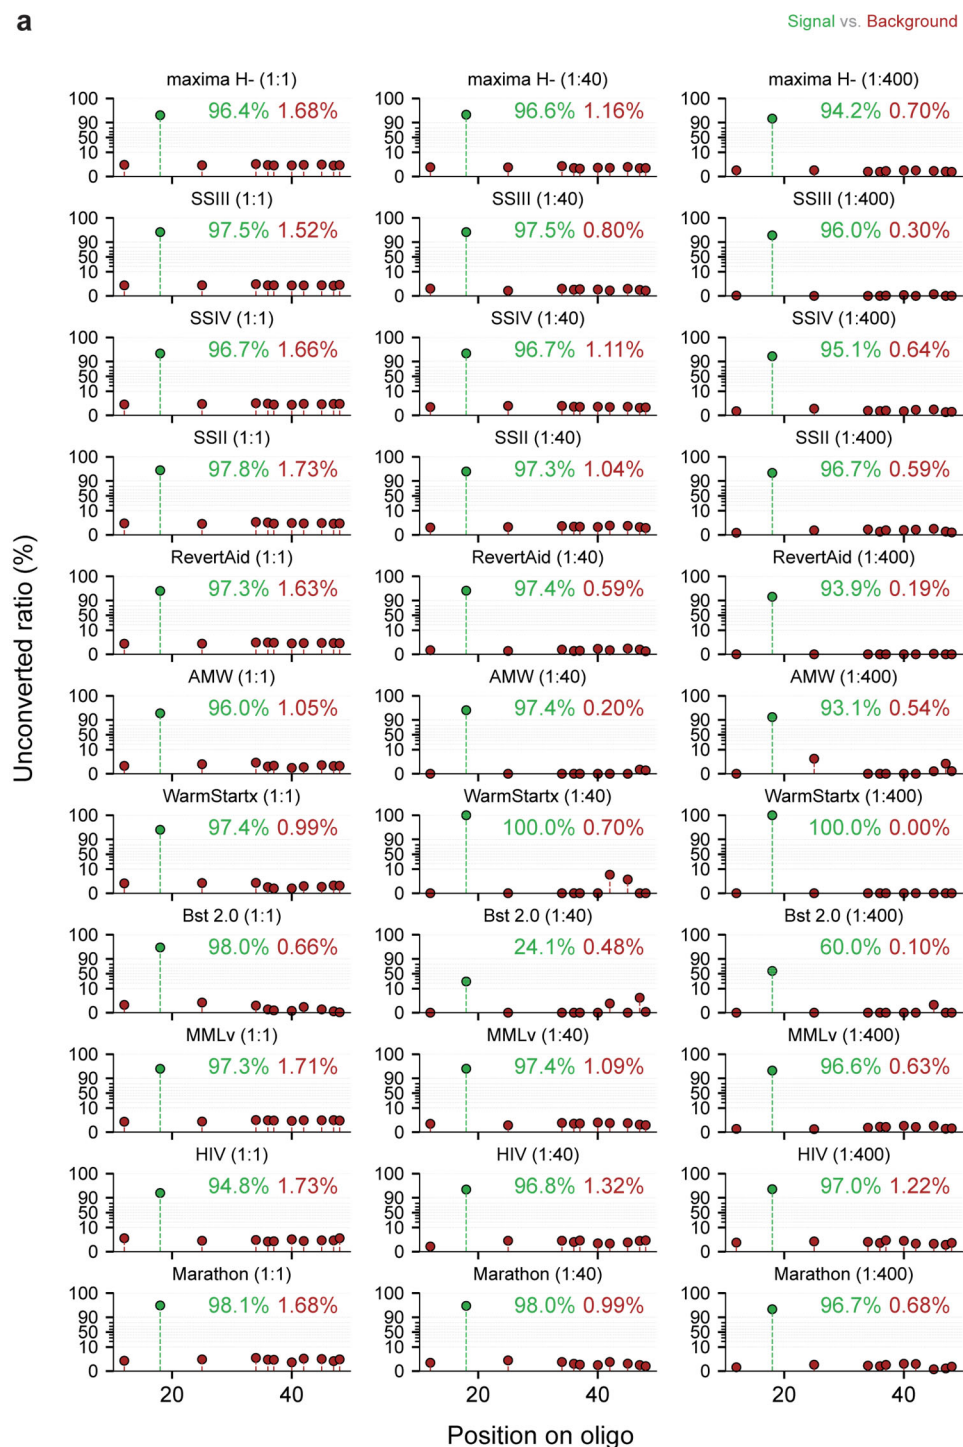

**Supplementary Figure 10 | Optimization of reverse transcriptase conditions via an 100% m<sup>6</sup>A-modified oligo.** **a**, Eleven reverse transcriptase enzymes, with variable dTTP/dCTP ratios, were used in sequencing library preparation. The data for 100% m<sup>6</sup>A-modified oligo is shown. The x-axis displays the actual modification levels, while the y-axis shows the unconverted ratio observed in sequencing data. The average signal on m<sup>6</sup>A site (green) and noise on A sites (red) is marked on each panel.

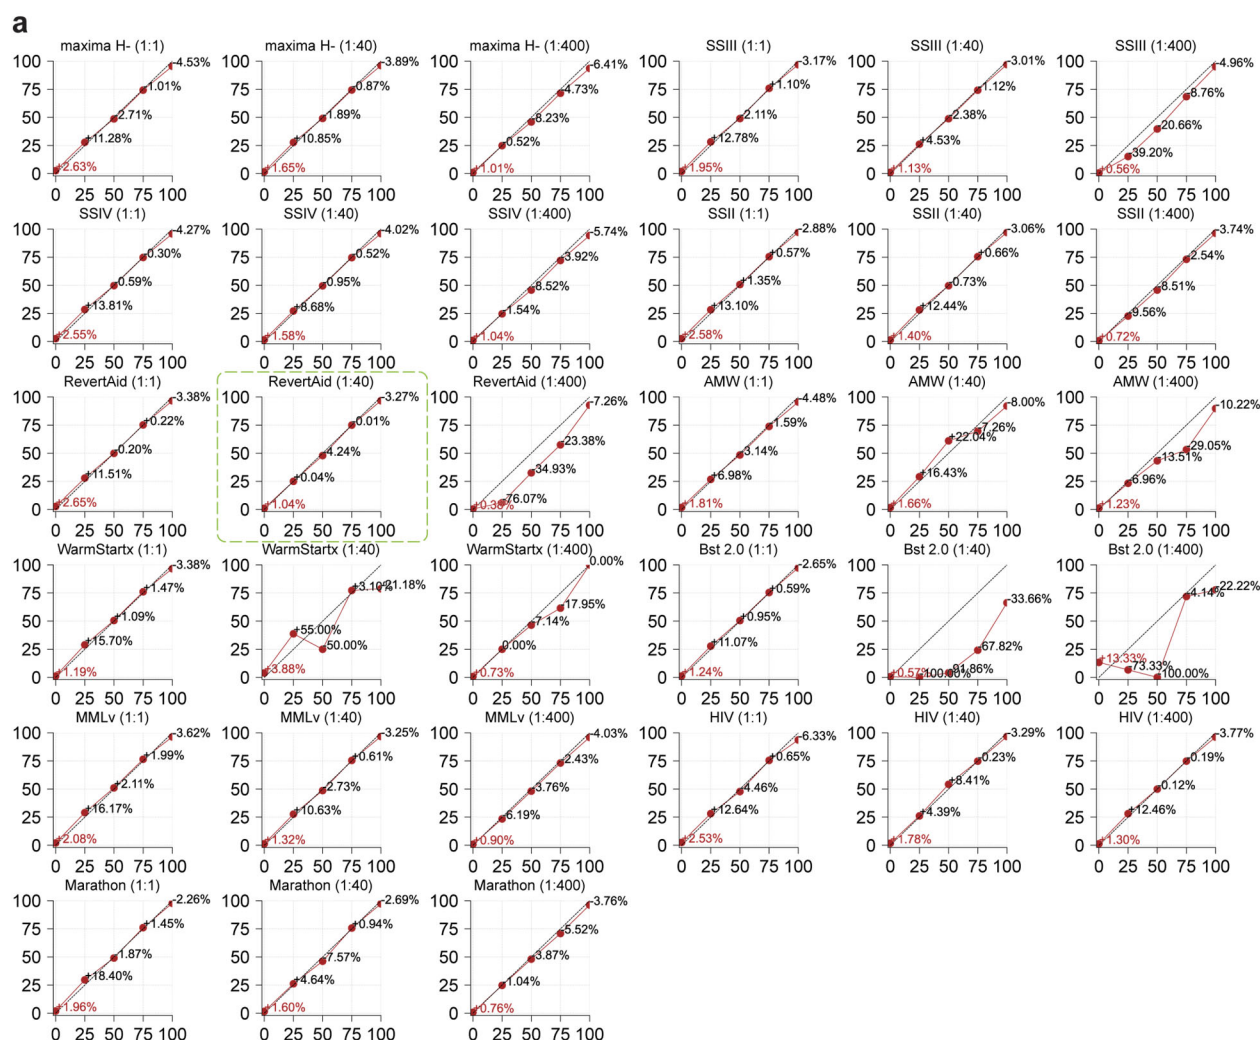

**Supplementary Figure 11 | Optimization of reverse transcriptase conditions via spike-in oligo sequencing data. a,** Eleven reverse transcriptase enzymes, with variable dTTP/dCTP ratios, were used in sequencing library preparation. Libraries were spiked with 0.05% RNA oligonucleotides at modification levels of 0%, 25%, 50%, 75%, and 100%. The x-axis displays the actual modification levels, while the y-axis shows the modification levels observed in sequencing data. The difference between observed and actual modification levels is indicated on each data point. Positive values indicate an overestimation of methylation levels, whereas negative values suggest underestimation. Background noise for the 0% oligonucleotide is highlighted in red.

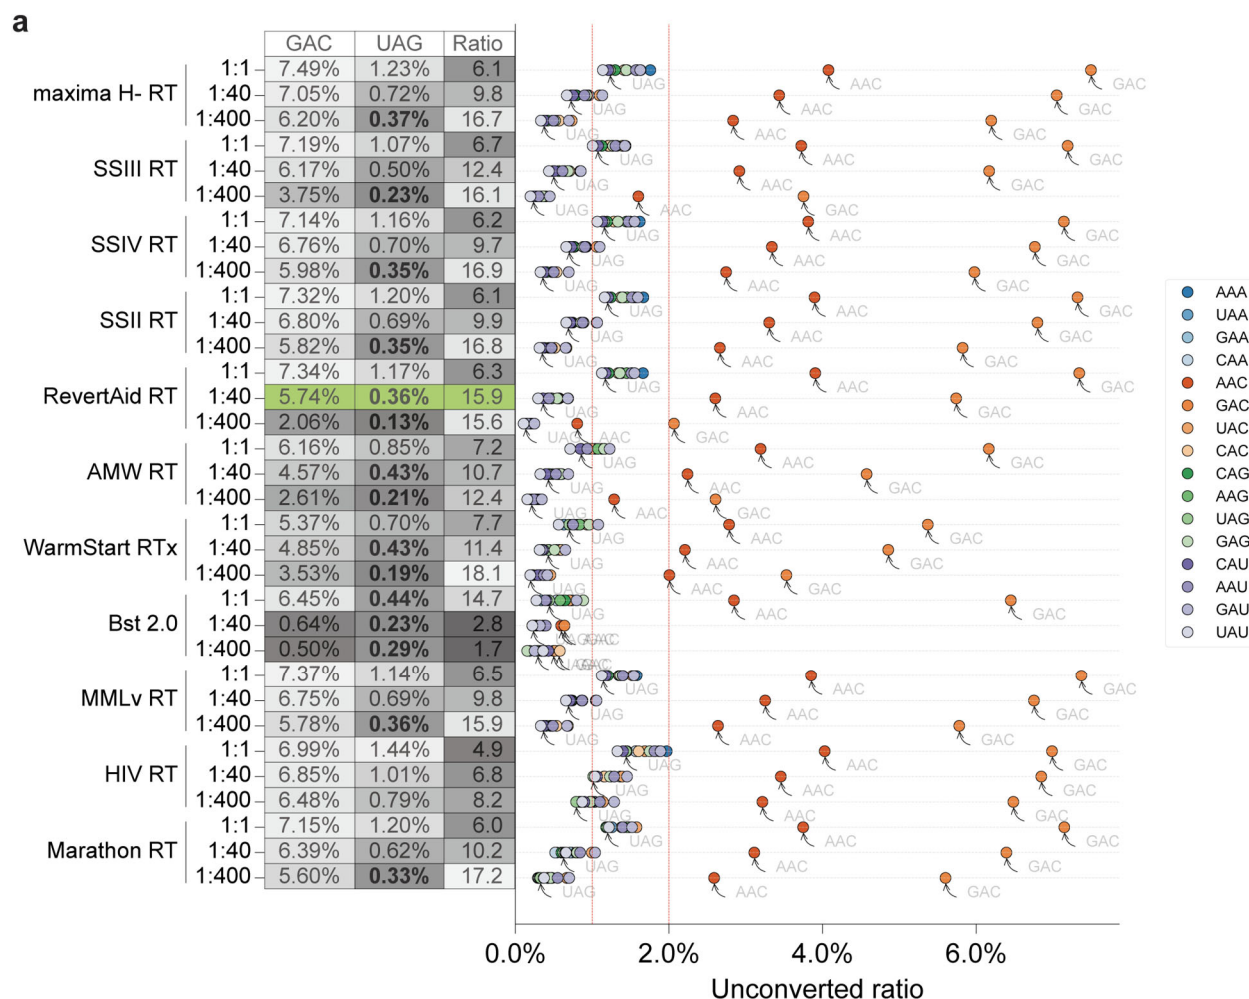

**Supplementary Figure 12 | Optimization of reverse transcriptase conditions via mRNA sequencing data.** **a**, Eleven reverse transcriptase enzymes, combined with varying ratios of dTTP/dCTP, were utilized to process human mRNA. The proportion of unconverted adenines (A) in GAC or AAC motifs was considered a true positive signal, while the frequency of unconverted As in UAG motifs and other motifs known for low methylation levels served as an approximate upper limit for false positive signals. Different motifs ( $N = 16$ ) were analyzed and represented in various colors. The table within the figure displays the average ratios of unconverted A sites in GAC and UAG motifs. The relative ratio between these values approximates the signal-to-noise ratio. A standout condition (#14, RevertedAid RT at a 1:40 ratio) demonstrated a background noise level below 0.36%, with a signal-to-noise ratio reaching 15.9.

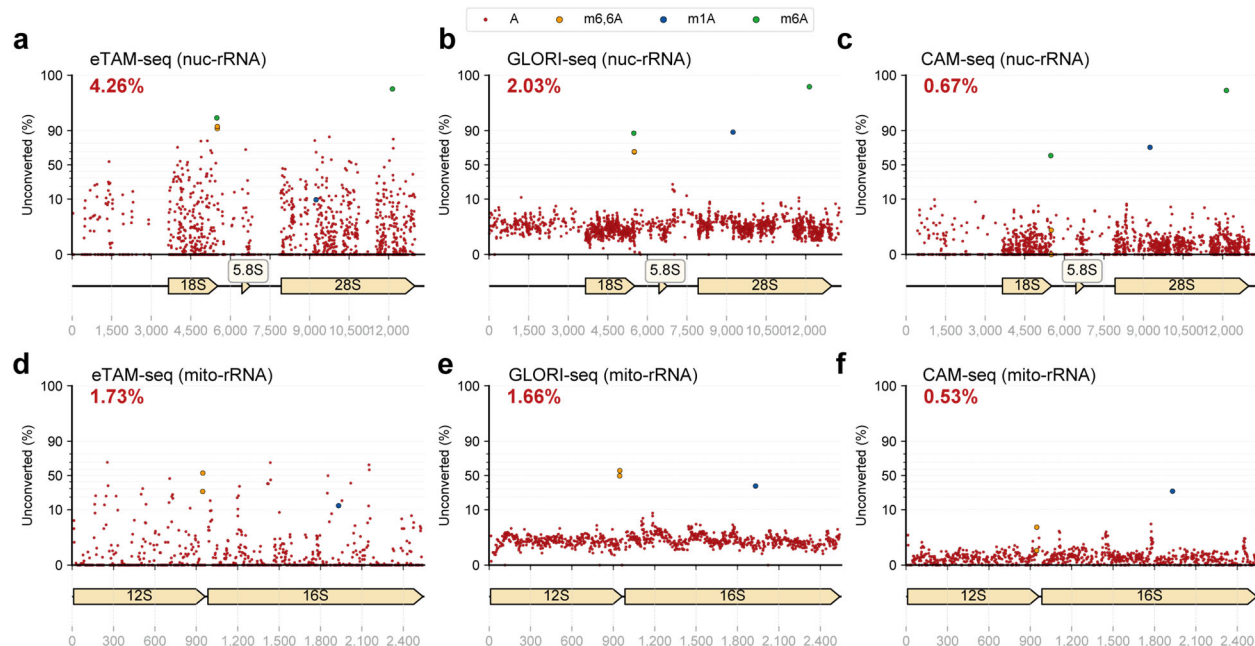

**Supplementary Figure 13 | Comparison of deamination-based methods in m<sup>6</sup>A sequencing using rRNA.** **a-c**, The ratio for unconverted adenine (A) sites with sequencing coverage exceeding 20 on nuclear ribosomal RNA, distinguishing sites modified by m<sup>6</sup>A (green), m<sup>1</sup>A (blue), m<sup>6,6</sup>A (orange), and other A sites (red). The x-axis represents rRNA unit locations, including the 18S, 5.8S, and 28S ribosomal RNA genes, while the y-axis depicts each site's unconverted ratio. Similarly, **d-f**, depict the unconverted ratios for mitochondrial rRNA. The eTAM-seq analysis involved reanalyzing poly(A) RNA from the FTO- sample replicate 1, sourced from [GSE201064](#), utilizing the same pipeline as for CAM-seq. Likewise, for GLORI-seq, data from HEK293T was source from [GSE210563](#).

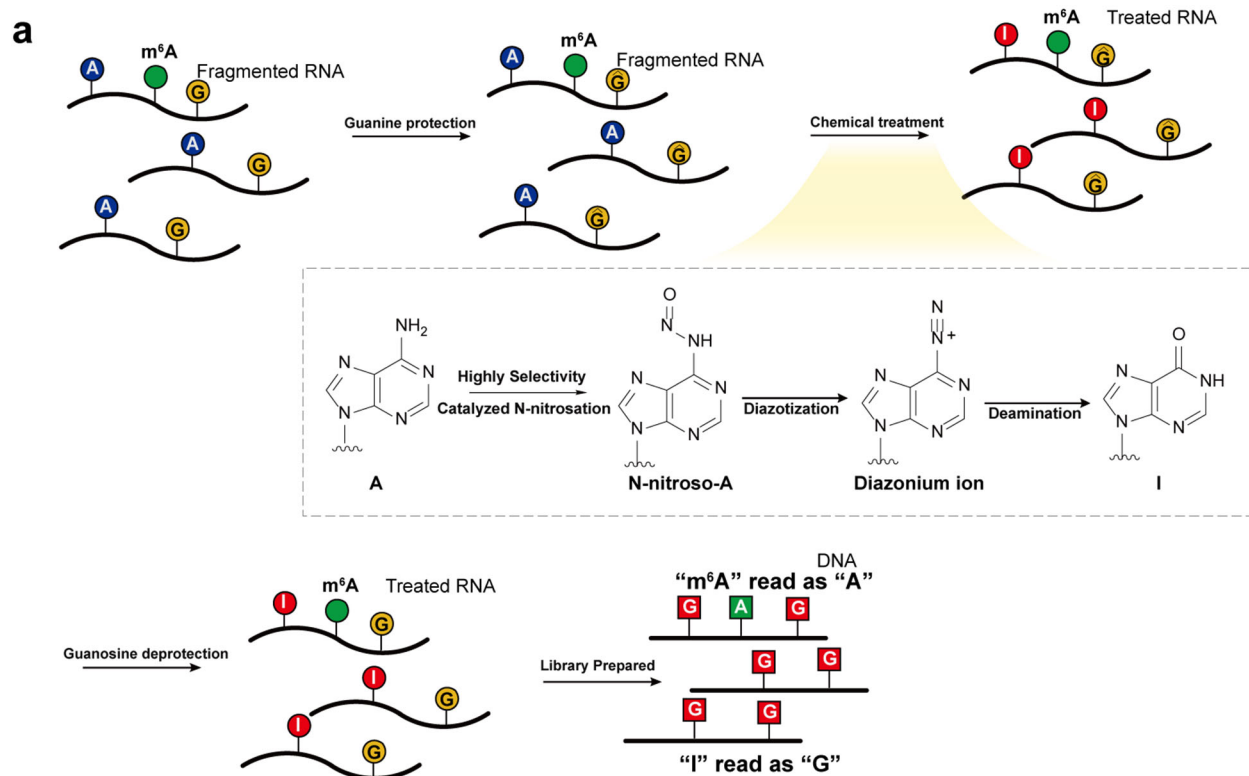

**Supplementary Figure 14 | CAM-seq workflow.** **a**, RNA fragments are initially treated with kethoxal to protect guanine (yellow), which prevents caging by glyoxal during the subsequent deamination step. The protected RNA is then treated, where adenine (blue) is catalyzed by a carbonyl organocatalyst to form N-nitroso-A, which subsequently transforms into hypoxanthine through diazotization and deamination. Following the deprotection of guanine, the RNA is purified and prepared for sequencing. Chemical conversion of adenine to guanine is analyzed in sequencing reads to identify unchanged m<sup>6</sup>A sites. (The protected G site is marked by a caret (^))

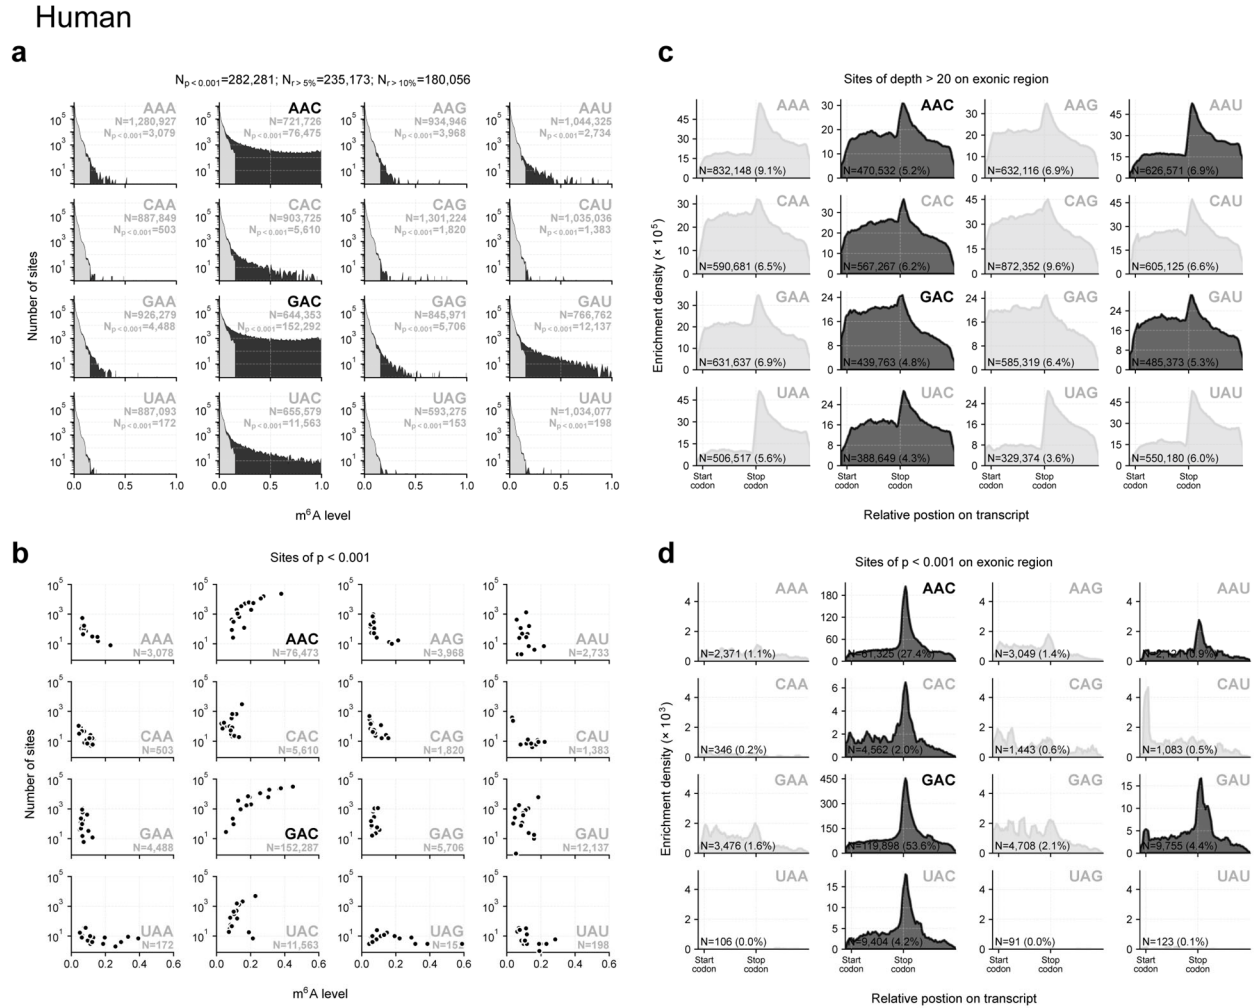

**Supplementary Figure 15 | Analysis of m<sup>6</sup>A sites in human sample across 16 motifs. a**, With a sequencing depth cutoff of >20 and p-value <0.001, a total of 331,399 m<sup>6</sup>A sites were identified in the HEK293T cell (human) transcriptome. Applying detection thresholds of >10% and >20% m<sup>6</sup>A levels resulted in 272,477 and 200,550 sites, respectively. The total adenine (A) sites with adequate sequencing coverage (>20) are denoted for each motif. The frequency distributions of m<sup>6</sup>A levels at these sites are presented in individual panels, with sites meeting the p-value threshold ( $p < 0.001$ ) in black and those not meeting the threshold in gray. The number of detected m<sup>6</sup>A sites per motif is also indicated. **b**, For tri-nucleotide motifs (e.g., GAC), average m<sup>6</sup>A levels and site counts were aggregated by their corresponding pentanucleotide motifs (e.g., GGACT, N=16), illustrating the relationship between m<sup>6</sup>A levels and site counts for these extended motifs. The total number of m<sup>6</sup>A sites for each motif is labeled. **c**, A-sites with sufficient sequencing depth (> 20) were plotted relative to their positions within the exonic region of transcripts. This mapping shows the distribution bias of motifs (with or without m<sup>6</sup>A modifications) along the transcript, with motif abundance and proportions detailed for each panel. **d**, The distribution density of m<sup>6</sup>A sites along transcripts is shown. The number and relative proportions of m<sup>6</sup>A sites within these regions are specified.

## Maize

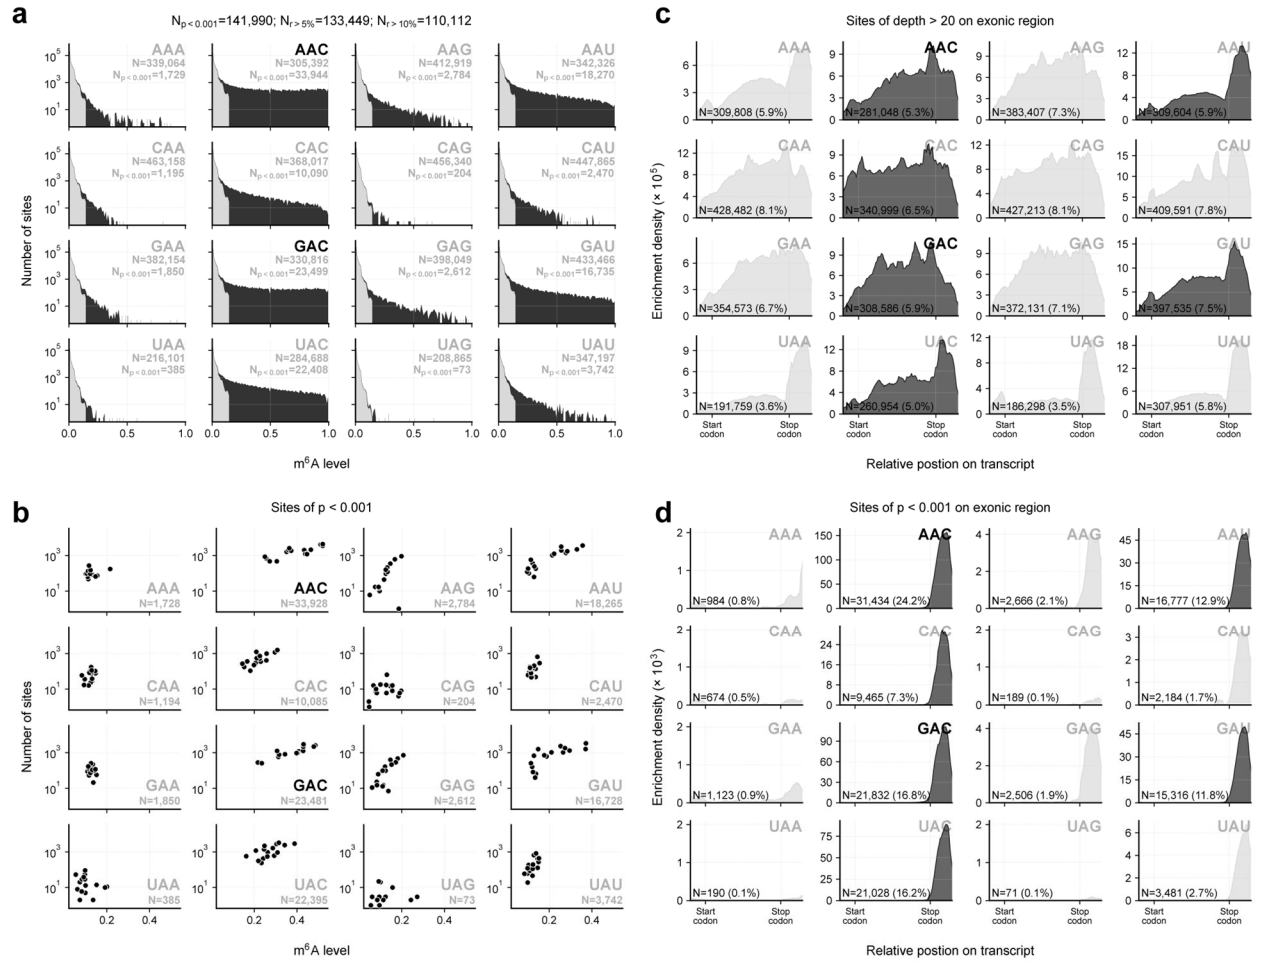

**Supplementary Figure 16 | Analysis of  $m^6A$  sites in *Arabidopsis* sample across 16 motifs. a-d, Similar to Fig. S5, data for *Arabidopsis* sample is shown.**

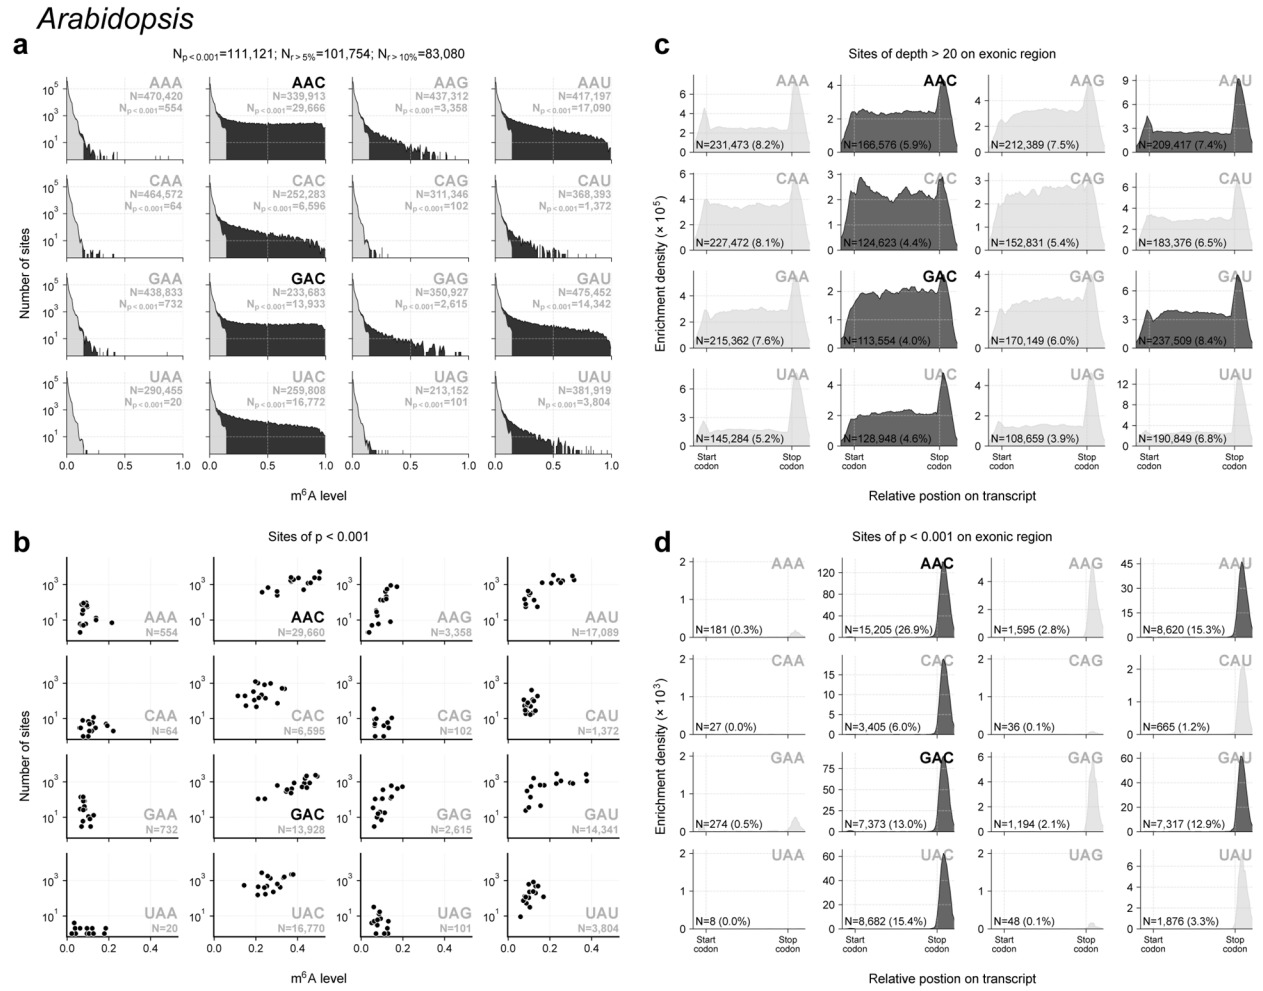

**Supplementary Figure 17 | Analysis of m<sup>6</sup>A sites in maize sample across 16 motifs. a-d, Similar to Fig. S5, data for maize sample is shown.**

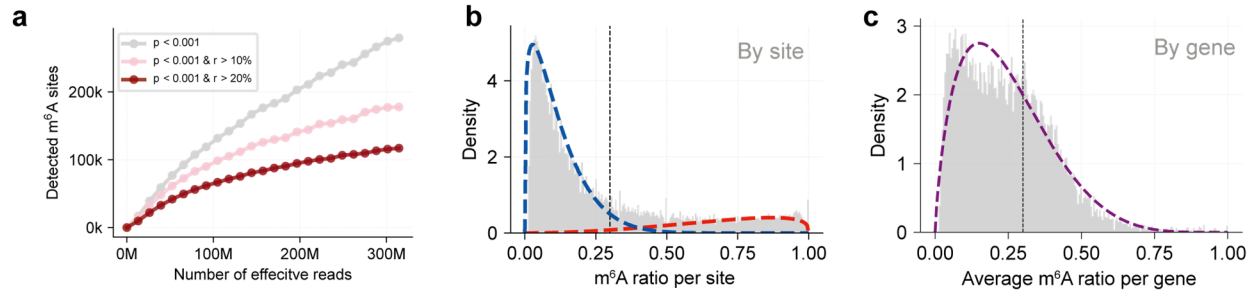

**Supplementary Figure 18 | Saturation analysis of m<sup>6</sup>A sites and classification of m<sup>6</sup>A-modified genes by maximum modification level. (A)** Saturation analysis by subsampling m<sup>6</sup>A sequencing data. High confidential m<sup>6</sup>A sites (binomial test,  $p$ -value  $< 0.001$ ) with additional 10% and 20% of m<sup>6</sup>A modification levels cutoffs are shown. **(B)** Distribution of m<sup>6</sup>A modification level of each m<sup>6</sup>A site from the HEK293T cell line. **(C)** Distribution of average m<sup>6</sup>A modification level of all the genes.

## Supplementary Tables

cytidine (1, 1.0 eq.)      Organocatalyst (1.0 eq.)      Lewis acid catalyst (1.0 eq.)      Sodium nitrite (1.2 eq.)  
DMSO, 50 °C, 24 h      uridine (2)

**Supplementary Table 1 | Initial screening of optimal reaction conditions.** Standard conditions: **1** (0.10 mmol, 1.0 equiv.), formaldehyde (organocatalyst, 1.0 equiv.), Sc(OTf)<sub>3</sub> (Lewis acid catalyst, 1.0 equiv.), sodium nitrite in DMSO (0.5 mL). <sup>a</sup>Yields were determined by LCMS analysis using hypoxanthine as the internal standard.

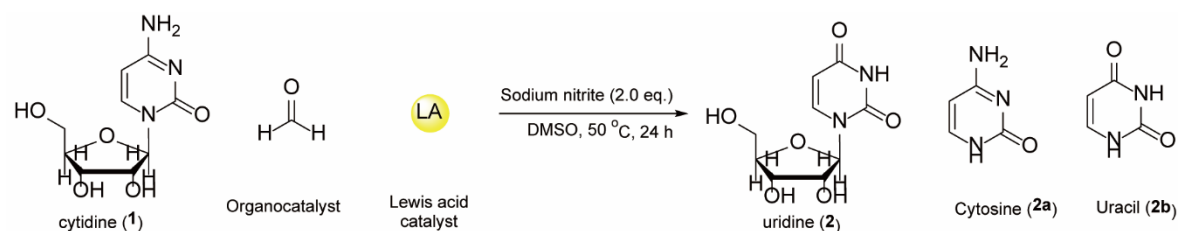

**Supplementary Table 2 | Optimal conditions screening for Lewis acid.** Standard conditions: **1** (0.10 mmol, 1.0 equiv.), formaldehyde (0.1 mmol, 1.0 equiv.), Lewis acid catalyst (0.1 mmol, 1.0 equiv.), sodium nitrite (2.0 equiv.) in DMSO (0.5 mL). <sup>a</sup>Conversion were determined by LC/MS analysis using hypoxanthine as the internal standard. <sup>b</sup>Decreasing the reaction temperature reduces the deglycosylation byproduct. <sup>c</sup>Decreasing the Reaction time can reduce the deglycosylation byproduct. <sup>d</sup>Reducing the reaction time to 6 hours slightly reduces the yield of the target product. <sup>e</sup>Reducing the amount of sodium nitrite to 1.0 equiv. reduces the yield of the deamination product.

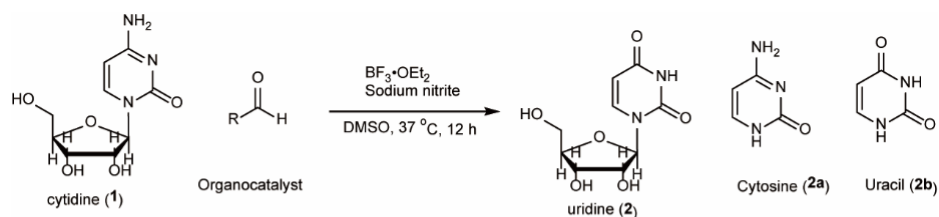

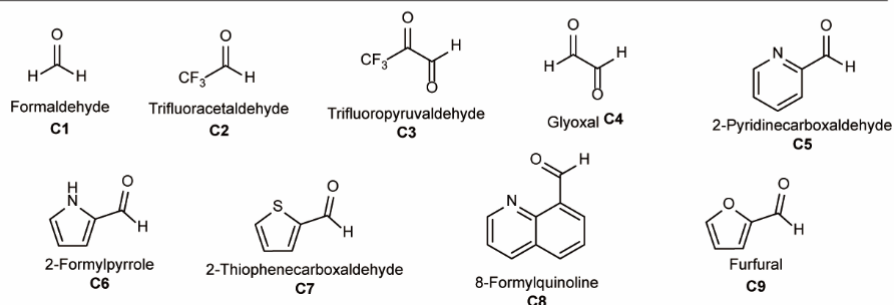

**Supplementary Table 3 | Optimal conditions screening for organocatalysts.** Standard conditions: **1** (0.10 mmol, 1.0 equiv.), organocatalyst (0.1 mmol, 1.0 equiv.),  $\text{BF}_3 \cdot \text{Et}_2\text{O}$  (0.1 mmol, 1.0 equiv.), sodium nitrite (2.0 equiv.) in DMSO (0.5 mL) at 37 °C for 12 hours. Yields were determined by LC-MS analysis using hypoxanthine as the internal standard. <sup>a</sup>Conversion was determined by LC-MS analysis using hypoxanthine as the internal standard. <sup>b</sup>Using a 20:1 DMSO: H<sub>2</sub>O mixture solution. <sup>c</sup>Using a 9:1 DMSO: H<sub>2</sub>O mixture solution. <sup>d</sup>Using a 5:1 DMSO: H<sub>2</sub>O mixture solution. <sup>e</sup>Lewis acid catalyst and organocatalyst quantities were reduced to 0.5 equivalents each in a mixed solvent system of 9:1 DMSO: water. <sup>f</sup>Lewis acid catalyst and organocatalyst quantities were reduced to 0.3 equivalents each in a mixed solvent system of 9:1 DMSO: water. <sup>g</sup>Lewis acid catalyst and organocatalyst quantities were reduced to 0.2 equivalents each in a mixed solvent system of 9:1 DMSO: water.

## Supplementary Note I: NMR

### A. General Remarks

All purchased solvents and substrates were used without further treatment unless otherwise stated. Yields refer to chromatographically and spectroscopically ( $^1\text{H}$  NMR) homogeneous material, unless otherwise stated. The reactions were run in 4 mL vials under ambient air unless otherwise noted. Chemical reactions were monitored by LC/MS (Agilent 6130 ESI LC-MS), and thin layer chromatography (TLC). Analytical thin-layer chromatography (TLC) was conducted using 0.2 mm commercial silica gel plates (silica gel 60, F<sub>254</sub>, EMD chemical). Analytical reversed-phase thin-layer chromatography (TLC) was carried out using 0.2 mm commercial C18 silica gel plates (silica gel 60 RP-18, F<sub>254</sub>S). Vials (15 × 45 mm 1 dram (4 mL) / 17 × 60 mm 3 dram (7.5 mL) with PTFE lined cap attached) were purchased from Qorpak and used as received. Nuclear magnetic resonance spectra ( $^1\text{H}$  NMR and  $^{13}\text{C}$  NMR) were recorded with Bruker Model DMX 500 (500 MHz,  $^1\text{H}$  at 500 MHz,  $^{13}\text{C}$  at 126 MHz) or 400 (400 MHz,  $^1\text{H}$  at 400 MHz,  $^{13}\text{C}$  at 101 MHz). Unless otherwise noted, all spectra were acquired in DMSO-*d*<sub>6</sub>. Chemical shifts are reported in parts per million (ppm,  $\delta$ ) and are referenced to the residual solvent (DMSO,  $\delta$ =2.50 ppm ( $^1\text{H}$ ) and 39.52 ppm ( $^{13}\text{C}$ )). Coupling constants were reported in Hertz (Hz). Data for  $^1\text{H}$  NMR spectra were reported as follows: chemical shift (ppm, referenced to protium, s = singlet, d = doublet, t = triplet, q = quartet, quin = quintet, oct = octet, dd = doublet of doublets, td = triplet of doublets, ddd = doublet of doublet of doublets, m = multiplet, coupling constant (Hz), and integration). Column chromatography was performed using E. Merck silica (60, particle size 0.043–0.063 mm), and pTLC was performed on Merck silica plates (60F-254). High-resolution mass spectra (HRMS) were recorded on an Agilent 6530 LC Q-TOF mass spectrometer using electrospray ionization with fragmentation voltage set at 75-130 V and processed with an Agilent MassHunter Operating System.

## B. Detection of Side Product

**General Procedure:** To a 4 mL vial the substrate nucleobase (0.1 mmol, 1.0 equiv.) and mixture solvent DMSO: H<sub>2</sub>O (0.45 mL DMSO and 0.05 mL H<sub>2</sub>O) was added in air. The organocatalyst (glyoxal, 0.03 mmol, 0.3 equiv.) and Lewis acid catalyst (BF<sub>3</sub>•Et<sub>2</sub>O, 0.03 mmol, 0.3 equiv.) were then added in one portion at room temperature, followed by the addition of sodium nitrite (25 μL, saturated solution in water, 3.0 equiv.). The reaction vial was sealed again and incubated at 37 °C for 12 hours. The crude reaction mixture was then concentrated under reduced pressure (in vacuo) and purified by flash column chromatography on silica gel to obtain the side product.

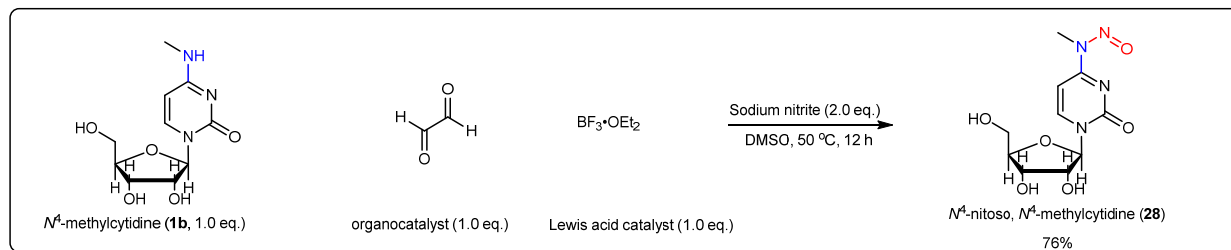

Side product with *N*<sup>4</sup>-methylcytidine: ***N*<sup>4</sup>-nitroso, *N*<sup>4</sup>-methylcytidine (**28**)**: Proceed according to the general procedure, with a 76% isolated yield (21.7 mg) as a slightly yellow solid.

*R*<sub>f</sub> = 0.7 (DCM: MeOH = 10 : 1)

**<sup>1</sup>H-NMR** (500 MHz, DMSO) δ 8.62 (d, *J* = 7.5 Hz, 1H), 7.13 (d, *J* = 7.5 Hz, 1H), 5.82 (d, *J* = 3.0 Hz, 1H), 5.58 (d, *J* = 5.0 Hz, 1H), 5.22 (t, *J* = 5.0 Hz, 1H), 5.08 (d, *J* = 6.0 Hz, 1H), 4.05 (td, *J* = 4.9, 2.9 Hz, 1H), 4.02 – 3.98 (m, 1H), 3.97 – 3.92 (m, 1H), 3.78 (ddd, *J* = 12.1, 5.0, 2.7 Hz, 1H), 3.63 (ddd, *J* = 12.3, 4.9, 2.9 Hz, 1H), 3.30 (s, 3H).

**<sup>13</sup>C NMR** (126 MHz, DMSO) δ 165.03, 154.62, 145.83, 93.39, 90.96, 84.75, 75.06, 69.00, 60.20, 27.61.

**HRMS** (ESI-TOF) *m/z*: Calcd for C<sub>10</sub>H<sub>15</sub>N<sub>4</sub>O<sub>6</sub><sup>+</sup> [*M*+*H*]<sup>+</sup>: 287.0986, found: 287.0967.

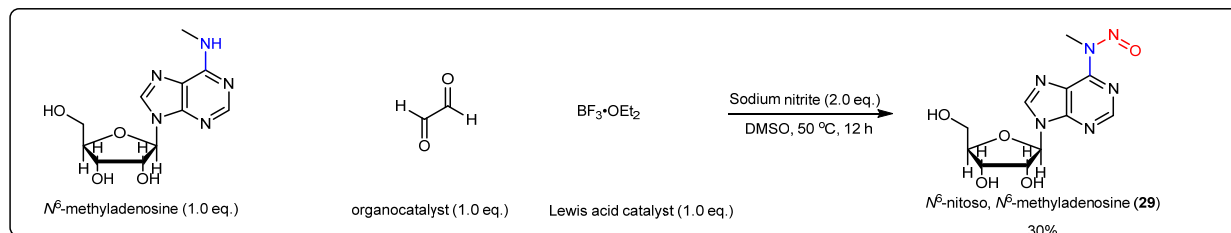

Side product with *N*<sup>6</sup>-methyladenosine: ***N*<sup>6</sup>-nitroso, *N*<sup>6</sup>-methyladenosine (**29**)**: Proceed according to the general procedure in 30% isolated yield (9.5 mg) as a slightly yellow solid.

*R*<sub>f</sub> = 0.6 (DCM: MeOH = 10: 1)

**<sup>1</sup>H-NMR** (500 MHz, DMSO) δ 8.94 (s, 1H), 8.89 (s, 1H), 6.12 (d, *J* = 5.5 Hz, 1H), 5.58 (d, *J* = 6.0 Hz, 1H), 5.26 (d, *J* = 5.1 Hz, 1H), 5.12 (t, *J* = 5.5 Hz, 1H), 4.62 (q, *J* = 5.5 Hz, 1H), 4.21 (q, *J* = 5.0 Hz, 1H), 4.00 (q, *J* = 3.9 Hz, 1H), 3.72 (dt, *J* = 12.0, 4.9 Hz, 1H), 3.59 (s, 4H).

$^{13}\text{C}$  NMR (126 MHz, DMSO)  $\delta$  153.67, 151.91, 151.57, 145.66, 124.22, 88.24, 86.15, 74.41, 70.65, 61.59, 29.57.

HRMS (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_{11}\text{H}_{15}\text{N}_6\text{O}_5^+$   $[\text{M}+\text{H}]^+$ : 311.1098, found: 311.1124.

### C. Experimental Procedure, Isolation, and Characterization

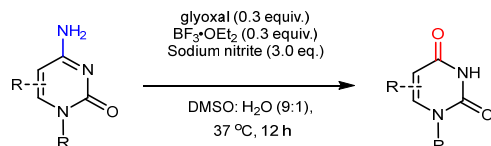

**Standard reaction condition for cytidine analogs:** To a 4 mL vial the substrate nucleobase (0.1 mmol, 1.0 equiv.) and mixture solvent DMSO:  $\text{H}_2\text{O}$  (0.45 mL DMSO and 0.05 mL  $\text{H}_2\text{O}$ ) was added in air. The organocatalyst (glyoxal, 0.03 mmol, 0.3 equiv.) and Lewis acid catalyst ( $\text{BF}_3 \cdot \text{Et}_2\text{O}$ , 0.03 mmol, 0.3 equiv.) were then added in one portion at room temperature, followed by the addition of sodium nitrite (25  $\mu\text{L}$ , saturated solution in water, 3.0 equiv.). The reaction vial was sealed and incubated at 37  $^\circ\text{C}$  for 12 hours. The crude reaction mixture was then concentrated under reduced pressure (in vacuo) and purified by flash column chromatography on silica gel to obtain the side product.

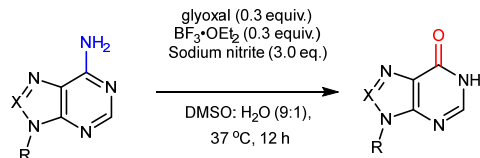

**Standard reaction condition for adenosine analogs:** To a 4 mL vial the substrate nucleobase (0.1 mmol, 1.0 equiv.) and mixture solvent DMSO:  $\text{H}_2\text{O}$  (0.45 mL DMSO and 0.05 mL  $\text{H}_2\text{O}$ ) was added in air. The organocatalyst (glyoxal, 0.03 mmol, 0.3 equiv.) and Lewis acid catalyst ( $\text{BF}_3 \cdot \text{Et}_2\text{O}$ , 0.03 mmol, 0.3 equiv.) was then added in one portion at room temperature. After that, followed by the addition of sodium nitrite (25  $\mu\text{L}$ , saturated solution in water, 3.0 equiv.). The reaction vial was sealed and incubated at 37  $^\circ\text{C}$  for 12 hours. The crude reaction mixture was then concentrated under reduced pressure (in vacuo) and purified by flash column chromatography on silica gel to obtain the side product.

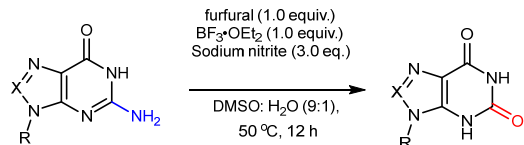

**Standard reaction condition for guanosine analogs:** To a 4 mL vial the substrate nucleobase (0.1 mmol, 1.0 equiv.) and mixture solvent DMSO:  $\text{H}_2\text{O}$  (0.45 mL DMSO and 0.05 mL  $\text{H}_2\text{O}$ ) was added in air. The organocatalyst (2-furfural, 0.10 mmol, 1.0 equiv.) and Lewis acid catalyst

(BF<sub>3</sub>•Et<sub>2</sub>O, 0.1 mmol, 1.0 equiv.) was then added in one portion at room temperature. After that, followed by the addition of sodium nitrite (16.6 μL, saturated solution in water, 2.0 equiv.). The reaction vial was sealed again and incubated at 50 °C for 6 hours before the second addition of catalysts. A solution of the organocatalyst (2-furfural, 0.05mmol, 0.5 equiv.) and Lewis acid catalyst (BF<sub>3</sub>•Et<sub>2</sub>O, 0.05 mmol, 0.5 equiv.) in 0.1 mL DMSO was added into the reaction, followed by the addition of sodium nitrite (8.4 μL, saturated solution in water, 1.0 equiv.) under ambient atmosphere. The reaction was then stirred at 50 °C for another 6 hours. The crude reaction mixture was then concentrated under reduced pressure (in vacuo) and purified by flash column chromatography on silica gel or C18 reversed phase silica gel to obtain the side product.

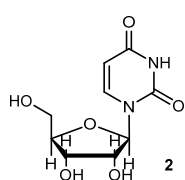

**Uridine (2):** Cytidine (CAS No. 65-46-3) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 91% isolated yield (22.1 mg) as a white powder. NMR data is consistent with the literature report<sup>3</sup>.

**R<sub>f</sub>** = 0.3 (DCM/MeOH = 15:1).

**<sup>1</sup>H-NMR** (500 MHz, DMSO) δ 11.30 (s, 1H), 7.88 (d, J = 8.1 Hz, 1H), 5.78 (d, J = 5.5 Hz, 1H), 5.64 (d, J = 8.1 Hz, 1H), 5.36 (d, J = 5.9 Hz, 1H), 5.07 (dd, J = 5.2, 2.8 Hz, 2H), 4.02 (q, J = 5.4 Hz, 1H), 3.96 (q, J = 4.6 Hz, 1H), 3.84 (q, J = 3.5 Hz, 1H), 3.62 (ddd, J = 12.0, 5.3, 3.3 Hz, 1H), 3.54 (ddd, J = 12.0, 5.1, 3.3 Hz, 1H).

**<sup>13</sup>C NMR** (126 MHz, DMSO) δ 163.58, 151.22, 141.19, 102.22, 88.14, 85.30, 74.00, 70.35, 61.31.

**HRMS** (ESI-TOF) *m/z*: Calcd for C<sub>9</sub>H<sub>13</sub>N<sub>2</sub>O<sub>6</sub><sup>+</sup> [M+H]<sup>+</sup>: 245.0768, found: 245.0765.

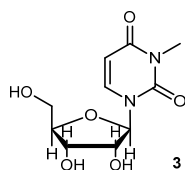

**3-Methyluridine (3):** 3-Methylcytidine (CAS No. 2140-64-9) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 92% isolated yield (23.5 mg) as a white powder. NMR data is consistent with the literature report<sup>4</sup>.

**R<sub>f</sub>** = 0.3 (DCM/MeOH = 15:1).

**<sup>1</sup>H-NMR** (500 MHz, DMSO) δ 7.96 (d, J = 8.1 Hz, 1H), 5.82 (d, J = 5.0 Hz, 1H), 5.77 (d, J = 8.1 Hz, 1H), 5.38 (d, J = 5.6 Hz, 1H), 5.15 – 5.06 (m, 2H), 4.03 (q, J = 5.1 Hz, 1H), 3.96 (q, J = 5.1 Hz, 1H), 3.89 – 3.82 (m, 1H), 3.65 (ddd, J = 12.0, 5.2, 3.1 Hz, 1H), 3.56 (ddd, J = 12.0, 5.0, 3.1 Hz, 1H), 3.16 (s, 3H).

**<sup>13</sup>C NMR** (126 MHz, DMSO) δ 162.59, 151.44, 139.45, 101.17, 89.40, 85.24, 74.25, 70.11, 61.10, 27.70.

**HRMS** (ESI-TOF) *m/z*: Calcd for C<sub>10</sub>H<sub>15</sub>N<sub>2</sub>O<sub>6</sub><sup>+</sup> [M+H]<sup>+</sup>: 259.0925, found: 259.0927.

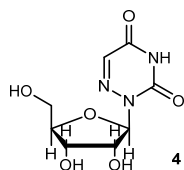

**6-Azaauridine (4):** 6-Azacytidine (CAS No. 3131-60-0) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 87% isolated yield (21.2 mg) as a slightly yellow powder. NMR data is consistent with the literature report<sup>5</sup>.

$R_f = 0.3$  (DCM/MeOH = 15:1).

**<sup>1</sup>H-NMR** (400 MHz, DMSO)  $\delta$  12.24 (s, 1H), 7.56 (s, 1H), 5.88 (d,  $J = 3.9$  Hz, 1H), 5.30 (d,  $J = 5.3$  Hz, 1H), 5.08 (d,  $J = 5.9$  Hz, 1H), 4.68 (t,  $J = 5.8$  Hz, 1H), 4.22 (q,  $J = 5.2$  Hz, 1H), 4.00 (q,  $J = 5.4$  Hz, 1H), 3.79 (q,  $J = 5.6$  Hz, 1H), 3.50 (dt,  $J = 11.8, 4.9$  Hz, 1H), 3.38 (q,  $J = 5.9$  Hz, 1H).

**<sup>13</sup>C NMR** (101 MHz, DMSO)  $\delta$  156.49, 148.35, 136.31, 89.28, 84.55, 72.22, 70.29, 61.95.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $C_8H_{12}N_3O_6^+[M+H]^+$ : 246.0721, found: 246.0746.

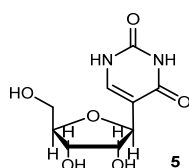

**Pseudouridine (5):** Pseudoisocytidine (CAS No. 57100-18-2) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 91% isolated yield (22.1 mg) as a white powder. NMR data is consistent with the literature report<sup>6</sup>.

$R_f = 0.3$  (DCM/MeOH = 10:1).

**<sup>1</sup>H-NMR** (400 MHz, DMSO)  $\delta$  11.11 (s, 1H), 10.88 (s, 1H), 7.52 (d,  $J = 0.8$  Hz, 1H), 4.91 (d,  $J = 5.1$  Hz, 1H), 4.82 – 4.75 (m, 1H), 4.69 (d,  $J = 5.7$  Hz, 1H), 4.46 (dd,  $J = 4.5, 0.7$  Hz, 1H), 3.91 (q,  $J = 4.8$  Hz, 1H), 3.86 (q,  $J = 5.5$  Hz, 1H), 3.73 – 3.65 (m, 1H), 3.59 (ddd,  $J = 11.8, 4.7, 3.2$  Hz, 1H), 3.44 (ddd,  $J = 11.8, 6.4, 3.7$  Hz, 1H).

**<sup>13</sup>C NMR** (101 MHz, DMSO)  $\delta$  163.65, 151.13, 139.75, 111.12, 83.11, 78.85, 73.86, 70.34, 61.09.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $C_9H_{13}N_2O_6^+[M+H]^+$ : 245.0768, found: 245.0769.

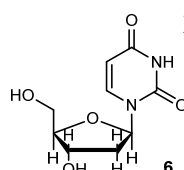

**2'-Deoxyluridine (6):** 2'-Deoxycytidine (CAS No. 951-77-9) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 91% isolated yield (20.7 mg) as a white powder. NMR data is consistent with the literature report<sup>7</sup>.

$R_f = 0.50$  (DCM/MeOH = 10:1).

**<sup>1</sup>H-NMR** (400 MHz, DMSO)  $\delta$  11.27 (s, 1H), 7.84 (d,  $J = 8.1$  Hz, 2H), 6.15 (t,  $J = 6.8$  Hz, 2H), 5.63 (d,  $J = 8.1$  Hz, 2H), 5.25 (d,  $J = 4.2$  Hz, 1H), 5.01 (t,  $J = 5.2$  Hz, 1H), 3.77 (q,  $J = 3.8$  Hz, 2H), 3.55 (q,  $J = 4.9$  Hz, 2H).

**$^{13}\text{C}$  NMR** (101 MHz, DMSO)  $\delta$  163.62, 150.92, 141.00, 102.22, 87.87, 84.60, 70.89, 61.75, 40.14.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_9\text{H}_{12}\text{N}_2\text{O}_5^+ [\text{M}+\text{H}]^+$ : 229.0810, found: 229.0805.

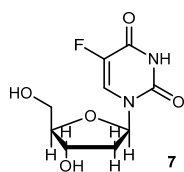

**5-Fluoro-2'-deoxyluridine (7)**: 5-Fluoro-2'-deoxycytidine (CAS No. 10356-76-0) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 90% isolated yield (22.5 mg) as a white powder. NMR data is consistent with the literature report<sup>8</sup>.

$R_f$  = 0.40 (DCM/MeOH = 20:1).

**$^1\text{H}$ -NMR** (400 MHz, DMSO)  $\delta$  11.80 (d,  $J$  = 5.1 Hz, 1H), 8.21 (d,  $J$  = 7.2 Hz, 1H), 6.12 (td,  $J$  = 6.7, 2.0 Hz, 1H), 5.24 (brs, 1H), 5.14 (brs, 1H), 4.23 (h,  $J$  = 3.0 Hz, 1H), 3.78 (q,  $J$  = 3.4 Hz, 1H), 3.60 (td,  $J$  = 11.1, 10.3, 3.5 Hz, 2H), 2.10 (dd,  $J$  = 6.7, 4.7 Hz, 3H).

**$^{13}\text{C}$  NMR** (101 MHz, DMSO)  $\delta$  157.50 (d,  $J$  = 26.2 Hz), 157.37, 149.45, 140.40 (d,  $J$  = 229.7 Hz), 125.20 (d,  $J$  = 34.3 Hz), 87.95, 85.00, 70.59, 61.47, 40.25.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_9\text{H}_{12}\text{N}_2\text{O}_5\text{F}^+ [\text{M}+\text{H}]^+$ : 247.0725, found: 247.0770.

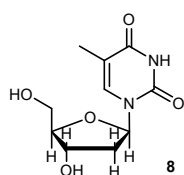

**5-Methyl-2'-deoxyluridine (8)**: 5-Methyl-2'-deoxycytidine (CAS No. 838-07-3) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 88% isolated yield (21.2 mg) as a white powder. NMR data is consistent with the literature report<sup>9</sup>.

$R_f$  = 0.40 (DCM/MeOH = 20:1).

**$^1\text{H}$ -NMR** (400 MHz, DMSO)  $\delta$  11.26 (s, 1H), 7.69 (q,  $J$  = 1.3 Hz, 1H), 6.16 (dd,  $J$  = 7.6, 6.2 Hz, 1H), 5.22 (brs, 1H), 5.01 (brs, 1H), 4.23 (dt,  $J$  = 5.8, 3.2 Hz, 1H), 3.75 (dd,  $J$  = 4.0, 2.9 Hz, 1H), 3.56 (qd,  $J$  = 11.8, 3.9 Hz, 1H), 2.12 – 1.94 (m, 2H), 1.77 (d,  $J$  = 1.3 Hz, 3H).

**$^{13}\text{C}$  NMR** (101 MHz, DMSO)  $\delta$  164.21, 150.93, 136.58, 109.83, 87.70, 84.20, 70.90, 61.80, 39.87, 12.72.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_{10}\text{H}_{15}\text{N}_2\text{O}_5^+ [\text{M}+\text{H}]^+$ : 243.0975, found: 243.0966.

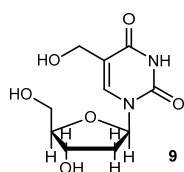

**5-Hydroxymethyl-2'-deoxyluridine (9)**: 5-Hydroxymethyl-2'-deoxycytidine (CAS No. 7226-77-9) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 82% isolated yield (21.1 mg) as a white powder. NMR data is consistent with the literature report<sup>10</sup>.

$R_f$  = 0.20 (DCM/MeOH = 20:1).

**$^1\text{H}$ -NMR** (400 MHz, DMSO)  $\delta$  11.31 (s, 1H), 7.72 (d,  $J$  = 1.2 Hz, 1H), 6.18 (t,  $J$  = 6.9 Hz, 1H), 5.25 (d,  $J$  = 4.2 Hz, 1H), 4.97 (t,  $J$  = 5.1 Hz, 1H), 4.90 (t,  $J$  = 5.5 Hz, 1H), 4.27 – 4.19 (m, 1H),

4.13 (dd,  $J = 5.5, 1.1$  Hz, 2H), 3.77 (dd,  $J = 4.2, 2.8$  Hz, 1H), 3.61 – 3.51 (m, 2H), 2.14 – 2.01 (m, 2H).

**$^{13}\text{C}$  NMR** (101 MHz, DMSO)  $\delta$  163.11, 150.83, 137.23, 114.72, 87.75, 84.37, 71.01, 61.91, 56.47, 39.91.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_{10}\text{H}_{15}\text{N}_2\text{O}_6^+$   $[\text{M}+\text{H}]^+$ : 259.0925, found: 259.0922.

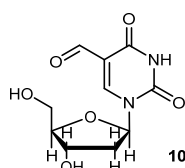

**5-formyl-2'-deoxyuridine (10)**: 2'-Deoxy-5-formylcytidine (CAS No. 137017-45-9) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 79% isolated yield (18.5 mg) as a white powder. NMR data is consistent with the literature report<sup>11</sup>.

$R_f = 0.20$  (DCM/MeOH = 20:1).

**$^1\text{H}$ -NMR** (400 MHz, DMSO)  $\delta$  11.29 (s, 1H), 9.31 (s, 1H), 8.26 (s, 1H), 5.64 (t,  $J = 6.3$  Hz, 1H), 4.82 (s, 1H), 4.66 (s, 1H), 3.79 (s, 1H), 3.41 (q,  $J = 3.4$  Hz, 1H), 3.22 – 3.11 (m, 2H), 1.84 – 1.68 (m, 2H).

**$^{13}\text{C}$  NMR** (101 MHz, DMSO)  $\delta$  186.64, 162.20, 150.05, 147.58, 111.15, 88.42, 86.34, 70.30, 61.17, 41.1

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_{10}\text{H}_{13}\text{N}_2\text{O}_6^+$   $[\text{M}+\text{H}]^+$ : 257.0768, found: 257.0764.

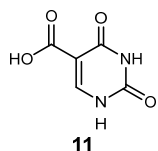

**5-Carboxyuracil (11)**: 5-Carboxycytosine (CAS No. 3650-93-9) was used as the starting material. Prepared according to the standard reaction condition for cytidine analogs in 46% isolated yield (7.2 mg) as a white powder. NMR data is consistent with the literature report<sup>12</sup>.

$R_f = 0.3$  (DCM/MeOH = 10:1).

**$^1\text{H}$ -NMR** (400 MHz, DMSO)  $\delta$  12.72 (brs, 1H), 12.00 – 11.95 (m, 2H), 8.25 (s, 1H).

**$^{13}\text{C}$  NMR** (101 MHz, DMSO)  $\delta$  165.67, 163.95, 150.82, 150.63, 101.70.

**HRMS** (ESI-TOF)  $m/z$ : Calcd for  $\text{C}_5\text{H}_5\text{N}_2\text{O}_4^+$   $[\text{M}+\text{H}]^+$ : 157.0244, found: 157.0248.

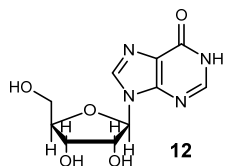

**Inosine (12)**: Adenosine (CAS No. 58-61-7) was used as the starting material. Prepared according to the standard reaction condition for adenosine analogs in 86% isolated yield (23.1 mg) as a white powder. NMR data is consistent with the literature report<sup>13</sup>.

$R_f = 0.40$  (DCM/MeOH = 10:1).

How the deposited data were processed for this re-analysis (not part of the article)

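The data analysed are the m6A sites of maize measured by CAM-seq in polyadenylated RNA from 7-day-old B73 shoots, in 3 replicates of 1 condition. The human and *Arabidopsis* samples of the paper were not analysed here.

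The authors trimmed the reads with Cutadapt, extracted a random sequence at the 5' end of read 1 as a unique molecular barcode, aligned them with hisat2-3n to Zm-B73-REFERENCE-NAM-5.0, filtered reads by mismatches and by unconverted A, and counted converted and unconverted reads at each A. They deposited 2 read counts per site, the depth and the unconverted reads, as raw counts pooled over the replicates. The deposited p-value of each site was recomputed and equals a one-sided binomial upper tail at a background rate of 0.01 in 100% of the 148276 listed sites; it carries no adjustment for multiple tests, and it is listed as 0 at 5436 sites. Sites that did not pass are not in the table used here, so levels and shares describe called sites only and the overall m6A level of all A was not computed. Each site comes with 31 nt of context. At 13 of 13 pairs of neighbouring sites parted by an intron and at most 10 nt apart in the transcript, the contexts overlap as spliced sequence. The context runs past the end of the transcript at 966 sites, and 36 sites (0.0246%) at the last base of a transcript belong to no three-letter motif and stay in the totals.

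From these counts, sites with a depth over 20 and a p-value under 0.001 were kept, and the level was computed as unconverted reads over depth. Motif shares count each site once. Importance scores follow the supplementary methods, which sum a score of each motif without defining it further; the level of each site was used as this score, which is 1 reading of the text. Expected base shares come from positions 5 to 10 nt on either side. Correlations across motifs and genes have two-sided p-values from 100000 permutations, and AAC and GAC numbers were compared with an exact binomial test. Gene identifiers are those of the table. RefSeq genes of the same assembly were matched by coordinate only, since the identifiers are not paired, and without strand. Positions in coding sequence or untranslated regions were not used here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The code was tested on 20000 simulated sites made with a total score of 0.945 at position +1, of which it recovered 0.923. Thinning was tested in 30 simulated sets in which neither motif nor level depends on depth. The RAC shares of shallow and deep sites differed by 4.61 percentage points before thinning and by 0.206 (standard error 0.233) after it.

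The median depth of 81 reads limits low levels most. At 50 reads a site needs 5 unconverted reads to pass, a level of 10%, and at 100 reads it needs 6. Because the replicates are pooled, no value has a replicate error. The Wilson and block bootstrap intervals treat sites or blocks of 1000000 bp as the units and cover counting error and the sampling of sites only, and duplicate reads, if any were left in the counts, may narrow them. The methods text describes the barcode but names no removal of duplicates.

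The alternatives were a p-value under 1e-04, a depth of at least 50, a level over 10%, weighting by level and coverage, levels from summed reads, five-letter motifs with at least 10 sites, equal weights, equal expected shares of 0.25, and for genes at least 5 sites. Other readings of the importance score, with unconverted reads or the mean level of each distinct 21-nt motif as the score, were added later. Those involving single replicates were planned and not run. The rule for named items, set beforehand, was all 16 three-letter motifs, GGACU and CGACU, the five-letter motifs with most and fewest sites in AAC, GAC, UAC, AAU and GAU, the most deeply covered site of AAC, GAC and UAG, and the 3 genes with most sites.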

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

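The tests of the motif-independent background, of the positions of AAG and GAG sites with unplaced sites counted against the difference, of conversion in Zm00001eb210900 and of the sites outside annotated genes were chosen after the results were seen. The design has 1 condition, so no biological explanation was tested for any of the patterns.

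Sites in AAG and GAG, which the paper's text does not discuss, number 5709 in maize, or 3.90% of the sites, against 255 in CAG and UAG, with a mean level of 16.5%. They stand out as a signal in motifs outside those the paper discusses. A background that does not depend on the surrounding bases is argued against by position -2, where 95.4% of these sites have A or G (95% Wilson interval 94.8% to 95.9%), against 50.0% (48.1% to 51.9%) at the sites in AAA, CAA, GAA and UAA. Among all 56400 A in AAG and GAG of the contexts of sites in genes, called sites included, the share is 50.7%. In the last 10% of the RefSeq gene span, counted in the direction of transcription, lie 87.2% of the 5253 AAG and GAG sites placed in a single protein-coding gene, against 35.8% (33.2% to 38.5%) of the 1277 placed sites in AAA, CAA, GAA and UAA. Only 47.6% of the latter could be placed. With every unplaced AAG and GAG site counted outside the last 10% and every unplaced AAA, CAA, GAA and UAA site inside it, the shares are 80.2% and 69.4%, a difference whose 95% block bootstrap interval is 5.83 to 16.2 percentage points. Without the 155 genes with at least 3 sites in AAA, CAA, GAA and UAA that make up at least 30% of their sites, the interval of the difference is 16.6 to 25.6 percentage points. This argues against a background spread along the gene as the sites in AAA, CAA, GAA and UAA are. CAG and UAG, which the paper also counts among its background motifs, lie closer. There, 70.6% of the sites have A or G at -2, and 76.6% of the 235 placed sites lie in the last 10% (70.8% to 81.6%). For AAC and GAC sites these shares are 63.3% and 86.7%. Position thus sets AAG and GAG less apart from CAG and UAG. A conversion failure that itself depends on the bases at -2 or on the position in the gene stays open, as does methylation of AAG and GAG.

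Outside the genes named in the table lie 11831 sites, 8.08% of all, a group that the paper does not discuss. Background regardless of motif as the source of the group is argued against by their motifs. Of these sites, 40.0% are in AAC and GAC (95% Wilson interval 39.1% to 40.9%), against 41.2% of the sites in genes. Of all A in the contexts of the sites in genes, called sites included, 10.9% (10.8% to 11.0%) are in AAC and GAC. AAA, CAA, GAA and UAA hold 3.64% of the sites outside genes, against 1.67% of the sites in genes and 28.3% of all A. A smaller part from background is thus not excluded. Transcripts within RefSeq genes that the gene set of the authors leaves out are a candidate explanation, since 86.1% of these sites lie within a RefSeq gene span, against 11.7% of the same positions shifted by 100000 bp. Strand and exons were not compared, and the sites outside the RefSeq spans remain unexplained.

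The gene Zm00001eb210900, on the minus strand of chromosome 5, has 174 sites, the most of any gene, where the median is 8. They lie between positions 1556600 and 1564942, and the span of these sites overlaps 3 RefSeq genes. Only 3 of its sites are in AAC or GAC and 117 are in AAA, CAA, GAA or UAA. The median level is 10% at a median depth of 89. Incomplete conversion of the whole RNA regardless of motif is argued against by the share of AAC and GAC, 1.72% of its sites against 10.5% (95% Wilson interval 8.28% to 13.2%) of the 590 other A of its contexts, and by the share of the motifs with A at +1, 67.2% against 22.2% (Fisher's exact test, p = 2.2e-27). Reads shared with a near-identical copy were looked for in the table, where 0 of its contexts are listed at another position; a copy without called sites would not be seen there, so this stays open. Incomplete conversion that depends on sequence or structure was not tested.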

How the results depend on the processing

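Of 88 alternative values, 54 were counted as unchanged, 33 moved beyond the interval or threshold of the main value and 1 changed direction. The differences AAC minus GAC and GAC minus UAC were counted as unchanged while their sign held, even outside their intervals. With a depth of at least 50, AAC minus GAC was 6293, against a main interval of 10418 to 11645. At levels over 10%, GAC minus UAC was 2759, against a main interval of 306 to 1273. GAC sites exceeded UAC sites by 763 in the main setting, but with a depth of at least 50 the difference was -586; under the other settings of the sites it was from 679 to 2759. The cause of the change was not tested. For the values judged by Wilson or bootstrap intervals, which are narrow with this many sites, small changes count as moved. Alternatives that keep all listed sites, 1 site per 31-nt context, or leave out the genes rich in AAA, CAA, GAA and UAA sites, and the frequency per covered A, the other readings of the importance score and the comparison of GAC and UAC under each setting, were chosen after seeing the data; the others were set before the data were examined.

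The number of sites stayed within 1.5 times the main number under each alternative, from 101104 to 148276. AAC sites exceeded GAC sites under each, by 6293 to 11293. Spearman's rho of motif frequency and level stayed between 0.935 and 0.959, and 9 in place of 8 three-letter motifs passed with five-letter motifs of at least 10 sites.

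With p-values under 1e-04, the RAC share was 43.0%, the UAG share 0.0354% and the total score at +1 1.34. With a depth of at least 50, the RAC share was 38.7%, the YAC and RAU share 50.1%, the UAG share 0.0564%, which is within the main interval, the total at +1 1.28, A minus G 0.0491 at -1 and -0.0668 at -2, the total at +2 minus +4 0.0173, and 62.0% of genes had a maximum level over 50%, against 66.8% in the main setting. At levels over 10%, the shares were 46.3% for RAC, 47.1% for YAC and RAU and 0.0218% for UAG, and AAC had 33.9% of the methylated reads. Weighting by level and coverage gave 54.3%, 41.5% and 0.0141% for the same shares, so RAC then exceeds YAC and RAU, while YAC and RAU exceed RAC in the main setting. Without the genes rich in AAA, CAA, GAA and UAA sites, the RAC share was 41.6%, the YAC and RAU share 49.0% and the total at +1 1.32.

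With equal weights, the total at +1 was 0.954, A minus G 0.0202 at -1 and -0.0454 at -2, and +2 minus +4 0.0109. With equal expected shares, these were 1.05, 0.0995, -0.0402 and 0.0133. With the sites weighted by unconverted reads, they were 1.35, 0.0334, -0.0727 and 0.00659, while the mean level of each distinct 21-nt motif as the score left the 4 values within their intervals. In genes with at least 5 sites, 86.5% had a maximum level over 50%; a gene with more sites has more chances of a high maximum. The cause of the other changes was not tested, apart from that of the RAC share with depth.

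Leaving out each replicate, requiring an unconverted read in every replicate, the spread of levels between replicates and the windows around the stop codon were planned and not run, because the counts are pooled and no transcript annotation was used. No paired analysis was possible because there is 1 condition.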

Differences from the paper's values

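The motifs with A at position +1 have fewer sites than in the paper's figure. AAA has 925 sites against the paper's about 1700, CAA 555 against about 1200, GAA 1033 against about 1900 and UAA 169 against about 390, all in Supplementary Fig. 17a, read by eye. Of the alternatives set before the data were examined, a p-value under 1e-04, a depth of at least 50 and a level over 10% gave fewer sites in each of these motifs and did not close the gap, and the others do not change the number of sites. The other 12 motifs lie within 1.5 times the paper's numbers in the main setting. The listed sites number 146359 at a depth over 20, against the paper's 141990, and no setting that was run gives the paper's number.

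The paper describes A and G at position -2 as similar in importance in plants. In the maize sites, A minus G at -2 is -0.0620 with an interval of -0.0658 to -0.0582, and it stayed negative under each alternative, from -0.0727 with the sites weighted by unconverted reads to -0.0402 with equal expected shares. The paper describes the total scores at +2 and +4 as equally low. The total at +2 exceeds that at +4 by 0.0224, with an interval of 0.0179 to 0.0268, and by 0.00659 with the sites weighted by unconverted reads, an alternative chosen after seeing the values. These scores take the level of each site as the score of a motif, which the supplementary methods do not define further. The paper describes no base preference at +2. The scores there are 0.0351 for A and 0.0356 for U, against 0.00746 for C and 0 for G, which is the lowest base by construction.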

Other observations

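The test of shared reads at identical contexts was chosen after its result was seen, and no biological explanation was tested in the 1 condition of these data.

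The share of sites in RAC motifs falls with depth, by 11.5 percentage points from sites with 21 to 42 reads to sites with 183 reads or more (block bootstrap interval 10.7 to 12.4). A candidate explanation is the detection limit, which at low depth passes only high levels, where RAC is frequent. When each site was thinned to 21 reads and called again, 90771 sites passed and the difference was 0.403 points (-0.761 to 1.48). RAC then made up 50.2% of all sites, and YAC and RAU 44.8%. A motif share from called sites thus may depend on the depth at which it is measured.

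The mean level of a gene fell with its median depth across 16269 genes, which are not independent replicates (Spearman's rho -0.310, permutation p = 1e-05, the smallest possible; Pearson's r -0.148). After the same thinning, rho was 0.0772 over 14756 genes, so the fall was gone, but a weak rise took its place that lies outside the range set for a detection limit alone, from -0.05 to 0.05. In simulated sites without a relation of level and depth, rho after thinning was -8.6e-04. That simulation was across single sites and had no genes, so it gives no range for the value across genes. Whether the detection limit is the whole cause is left open. The maximum level was over 50% in 10871 genes, or 66.8% (95% Wilson interval 66.1% to 67.5%).

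Identical 31-nt contexts are listed at more than one position in 2517 cases, covering 5819 sites (3.98%) and up to 13 positions each. Of the 2064 contexts listed at exactly 2 positions, 71.9% have depths that differ by less than 2 sampling SD, against 19.2% of shuffled pairs. Reads counted at both copies, or split evenly between them, are a candidate explanation; the table cannot separate these from copies of equal expression. Counting 1 site per context left the RAC share at 41.1%.

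The read filter removes reads with more than 3 unconverted A, which could lower levels where sites cluster. The sum of levels within 30 nt exceeded 3 in 136 windows, against 133 to 201 in 20 shuffles of the levels, and exceeded 2 in 4714 windows, against 3233 to 3512. By the outcome set beforehand, a number over 3 as high as with shuffled levels speaks against the filter. A read need not span the window, however, and the excess over 2 is absent over 3, so after the values were seen the test was taken to leave the filter open.

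AAC sites carry 31.9% of the unconverted reads of all maize sites (block bootstrap interval 30.7% to 33.3%). After Zm00001eb210900, the genes with most sites are Zm00001eb177670, with 50 sites on chromosome 4 within LOC100382527, and Zm00001eb113610, with 49 sites on chromosome 2, of which 36 are in AAA, CAA, GAA or UAA. Genes with at least 3 such sites making up at least 30% of their sites, a rule chosen after the values were seen, number 155 and hold 43.8% of all sites in these motifs but 1.38% of all sites.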
